# PRC1 directs PRC2-H3K27me3 deposition to shield adult spermatogonial stem cells from differentiation

**DOI:** 10.1093/nar/gkad1203

**Published:** 2023-12-24

**Authors:** Mengwen Hu, Yu-Han Yeh, So Maezawa, Toshinori Nakagawa, Shosei Yoshida, Satoshi H Namekawa

## Abstract

Spermatogonial stem cells functionality reside in the slow-cycling and heterogeneous undifferentiated spermatogonia cell population. This pool of cells supports lifelong fertility in adult males by balancing self-renewal and differentiation to produce haploid gametes. However, the molecular mechanisms underpinning long-term stemness of undifferentiated spermatogonia during adulthood remain unclear. Here, we discover that an epigenetic regulator, Polycomb repressive complex 1 (PRC1), shields adult undifferentiated spermatogonia from differentiation, maintains slow cycling, and directs commitment to differentiation during steady-state spermatogenesis in adults. We show that PRC2-mediated H3K27me3 is an epigenetic hallmark of adult undifferentiated spermatogonia. Indeed, spermatogonial differentiation is accompanied by a global loss of H3K27me3. Disruption of PRC1 impairs global H3K27me3 deposition, leading to precocious spermatogonial differentiation. Therefore, PRC1 directs PRC2-H3K27me3 deposition to maintain the self-renewing state of undifferentiated spermatogonia. Importantly, in contrast to its role in other tissue stem cells, PRC1 negatively regulates the cell cycle to maintain slow cycling of undifferentiated spermatogonia. Our findings have implications for how epigenetic regulators can be tuned to regulate the stem cell potential, cell cycle and differentiation to ensure lifelong fertility in adult males.

## Introduction

Mammalian males sustain lifelong fertility relying on balanced self-renewal and differentiation of spermatogonial stem cells (SSCs), which are destined to produce a massive number of haploid spermatozoa; ∼1000 sperm per second for decades in average human males (1). In adult mice, stem cell activity resides in a heterogenous population of slow-cycling undifferentiated type A spermatogonia (A_undiff_, including A_single_, A_paired_ and A_aligned_ spermatogonia), whose cell states are maintained at a delicate equilibrium (2,3). A fraction of A_undiff_ that are positive for the cell surface receptor GFRα1 comprises the vast self-renewing compartment in homeostatic, steady-state spermatogenesis. While A_undiff_ expressing NGN3 (Neurog3), which are GFRα1^–^, are destined for differentiation but retain the capacity to revert to the GFRα1^+^ state and repopulate the self-renewing pool (Figure 1A) (4,5). In response to retinoic acid (RA) signaling, the NGN3^+^ fraction of A_undiff_ undergo irreversible commitment to become fast-cycling KIT^+^ differentiating spermatogonia (designated A_1_, A_2_, A_3_, A_4_, Intermediate (In) and B spermatogonia), which are devoid of stem cell potential (Figure 1A) (6) and undergo a series of mitotic divisions before entering meiosis (7,8). Therefore, the transition from A_undiff_ (KIT^–^) to KIT^+^ differentiating spermatogonia is accompanied by the irreversible loss of self-renewing stem cell potential and the acceleration of their cell cycle.

**Figure 1.**
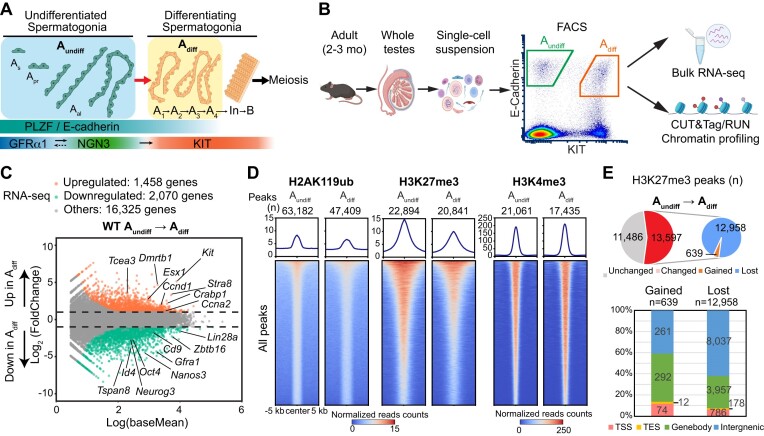
Dynamic transcriptomic and epigenomic changes during spermatogonial differentiation in adult wild-type mice. (**A**) Schematic of spermatogonial hierarchy and marker gene expression (created with BioRender.com). Based on nuclear morphology, spermatogonia can be classified as type A, intermediate, or type B. Type A includes the undifferentiated spermatogonia (A_undiff_, including A_single_ (A_s_), A_paired_(A_pr_) and A_aligned_(A_al_)), and early differentiating spermatogonia (A_diff_, including A_1_, A_2_, A_3_ and A_4_), whereas intermediate (In) and type B encompass the later differentiating spermatogonia. (**B**) Overview of the experimental steps to perform bulk RNA-Seq and chromatin profiling using CUT&RUN/Tag on FACS-isolated spermatogonia (created with BioRender.com). (**C**) MA plot showing a comparison of transcriptomes between A_undiff_ and A_diff_ in adult WT mice (2–3 mo). All genes with False Discovery Rate (FDR) values are plotted. Differentially expressed genes (DEGs: Log_2_FoldChange > 1, FDR < 0.05) are color-coded (orange: upregulated genes; green: downregulated genes). Two independent biological replicates were examined for RNA-seq. (**D**) Heatmaps and average tag density plots showing peaks of H2AK119ub, H3K27me3 and H3K4me3 in WT A_undiff_ and A_diff_. The numbers of peaks are indicated (*n*). The color keys represent signal intensity, and the numbers represent spike-in normalized reads counts. (**E**) Pie chart and bar chart showing the H3K27me3 peak change and the genomic distribution of gained and lost H3K27me3 peaks during spermatogonial differentiation. The numbers of peaks are shown (n).

Spermatogenesis thus provides a unique *in vivo* model for studying robust and persistent tissue stem cell systems. Previous studies have identified the regulatory mechanisms, including key signaling pathways and transcription factors, that support the formation and maintenance of undifferentiated spermatogonia (9–11). For example, growth factors produced within the testicular microenvironment, such as GDNF and FGFs, promote SSC self-renewal (12–14). GDNF acts through the cell surface GFRα1/RET receptor complex and activates the downstream PI3K/AKT, RAS/ERK MAPK and the Src family kinase (SFK) pathways, leading to the maintenance of the undifferentiated state of SSCs (15–17). In contrast, RA induces spermatogonial differentiation; depletion of RA results in the accumulation of A_undiff_ (18,19). In addition to these extrinsic stimuli, various cell-intrinsic factors are required to maintain undifferentiated spermatogonia, including the transcription factors PLZF (20–22), SALL4 (23,24), ETV5 (25), DMRT1 (26) and FOXC2 (27); RNA-binding proteins NANOS2 (28) and DND1 (29); epigenetic regulators Polycomb repressive complexes (30–32) and DOT1L (33); DNA damage response proteins ATM (34) and FANCB (35); the tumor suppressor RB (36) and SHISA6, an inhibitor of differentiation-promoting Wnt/β-Catenin signaling (8).

However, while numerous factors have been linked to the formation and maintenance of undifferentiated spermatogonia, major questions remain regarding the molecular underpinnings that shield and maintain robust stemness in these cells. In particular, it is unclear how slow cycling is regulated while lifelong differentiation potential is maintained in adult undifferentiated spermatogonia. This is primarily due to the fact that most previous studies have focused on juvenile spermatogenesis before the establishment of steady-state adult spermatogenesis (37,38) or used cultured germline stem cells that do not fully represent *in vivo* features of spermatogonial stem cells (39,40).

Epigenetic mechanisms that generate long-lasting chromatin states and define gene expression programs are critical for the development and regulation of stem cells (41). Polycomb group proteins (PcGs) mediate such mechanisms by establishing repressive chromatin and defining cell-type specific gene expression programs (42,43). Two major functionally-related Polycomb repressive complexes—PRC1 and PRC2—catalyze the formation of two major repressive histone marks, monoubiquitination of H2A at lysine 119 (H2AK119ub) and trimethylation of H3 at lysine 27 (H3K27me3) (44), respectively. Analyses of PcG-mediated modifications have provided a picture of the epigenomic landscape of male germ cells, including undifferentiated spermatogonia (37,38,45–47). Of note, undifferentiated spermatogonia contain bivalent chromatin; the repressive H3K27me3 modification co-occurs with an active mark, trimethylation of H3 at lysine 4 (H3K4me3) (37,45), a feature associated with developmental potential in the germline. Nevertheless, the functions of these marks remain largely speculative due to the lack of quantitative analysis combined with genetic approaches.

In this study, by quantitative epigenomic analysis, we define H3K27me3 as a major barrier to spermatogonial differentiation, arguing that this is a hallmark of the undifferentiated state in adult undifferentiated spermatogonia. Indeed, spermatogonial differentiation is accompanied by the global loss of H3K27me3. By using a PRC1 conditional loss-of-function model, we show that PRC1 directs deposition of PRC2-mediated H3K27me3 to shield the undifferentiated state and control spermatogonial differentiation. Unlike other tissue stem cell systems where PcG proteins promote cell cycle progression, we demonstrate that PRC1 acts as a negative cell cycle regulator to ensure the slow cycling property of undifferentiated spermatogonia. Therefore, our study uncovers that key features of undifferentiated spermatogonia, including the undifferentiated state, slow cycling property and the potential for commitment to differentiation, are molecularly linked by PRC1.

## Materials and methods

### Animals

Generation of conditionally deficient *Rnf2* mice in a *Ring1^−/−^* background was performed as described previously (30). Briefly, PRC1cKO mice *Ring1^−/−^; Rnf2^F/−^; Ddx4-Cre* were generated from *Ring1^−/−^; Rnf2^F/F^* females crossed with *Ring1^−/−^; Rnf2^F/+^; Ddx4-Cre* males and PRC1ctrl mice used in experiments were *Ring1^−/−^; Rnf2^F/+^; Ddx4-Cre* littermate males. Mice were maintained on a mixed genetic background of FVB and C57BL/6J. Generation of mutant *Ring1* (*Ring1^−/−^*) and *Rnf2* floxed alleles (*Rnf2^F/F^*) was reported previously (48,49). *Ring1^−/−^* and *Rnf2^F/F^* mice were obtained from Dr. Haruhiko Koseki. *Ddx4-Cre* transgenic mice and wild-type (WT) C57BL/6J mice were purchased from the Jackson Laboratory (50). For each experiment, a minimum of three independent mice were analyzed. Mice were maintained on a 12:12 hour light: dark cycle in a temperature and humidity-controlled vivarium (22 ± 2°C; 40–50% humidity) with free access to food and water in the pathogen-free animal care facility. Mice were used according to the guidelines of the Institutional Animal Care and Use Committee (IACUC: protocol no. IACUC2018-0040 and 21931) at Cincinnati Children's Hospital Medical Center and the University of California, Davis.

### Win18,446 treatment

For Win18,446 injection experiments, 1-month-old male mice were injected subcutaneously with 40 μg/μl Win18,446 (*N*,*N*'-octamethylenebis (2,2-dichloroacetamide), MP Biomedicals, 02158050), dissolved in 50 μl dimethyl sulfoxide (DMSO). After ∼30 consecutive daily treatments, mice were euthanized 24 h post-treatment for sampling. Collected testes were either fixed for histological analyses or dissociated for cell sorting.

### Histology and immunostaining

For the preparation of testicular paraffin blocks, testes were fixed with 4% paraformaldehyde (PFA) overnight at 4°C, followed by dehydration and embedding in paraffin. For immunostaining, 7-μm-thick paraffin sections were deparaffinized and autoclaved in target retrieval solution (DAKO) for 10 min at 121°C. Sections were blocked with Blocking One Histo (Nacalai) for 1 h at room temperature and then incubated with primary antibodies as outlined below: goat anti-Human PLZF (1:200, R&D, AF2944), Rabbit anti-Ki67 (1:100, Abcam, ab16667). Sections were washed with PBST (PBS containing 0.1% Tween 20) three times at room temperature for 5 min and then incubated with the corresponding secondary antibodies (Donkey Anti-Goat IgG (H + L) Alexa Fluor 488, A-11055; Donkey Anti-Rabbit IgG (H + L) Alexa Fluor 555, A-31572; Invitrogen) at 1:500 dilution for 1h at room temperature. Finally, sections were counterstained with DAPI and mounted using 20 μL undiluted ProLong Gold Antifade Mountant (ThermoFisher Scientific, P36930).

Similarly, sorted cells were fixed with 4% PFA and permeabilized with 0.5% Triton-X in PBS, followed by blocking with 1% BSA and 4% Donkey Serum (Sigma, D9663) in PBST for 1 h at room temperature. Cells were then incubated with the following primary antibodies: goat anti-Human PLZF (1:200, R&D, AF2944), or goat anti-CD117/c-kit (1:200, R&D, AF1356) and rabbit anti-DDX4 (1:400, Abcam, ab13840). After overnight incubation at 4°C, cells were washed and incubated with secondary antibodies (Donkey Anti-Goat IgG (H + L) Alexa Fluor 488, A-11055; Donkey Anti-Rabbit IgG (H + L) Alexa Fluor 555, A-31572; Invitrogen) at 1:500 dilution for 1h at room temperature. Finally, cells were counterstained with DAPI and mounted onto slides using ProLong Gold Antifade Mountant. Images were obtained by confocal laser scanning microscopy (A1R, Nikon) and processed with NIS-Elements (Nikon).

### Flow cytometry and cell sorting

Flow cytometric experiments and cell sorting were performed using SH800S (SONY), with antibody-stained testicular single-cell suspensions prepared as described previously (51). Data were analyzed with SH800S software (SONY) and FCS Express 7 (De Novo Software).

In brief, to prepare single cells suspension for cell sorting, detangled seminiferous tubules from adult mouse testes were first washed with 1× Hanks' balanced salt solution (HBSS, Gibco, 14175095) three times and then incubated in Dulbecco's modified Eagle's medium (DMEM, Gibco, 11885076) containing 2% fetal bovine serum (FBS, Gibco, 16000044), 2 mg/ml Type 1 collagenase (Worthington, CLS1), 0.25 mg/ml DNase I (Sigma, D5025), 1.5 mg/ml hyaluronidase (Sigma, H3506) and 700 U/ml recombinant collagenase (FUJIFILM Wako Pure Chemical Corporation, 036-23141) at 37°C for 20 min, then dissociated using vigorous pipetting and incubated at 37°C for another 10 min. The single cell suspension was then washed with 10 ml FACS buffer (PBS containing 2% FBS) three times by centrifugation at 300 × g for 5 min and filtered through a 70 μm nylon cell strainer (Falcon, 352350).

The resultant single cells were stained with cocktails of antibodies diluted with FACS buffer listed as follows: PE-conjugated anti-mouse/human CD324 (E-Cadherin) antibody (1:500, Biolegend, 147303), PE/Cy7-conjugated anti-mouse CD117 (c-Kit) antibody (1:200, Biolegend, 105814) and FITC-conjugated anti-mouse CD9 antibody (1:500, Biolegend, 124808). After 1h incubation on ice, cells were washed with 10 ml FACS buffer three times by centrifugation at 300 × g for 5 min and filtered into a 5 ml FACS tube through a 35 μm nylon mesh cap (Falcon, 352235). 7-AAD Viability Stain (Invitrogen, 00-6993-50) was added to cell suspension for the exclusion of dead cells. Samples were kept on ice until sorting.

Cells were analyzed after removing small and large debris in FSC-A versus SSC-A gating, doublets in FSC-W versus FSC-H gating, and 7AAD^+^ dead cells. Then the desired cell population was collected in gates determined based on antibody staining (Supplementary Figure S1A).

### RNA-seq library generation and sequencing

RNA-seq libraries from PRC1ctrl and PRC1cKO A_undiff_ were prepared as follows using the Smart-Seq2 method. ∼7000 A_undiff_ cells were isolated from 2-month-old mice and pooled as one replicate. Two independent biological replicates were used for RNA-seq library generation. Total RNA was extracted using the RNeasy Plus Micro Kit (QIAGEN, Cat #74034) according to the manufacturer's instructions. Libraries were constructed using NEBNext^®^ Single Cell/Low Input RNA Library Prep Kit for Illumina^®^ (NEB, E6420S) according to the manufacturer's instructions. Prepared RNA-seq libraries were sequenced on the Novaseq 6000 system (Illumina) with 100-bp paired-end reads.

Stranded RNA-seq libraries were prepared for (i) WT A_undiff_ and WT A_diff_; (ii) PRC1ctrl A_undiff_ and PRC1cKO A_undiff_ after Win18,446 treatment. ∼100 000–150 000 cells isolated from adult mice were pooled as one replicate, and two independent biological replicates were used for RNA-seq library generation. Total RNA was extracted using the RNeasy Plus Mini Kit (QIAGEN, Cat #74134) according to the manufacturer's instructions. Library construction was performed by the CCHMC DNA Sequencing and Genotyping Core (Cincinnati, Ohio, USA) using the Illumina TruSeq stranded mRNA kit after polyA enrichment. Prepared RNA-seq libraries were sequenced on the Novaseq 6000 system (Illumina) with 100-bp paired-end reads.

### CUT&RUN/Tag library generation and sequencing

CUT&RUN libraries of PRC1ctrl, PRC1cKO and WT spermatogonia were conducted as previously described (52) (a step-by-step protocol https://www.protocols.io/view/cut-amp-run-targeted-in-situ-genome-wide-profiling-14egnr4ql5dy/v3). ∼10 000 FACS-sorted cells were pooled as one replicate, and two independent biological replicates were used for CUT&RUN library generation. The antibodies used were rabbit anti-H3K4me3 (1/100; Cell Signaling Technology; 9751) and rabbit anti-H3K27me3 antibody (1/100; Cell Signaling Technology; 9733). Homemade Protein A/G-MNase was provided by Dr Artem Barski's laboratory. Libraries were constructed using NEBNext^®^ Ultra™ II DNA Library Prep Kit for Illumina (NEB, E7645S). Prepared CUT&RUN libraries of PRC1ctrl and PRC1cKO A_undiff_ were sequenced on the NovaSeq 6000 system (Illumina) with paired-ended 50-bp reads, and WT CUT&RUN libraries for H3K4me3 were sequenced on the NextSeq 500 system (Illumina) with paired-ended 75-bp reads.

CUT&Tag libraries of WT A_undiff_ and A_diff_ for H2AK119ub and H3K27me3 were prepared as previously described (53,54) (a step-by-step protocol https://www.protocols.io/view/bench-top-cut-amp-tag-kqdg34qdpl25/v3) using CUTANA™ pAG-Tn5 (Epicypher, 15-1017). Quantitative spike-in CUT&Tag was performed by adding Drosophila S2 cells at a 2:1 ratio to mouse spermatogonial cells (20 000 S2 cells to 10 000 mouse cells) in each reaction. The antibodies used were rabbit anti-H2AK119ub (1/100; Cell Signaling Technology; 8240) and rabbit anti-H3K27me3 antibody (1/50; Cell Signaling Technology; 9733). CUT&Tag libraries were sequenced on the HiSeq 4000 system (Illumina) with 150-bp paired-end reads.

### RNA-seq data processing

Raw RNA-seq reads after trimming by Trim-galore (https://github.com/FelixKrueger/TrimGalore) (version 0.6.6) with the parameter ‘–paired’ were aligned to the mouse (GRCm38/mm10) genome using HISAT2 (55) (version 2.2.1) with default parameters. All unmapped reads, non-uniquely mapped reads, and reads with low mapping quality (MAPQ < 30) were filtered out by samtools (56) (version 1.9) with the parameter ‘-q 30′ before being subjected to downstream analyses.

To identify differentially expressed genes in RNA-seq, raw read counts for each gene were generated using the htseq-count function, part of the HTSeq package (57) (version 1.6.0) based on mouse gene annotations (gencode.vM24.annotation.gtf, GRCm38/mm10). DESeq2 (58) (version 1.28.1) was used for differential gene expression analyses with cutoffs log_2_FoldChange >1 and FDR values (*P* adjusted: *P*_adj_ values) <0.05. In DESeq2, *P* values attained by the Wald test were corrected for multiple testing using the Benjamini and Hochberg method by default (FDR values). FDR values were used to determine significantly dysregulated genes. The TPM values of each gene were generated using RSEM (59) (version 1.3.3) for comparative expression analyses and computing the Pearson correlation coefficient between biological replicates.

To perform GO analyses, we used the online functional annotation clustering tool Metascape (60) (http://metascape.org). Bioinformatics analyses were visualized as heatmaps using Morpheus (https://software.broadinstitute.org/morpheus/). The TPM values of each gene were first transformed by the Robust *Z*-Score Method, also known as the Median Absolute Deviation method, or log-transformed, then used as input for plotting. PCA plot was generated using TPM values by the web tool ClustVis (https://biit.cs.ut.ee/clustvis/).

### CUT&RUN/Tag data processing

For CUT&RUN/Tag data processing, we basically followed the online tutorial posted by the Henikoff Lab (https://protocols.io/view/cut-amp-tag-data-processing-and-analysis-tutorial-bjk2kkye.html). Briefly, after trimming by Trim-galore (https://github.com/FelixKrueger/TrimGalore) (version 0.6.6), raw paired-end reads were aligned to the mouse genome (GRCm38/mm10) using Bowtie2 (61) (version 2.4.2) with options: –end-to-end –very-sensitive –no-mixed –no-discordant –phred33 -I 10 -X 700. Bacterially-produced pAG-MNase protein brings along a fixed amount of *Escherichia coli* DNA that can be used as spike-in DNA for CUT&RUN. *D. melanogaster* DNA delivered by *Drosophila* S2 cells was used as spike-in DNA for CUT&Tag. For mapping *E. coli* or *D. melanogaster* spike-in fragments, we also use the '–no-overlap –no-dovetail' options to avoid cross-mapping. PCR duplicates were removed using the ‘MarkDuplicates’ command in Picard tools (version 2.23.8) (https://broadinstitute.github.io/picard/). To compare replicates, Pearson correlation coefficients were calculated and plotted by 'multiBamSummary bins' and 'plot correlation' functions of deepTools (62) (version 3.5.0). Biological replicates were pooled for visualization and other analyses after validation of reproducibility (Pearson correlation coefficient > 0.85). Spike-in normalization was implemented using the exogenous scaling factor computed from the *E. coli* or dm6 mapping files (scale factors = 100 000/spike-in reads for CUT&RUN or 1000 000/spike-in reads for CUT&Tag).

SEACR (63) (https://seacr.fredhutch.org/) was used for peak calling, and HOMER (64) (version 4.11) was used for peak annotation. For visualization using the Integrative Genomics Viewer (65) (version 2.5.3), spike-in normalized genome coverage tracks were generated using the genomecov function of bedtools (66) (version 2.29.2) with the ‘-bg -scale $scale_factor’ parameter. *k*-means clustering analysis was performed using seqMINER (67) (version 1.3.4). DeepTools (62) was used to draw tag density plots and heatmaps for read enrichments. Differential enrichment analysis was conducted using the R package DiffBind (68) (version 3.6.5) with spike-in normalization mode. The FPKM values of enrichment for each gene's promoter region (TSS ± 2 kb) were generated using Bamscale package (69) (version 0.0.5) and normalized by scaling factor for comparative enrichment analyses.

Gene Ontology Biological Process (GO-BP) term enrichment and ChIP-x Enrichment Analysis (ChEA) using the gene sets from the CUT&RUN/Tag clustering results were performed using the Enricher website (https://maayanlab.cloud/Enrichr/) (70,71). A dot plot was produced using the R package ggplot2 (3.3.6).

### CUT&RUN and ChIP-seq data reanalysis

Processed bigwig files of CBX2, PHC2 and BMI1 CUT&RUN in adult spermatogonia and bedGraph files of RAR ChIP-seq in GS cells were downloaded from Gene Expression Omnibus (GEO) under accession no. GSE210367 and GSE116798, respectively, and used for plotting directly. Raw STRA8 ChIP-seq data of mouse testes were downloaded from the DDBJ Sequence Read Archive (DRA) under accession number DRA007778 and aligned to the mouse genome (GRCm38/mm10) using Bowtie2 with default options. Aligned bam files were converted to bigwig files using deeptools by normalizing with RPKM and then used for plotting.

### Statistics

Statistical methods and *P* values for each plot are listed in the figure legends and/or in the Methods. Statistical significance for pairwise comparisons was determined using two-tailed unpaired *t*-tests. Next-generation sequencing data (RNA-seq, CUT&RUN/Tag) were based on two independent replicates. No statistical methods were used to predetermine sample size in these experiments. Experiments were not randomized, and investigators were not blinded to allocation during experiments and outcome assessments.

## Results

### Dynamic gene expression changes during spermatogonial differentiation

To elucidate how A_undiff_ are maintained and how they lose stem cell potential and commit to differentiation during adult spermatogenesis, we first isolated A_undiff_ and early differentiating spermatogonia and performed gene expression analysis using bulk RNA-seq. We isolated these fractions from WT adult male C57BL/6 mice at 2–3 months (mo) of age using our previously established fluorescence-activated cell sorting (FACS) method (Figure 1B, Supplementary Figure S1A) (2). 

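RNA from these fractions was sequenced as 2 libraries of WT A_undiff_ and 2 of WT A_diff_, each from 100000 to 150000 pooled cells, with a stranded kit for polyadenylated mRNA (TruSeq). The authors deposited TPM for 55385 genes, computed with RSEM. In this unit a gene is a share of its library, corrected for transcript length, and every library adds up to the same total. TPM does not keep the number of reads, so the depth of each library and the counting error of each value are unknown. Between 14796 and 15020 genes per library had a TPM of at least 1. The 50 highest genes held 19.8% to 26.8% of the TPM of a library, and mitochondrial genes held 4.28% to 6.06%. The values were used as log2(TPM + 1) without further scaling, which compresses the fold changes of genes near 1 TPM. The 15470 genes with a TPM of at least 1 in at least 2 of the 4 libraries were tested with limma (two-sided), with moderated variances that follow expression and are robust to extreme genes, and p-values were adjusted over these genes by the Benjamini-Hochberg method. Genes were called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of Figure 1C. An exact permutation test on a single gene cannot give a two-sided p below 0.33 with 2 libraries against 2, so the p-values rest on the variances that limma pools across genes. Same-numbered libraries deviated from their group means together (correlation across genes 0.158), so counts and gene sets are also given from a fit with the replicate number as a block. The median log2 fold change of all tested genes was 0.149, and scaling the TPM by median-of-ratios factors moved it to -0.00218.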

We utilized the cell surface protein E-Cadherin to isolate A_undiff_ and early differentiating spermatogonia (72,73), and KIT expression to distinguish differentiating spermatogonia (Figure 1A). In addition, another cell surface protein, CD9, enabled the isolation of a highly pure spermatogonial population while excluding somatic contaminants (73). Using this method, A_undiff_ were collected based on E-Cadherin expression and high levels of CD9, as well as the absence of KIT (E-Cadherin^+^CD9^high^KIT^–^); early differentiating spermatogonia were isolated based on the expression of KIT and E-Cadherin, and a medium level of CD9 (E-Cadherin^+^CD9^medium^KIT^+^). The E-Cadherin^+^CD9^medium^KIT^+^ fraction contains highly enriched early stages of differentiating spermatogonia, most likely A_1_ through A_4_ spermatogonia, rather than In and B spermatogonia that are about to enter meiosis (2,72,74) (Supplementary Figure S1A). Therefore, we hereafter abbreviate the E-Cadherin^+^CD9^medium^KIT^+^ fraction as A_diff_. 

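Across the tested genes, Pearson's correlation of log2(TPM + 1) was 0.976 between the 2 WT A_undiff_ libraries and 0.97 between the 2 WT A_diff_ libraries. Libraries of different populations correlated at 0.905 to 0.91. On TPM without the logarithm, the correlations within populations were 0.987 and 0.976, and those between populations lay between 0.951 and 0.963. These correlations are across genes, which are not independent replicates.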

We confirmed the high purity of these cell populations (Supplementary Figure S1B, C) and high reproducibility of RNA-seq data between biological replicates (Supplementary Figure S1D).

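Between WT A_undiff_ and A_diff_, 1724 genes were higher and 1430 genes were lower in A_diff_ (limma, Benjamini-Hochberg adjusted p under 0.05, absolute log2 fold change above 1). Of these, 1470 and 1213 are protein-coding. An adjusted p under 0.05, whatever the fold change, was reached by 5892 genes, and an unadjusted p under 0.05 by 7593. With the replicate number as a block, 1766 genes were higher and 1469 lower, of which 1703 and 1417 were also called without it. Downregulated genes made up 45.3% of the calls on the TPM as deposited and 60% after median-of-ratios scaling, where 1166 genes were higher and 1750 lower. The number of downregulated genes moved most under a filter for a mean TPM of at least 5, to 869. Of the 2627 genes that could be read from the lists in Supplementary Data 1, 2274 were tested, and 2262 of them (99.5%) changed in the listed direction, 1955 as called genes. The log2 fold changes of these genes correlated with the listed ones at 0.927 (Pearson, across genes). Among called genes, the 3 largest increases were in short noncoding genes or pseudogenes listed at 0 TPM in both A_undiff_ libraries. *Mir719* (ENSMUSG00000076270, chromosome 14 from 60228806 to 60228915), which shares 95.5% of its exonic bases with another gene on the same strand, had 132 ± 85.9 TPM in A_diff_ (SD, n = 2; limma adjusted p = 0.000866). *Gm6565* (ENSMUSG00000079224, chromosome 6 from 100604683 to 100605120) had 76.8 ± 19.2 TPM (limma adjusted p = 0.000205), and *Gm24157* (ENSMUSG00000093006, chromosome 11 from 52099043 to 52099153), of which 97.3% lies over exons on the other strand, had 111 ± 128 TPM, with a limma adjusted p of 0.0489 that rose to 0.0552 with the block. The 3 largest decreases were in *Gm6361* (ENSMUSG00000068964, chromosome 15 from 31446383 to 31446817), with 66.5 ± 4.18 TPM in A_undiff_ and 0.51 ± 0.721 TPM in A_diff_, *n-R5s151* (ENSMUSG00000065893, chromosome 7 from 16471813 to 16471931), with 43.0 ± 3.85 TPM in A_undiff_ and listed at 0 in A_diff_, and *Igfbp6* (ENSMUSG00000023046, chromosome 15 from 102144362 to 102149511), with 101 ± 19.5 TPM in A_undiff_ and 2.92 ± 1.63 TPM in A_diff_ (SD, n = 2 each). The limma adjusted p of these 3 genes was 0.000642, 0.000205 and 0.000729. TPM divides by length, so in genes as short as *Mir719*, *Gm24157* and *n-R5s151* few reads can give a high TPM, and their number is unknown.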

Comparing gene expression between A_undiff_ and A_diff_ revealed a dynamic change in the transcriptome during spermatogonial differentiation, marked by the upregulation of 1458 genes and downregulation of 2070 genes (Figure 1C, Supplementary Data 1). GO term analysis revealed that genes involved in cell morphogenesis, cell cycle, cell fate commitment and meiosis were upregulated upon differentiation. In contrast, genes functioning in cytokine production, cell adhesion and especially stem cell population maintenance were downregulated (Supplementary Figure S1E). Consistent with this analysis, A_undiff_ markers (*Id4*, *Gfra1*, *Zbtb16* (*PLZF*), *Neurog3* (*Ngn3*) and *Tspan8*) and pluripotency markers (*Oct4*, *Nanos3* and *Lin28a*) were downregulated upon differentiation, while *Kit* was upregulated in A_diff_*(*Figure 1C). In addition, *Stra8* and retinoic-acid-binding-protein 1 *Crabp1* were significantly upregulated in A_diff_(Figure 1C), consistent with the roles of RA signaling in spermatogonial differentiation. 

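Coordinates are those of GRCm38. *Kit* is ENSMUSG00000005672, chromosome 5 from 75574916 to 75656722 and had 6.67 ± 0.410 TPM in A_undiff_ and 246 ± 1.54 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of 5.01 (standard error 0.14, limma adjusted p = 0.000205). Leaving out each library in turn kept its log2 fold change between 4.95 and 5.06. *Id4* (ENSMUSG00000021379, chromosome 13 from 48261228 to 48266026) had 11.1 ± 1.56 TPM in A_undiff_ and 0.915 ± 0.219 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of -2.65 (standard error 0.25, limma adjusted p = 0.00145). *Gfra1* (ENSMUSG00000025089, chromosome 19 from 58235604 to 58455909) fell from 69.3 ± 1.70 to 3.81 ± 0.361 TPM, with a log2 fold change of -3.87 (limma adjusted p = 0.000221). The TPM of *Zbtb16* (ENSMUSG00000066687, chromosome 9 from 48654297 to 48836222) was 149 ± 25.5 TPM in A_undiff_ and 35.8 ± 4.70 TPM in A_diff_ (log2 fold change -2.02, limma adjusted p = 0.00123). *Neurog3* (ENSMUSG00000044312, chromosome 10 from 62133090 to 62134763), 16.3% of whose exonic bases overlap another gene on either strand, had 26.0 ± 3.01 TPM in A_undiff_ and 4.21 ± 0.127 TPM in A_diff_ (log2 fold change -2.37, limma adjusted p = 0.00118). *Tspan8* (ENSMUSG00000034127, chromosome 10 from 115816832 to 115849893) had 19.0 ± 4.13 TPM in A_undiff_ and 0.44 ± 0.509 TPM in A_diff_, a log2 fold change of -3.83 on log2(TPM + 1) and of -5.55 with a pseudocount of 0.1 in place of 1, since its TPM in A_diff_ lies under 1 (limma adjusted p = 0.00123 with the pseudocount of 1). *Oct4* is listed as *Pou5f1* (ENSMUSG00000024406, chromosome 17 from 35506018 to 35510772), with 14.1% of its exonic bases over a gene on the other strand, and had 59.7 ± 3.79 TPM in A_undiff_ and 11.9 ± 4.28 TPM in A_diff_ (log2 fold change -2.27, limma adjusted p = 0.002). *Nanos3* (ENSMUSG00000056155, chromosome 8 from 84173731 to 84185217) had 154 ± 7.85 TPM in A_undiff_ and 8.31 ± 1.24 TPM in A_diff_ (log2 fold change -4.06, limma adjusted p = 0.000205). *Lin28a* (ENSMUSG00000050966, chromosome 4 from 134003330 to 134018841) had 330 ± 15.1 TPM in A_undiff_ and 136 ± 0.304 TPM in A_diff_ (log2 fold change -1.28, limma adjusted p = 0.00129). The standard errors of these 9 genes lay between 0.11 and 0.33, and every gene was called with the block and with median-of-ratios scaling as well.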

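*Stra8* (ENSMUSG00000029848, chromosome 6 from 34920163 to 34939344) had 59.7 ± 9.21 TPM in A_undiff_ and 628 ± 66.0 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of 3.38 (standard error 0.15, limma adjusted p = 0.000221). *Crabp1* (ENSMUSG00000032291, chromosome 9 from 54764748 to 54773110) had 149 ± 11.6 TPM in A_undiff_ and 737 ± 82.4 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of 2.30 (standard error 0.13, limma adjusted p = 0.000561). For both genes the A_diff_ libraries lay above the A_undiff_ libraries by more than the spread between replicates.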

Further, cell cycle factors (*Ccnd1*, *Ccna2*, *Ccne1* and *Ccne2*) were markedly upregulated in A_diff_, in line with the rapid proliferative state of this population, and other recently-identified markers for spermatogonial differentiation (such as *Esx1* and *Tcea3*) (75) were also upregulated in A_diff_(Figure 1C, Supplementary Figure S1F). 

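Among the cyclins, *Ccne2* (ENSMUSG00000028212, chromosome 4 from 11191351 to 11204779) changed most, from 13.8 ± 3.54 TPM in A_undiff_ to 70.8 ± 15.9 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of 2.28 (standard error 0.24, limma adjusted p = 0.00179). *Ccnd1* (ENSMUSG00000070348, chromosome 7 from 144929931 to 144939925) had 30.0 ± 3.20 TPM in A_undiff_ and 116 ± 2.50 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of 1.92 (standard error 0.14, limma adjusted p = 0.00093). *Ccna2* (ENSMUSG00000027715, chromosome 3 from 36564865 to 36572150) had 78.5 ± 8.24 TPM in A_undiff_ and 186 ± 12.5 TPM in A_diff_, a log2 fold change of 1.24 (standard error 0.14, limma adjusted p = 0.00207). *Ccne1* (ENSMUSG00000002068, chromosome 7 from 38097984 to 38107534) had 14.6 ± 1.59 TPM in A_undiff_ and 35.9 ± 7.69 TPM in A_diff_, a log2 fold change of 1.23 (standard error 0.20, limma adjusted p = 0.00627). *Ccnd1*, *Ccne2* and *Ccna2* share 23.4%, 17.4% and 12.5% of their exonic bases with a gene on the opposite strand. *Esx1* (ENSMUSG00000023443, chromosome X from 137115397 to 137122083) had 11.5 ± 2.20 TPM in A_undiff_ and 79.3 ± 1.21 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of 2.70 (standard error 0.18, limma adjusted p = 0.000724). *Tcea3* (ENSMUSG00000001604, chromosome 4 from 136247729 to 136274898) had 2.42 ± 1.10 TPM in A_undiff_ and 26.0 ± 3.67 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of 3.01 (standard error 0.28, limma adjusted p = 0.0014). All 6 genes were called with the replicate block and with median-of-ratios scaling, under which the smallest of the 6 log2 fold changes was 1.06 (*Ccna2*).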

Taken together, these analyses confirm that distinct gene expression programs are active in A_undiff_ compared to A_diff_ populations in adult testes.

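As sets, 17 marker genes of undifferentiated spermatogonia had a median log2 fold change of -2.65 between A_undiff_ and A_diff_, and 15 of them were called lower (limma camera, inter-gene correlation 0.01, p = 3.6e-15, and p = 6.8e-14 with the replicate block). The 15 differentiation markers of Figure 4E had a median log2 fold change of 1.94, and 13 of them were called higher (limma camera with inter-gene correlation 0.01, p = 9.7e-10, and p = 3e-09 with the block, above all 10000 matched sets in a gene permutation). Under median-of-ratios scaling the 2 medians were -2.77 and 1.77. The paper shows the 15 differentiation markers as representative in these same libraries, so their p-values may not be those of an independently chosen list. From the genes that rise and the genes that fall between the populations, the paper concludes that A_undiff_ and A_diff_ of the adult testis run distinct gene expression programs.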

### Polycomb-mediated chromatin remodeling underlies spermatogonial differentiation

To determine the chromatin states underlying the gene expression changes during spermatogonial differentiation, we performed CUT&Tag (Cleavage Under Targets and Tagmentation) (53,54) or CUT&RUN (cleavage under targets and release using nuclease) (52,76) analyses of A_undiff_ and A_diff_ in adult testes. Using cell-number normalized spike-in controls, we quantitatively determined the genomic distributions of (i) PRC1-mediated H2AK119ub (by CUT&Tag), (ii) PRC2-mediated H3K27me3 (by CUT&Tag); and (iii) an active mark H3K4me3 (by CUT&RUN) in both isolated A_undiff_ and A_diff_ fractions (Figure 1D, Supplementary Figure S2). This spike-in approach enabled quantitative evaluation of changes in histone marks during spermatogonial differentiation and overcame the major limitation of previous epigenomic profiling studies that were not quantitative (37,38,45–47). We confirmed the high reproducibility between biological replicates (Supplementary Figure S2A), and these biological replicates were pooled for downstream analyses.

We found that H2AK119ub peaks are abundant throughout the genome in both A_undiff_ and A_diff_ (63182 peaks in A_undiff_ and 47409 peaks in A_diff_: Figure 1D, Supplementary Figure S2B), and are partially associated with H3K27me3, H3K4me3, or both (Supplementary Figure S2C-F). A notable change upon differentiation is a marked reduction of H3K27me3 enrichment and the number of genome-wide H3K27me3 peaks (Figure 1D). Among all H3K27me3 peaks detected across both A_undiff_ and A_diff_ (25077 peaks), more than 50% (13597 peaks) were identified as differential peaks (FDR < 0.05), and most of these H3K27me3 peaks were lost upon differentiation (Figure 1E). Thus, our quantitative analysis uncovers a marked reduction of H3K27me3 as a characteristic of spermatogonial differentiation not noted in previous profiling studies (45,46).

Because PRCs bind gene promoters to regulate transcription (77–80), we next focused on the analysis of gene promoters. Among all Refseq gene promoters, 3295 promoters showed differential enrichment of H3K27me3 from A_undiff_ to A_diff_, and 2911 of them showed a significant loss of H3K27me3 (Figure 2A). To examine the relationship between chromatin state and gene regulation, we analyzed the enrichment of these marks at promoter regions of the differentially expressed genes (DEGs) during spermatogonial differentiation (identified in Figure 1C). Upregulated genes in A_diff_ were associated with a significant loss of H3K27me3 and a modest gain of H3K4me3 while maintaining stable H2AK119ub levels (Figure 2B, C). In contrast, downregulated genes in A_diff_ were associated with a modest gain of H2AK119ub on promoters without changes in H3K27me3 and H3K4me3 (Figure 2B, C). These features were evident at each representative locus: at the *Kit* gene locus, which is significantly induced in A_diff_, H3K27me3 was lost while H2AK119ub was maintained at its promoter during spermatogonial differentiation (Figure 2D). In contrast, at the *Lin28a* gene locus, a stem cell marker which is repressed in A_diff_, we saw increased H2AK119ub enrichment without apparent changes in H3K27me3 and H3K4me3 during spermatogonial differentiation (Figure 2E). The gain of H2AK119ub is in line with the recently reported function of a canonical PRC1 (cPRC1) component CBX2 in spermatogonia (81).

**Figure 2.**
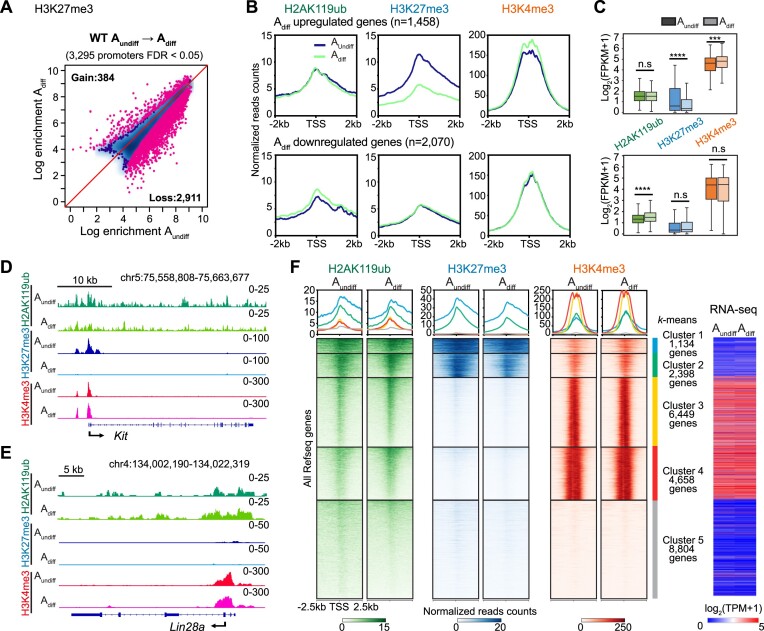
Spermatogonial differentiation is accompanied by a global loss of H3K27me3. (**A**) Scatter plot showing the comparison of H3K27me3 enrichment at promoters (TSS ± 2 kb) between A_undiff_ and A_diff_ in adult WT mice. Red dots represent genes with differential H3K27me3 enrichment at promoters (FDR < 0.05). (**B**) Average tag density plots showing H2AK119ub, H3K27me3 and H3K4me3 enrichment at promoter regions (TSS ± 2 kb) of DEGs during spermatogonial differentiation in adult WT mice (defined in Figure 1C). (**C**) Box-and-whisker plots showing H2AK119ub, H3K27me3 and H3K4me3 enrichment around TSSs in the corresponding gene groups shown in (B). Central bars represent medians, the boxes encompass 50% of data points, and the whiskers include 90% of data points. n.s., not significant, *** *P* < 0.001, **** *P* < 5.1 × 10^−19^; two-tailed unpaired *t*-tests. (**D** and **E**) Track views of the *Kit* and *Lin28a* gene loci showing differential H2AK119ub, H3K27me3 and H3K4me3 occupancy in WT A_undiff_ and A_diff_. Data ranges in the upper right represent spike-in normalized reads counts from combined replicates. (**F**) Heatmaps and average tag density plots of *k*-means clusters showing H2AK119ub, H3K27me3 and H3K4me3 enrichment at promoter regions (TSS ± 2.5 kb) in WT A_undiff_ and A_diff_. The color keys represent signal intensity, and the numbers represent spike-in normalized reads counts. Right: Heat map showing RNA-seq expression (log_2_-transformed TPM) of corresponding *k*-means clusters.

To capture genome-wide changes of these marks at promoters, we performed a *k*-means clustering analysis. In agreement with its genome-wide abundance, H2AK119ub was present on a broad range of promoters in clusters 1–4 (Figure 2F). H2AK119ub and H3K27me3 were similarly abundant in Cluster 1 and 2, which was also marked by weak H3K4me3 (Figure 2F). Cluster 1–2 genes are common targets of various Polycomb proteins (SUZ12, RNF2, MTF2, JARID2 and EZH2) in embryonic stem cells (ESCs; Supplementary Figure S3A) and are associated with transcription and developmental processes (Supplementary Figure S3B). Cluster 2 genes showed a marked reduction in H3K27me3 levels upon spermatogonial differentiation (Figure 2F). The presence of both H3K27me3 and H3K4me3 are characteristic of bivalent promoters, a chromatin context thought to maintain the potential for expression of developmental regulator genes in the germline (37,47,82,83). Thus, spermatogonial differentiation is accompanied by a reduction of H3K27me3 in a subset of bivalent promoters.

Notably, H2AK119ub was also enriched at promoters of active genes marked by high H3K4me3 level (Cluster 3 and 4) (Figure 2F), suggesting that H2AK119ub has a broader role than H3K27me3 in transcriptional regulation. These Cluster 3 and 4 genes are targets of various transcription factors, such as FOXO3, MYC, E2F1 and YY1 (Supplementary Figure S3A), and function in a broad range of biological processes, including RNA processing, DNA metabolic process, DNA repair, and cell cycle (Supplementary Figure S3B), which are constitutively active during spermatogonial differentiation (Figure 2F).

Together, these results demonstrate that H3K27me3 reduction is a prominent change that occurs during spermatogonial differentiation, raising the possibility that H3K27me3 shields the undifferentiated state of adult A_undiff_ to antagonize commitment to differentiation.

### PRC1 safeguards A_undiff_ from over-proliferation and differentiation

PRC1 and PRC2 are both required for the maintenance of undifferentiated spermatogonia (30,31). However, how PRCs function in steady-state spermatogenesis to sustain male fertility in the long term remains unknown. To elucidate this, we evaluated how the loss of PRC1 function affects steady-state spermatogenesis using a previously established conditional knockout mouse model (30,84). In brief, PRC1 function was eliminated after embryonic day 15 (E15) using *Ddx4*-Cre (50) to inactivate the E3 ubiquitin ligase RNF2 in a background lacking its partially redundant paralog, RING1 (RING1A) (30,48,84–86). These PRC1 conditional knockout (PRC1cKO) mice show nearly complete depletion of H2AK119ub in germ cells (30,84), representing a highly efficient loss-of-function PRC1 model.

Although PRC1 inactivation leads to gradual loss of the stem cell population and depletion of differentiated germ cells in postnatal spermatogenesis (30), A_undiff_ (detected based on the expression of PLZF, a marker for undifferentiated spermatogonia) were still present at 2 mo in PRC1cKO males (Figure 3A). By focusing on the analysis of PRC1cKO A_undiff_ at 2 mo, we sought to determine the role of PRC1 in steady-state spermatogenesis during which A_undiff_ slowly divide to maintain the stem cell pool. A previous study estimated that the doubling time of A_undiff_ is 3.9 days (93.6 h), which becomes shorter once A_undiff_ commit to spermatogonial differentiation (28.5–34 h) (87). Therefore, we first evaluated the proportion of A_undiff_ with an active cell cycle at 2 mo by immunostaining with Ki67, a proliferation marker present in G1, S, G2 and M, but absent in G0 (88). We compared PRC1cKO males to littermate control mice (PRC1ctrl) which show normal spermatogenesis despite being *Ring1*^−/−^ (30). Consistent with the slow cycling of A_undiff_, only 17.4% of A_undiff_ in PRC1ctrl mice were Ki67^+^ (Figure 3A, B). However, 70.4% of A_undiff_ in the PRC1cKO testes were Ki67^+^, a ∼3-fold increase compared to PRC1ctrl males (Figure 3A, B), suggesting that PRC1cKO A_undiff_ are highly proliferative at 2 mo. However, the proportion of Ki67^+^ A_undiff_ was comparable between PRC1cKO and PRC1ctrl in juvenile testes at postnatal day 7 (P7) (30). Thus, the increased proliferation of A_undiff_ is a unique feature of steady-state spermatogenesis in PRC1cKO.

**Figure 3.**
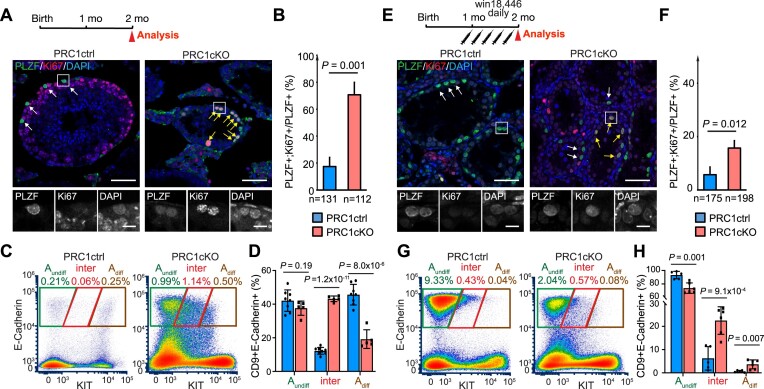
PRC1 deficiency causes over-proliferation of A_undiff_. (**A** and **E**) Schematics of the experimental workflow and immunostaining of testicular sections in PRC1cKO and a control littermate at 2 mo (A) or after win18,446 treatment (E). Ki67 (red) is a proliferation marker, and PLZF (green) is an undifferentiated spermatogonia marker. White arrows indicate the quiescent A_undiff_, and yellow arrows indicate A_undiff_ in the active cell cycle. Scale bars, 50 μm (10 μm in the boxed areas). (**B** and **F**) Quantitative analysis of immunostaining (A) and (E). Percentages representing numbers of PLZF^+^; Ki67^+^ cells per number of PLZF^+^ cells. *n* indicates the number of cells used for analysis. Data are represented as mean ± SD. Two-tailed unpaired Student's *t*-tests. Three independent biological replicates were analyzed for each genotype. (**C** and **G**) Flow Cytometry profiles of all CD9^+^ cells from adult mouse testes in PRC1ctrl and PRC1cKO mice at 2 mo (C) or after win18,446 treatment (G). Percentages of each fraction relative to total cells are indicated. At least three independent biological replicates were analyzed for each genotype and representative profiles are shown. (**D** and **H**) Quantitative analysis of Flow Cytometry data (C) and (G). Percentages of each spermatogonial subpopulation per total CD9^+^E-Cadherin^+^ spermatogonia populations. Data are represented as mean ± SD. Two-tailed unpaired Student's *t*-tests. Individual data points are also plotted.

To examine the cellular states of spermatogonia populations, we performed flow cytometry analyses of PRC1ctrl and PRC1cKO testicular cells at 2 mo. Like WT (Supplementary Figure S1), the CD9^+^E-Cadherin^+^ spermatogonia in PRC1ctrls consisted of two distinct populations (A_undiff_ and A_diff_; Figure 3C). By contrast, PRC1cKO spermatogonia did not show a clear separation between these two populations. Instead, intermediate state spermatogonia, that are transitioning to A_diff_, were abundant (CD9^+^E-Cadherin^+^KIT^medium^ cells, abbreviated as ‘inter’, Figure 3C). 43.2% of total CD9^+^E-Cadherin^+^ spermatogonia in PRC1cKO males were transitioning, significantly higher than the 12.2% present in PRC1ctrls (Figure 3D). These results raise the possibility that PRC1 has cell-intrinsic roles in safeguarding A_undiff_ from over-proliferation and suppressing precocious commitment to differentiation.

Nevertheless, an alternative possibility is that the effects are cell-extrinsic: the above phenotypes could be indirectly caused by depletion of differentiated germ cells in PRC1cKO (Figure 3A) (30). As a result, A_undiff_ would become overcommitted to differentiation/proliferation in order to repopulate the depleted tubules. To distinguish between a cell-intrinsic and a cell-extrinsic effect resulting from PRC1 deletion, we blocked spermatogonial differentiation using Win18,446, an inhibitor of the enzyme aldehyde dehydrogenase family 1, subfamily A2 (ALDH1a2). This enzyme catalyzes endogenous RA biosynthesis from retinol (vitamin A) thus promoting RA-signaling which is essential for spermatogonial differentiation and meiosis initiation (89–92).

We reasoned that treatment with Win18,446 would block differentiation and enable evaluation of A_undiff_ without the influence of extrinsic differentiation signals. Pubertal PRC1ctrl and PRC1cKO males (1-month-old mice) were treated with Win18,446 injection daily until they fully matured at 2 months. After the treatment, both PRC1ctrl and PRC1cKO testes contained ‘empty’ tubules devoid of differentiated germ cells, and only PLZF^+^ A_undiff_ were present, confirming the successful blockage of spermatogenesis after treatment with Win18,446 (Figure 3E). Due to RA-signaling inhibition, the proliferation rates of A_undiff_ were largely decreased in both PRC1ctrl and PRC1cKO, but PRC1cKO A_undiff_ were more susceptible to the RA-signaling inhibition (3.1-fold change from 17.4% to 5.7% in PRC1ctrl; versus 4.5-fold from 70.7% to 15.7% in PRC1cKO; Figure 3B, F). Overall, these results suggest that the RA-mediated differentiation cue extrinsically promotes the proliferation of A_undiff,_ and the effect of RA is more pronounced in the absence of differentiated germ cells in PRC1cKO mice. However, the proliferative activity of A_undiff_ in the PRC1cKO was still significantly higher than in PRC1ctrl testes (15.7% versus 5.7% of all A_undiff_; Figure 3F), suggesting that PRC1 cell-intrinsically suppresses the proliferation of A_undiff_. In addition, enrichment of intermediate state spermatogonia was still observed after treatment with Win18,446 (Figure 3G, H). Altogether, we conclude that PRC1 cell-intrinsically safeguards A_undiff_ from over-proliferation/differentiation.

### PRC1 suppresses the spermatogonial differentiation program in A_undiff_

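In PRC1cKO mice, *Rnf2* is deleted in germ cells by *Ddx4*-Cre in a *Ring1*-/- background, and the PRC1ctrl littermates are *Ring1*-/- with a functional *Rnf2* allele. *Rnf2* (ENSMUSG00000026484, chromosome 1 from 151458004 to 151500955) had 28.3 and 47.6 TPM in replicates 1 and 2 of the libraries labelled PRC1ctrl at 2 mo, and 56.7 and 67.5 TPM in replicates 1 and 2 of those labelled PRC1cKO. In the libraries made after treatment with Win18446, the inhibitor used against differentiation, it had 78.1 and 67.2 TPM under the label PRC1ctrl and 86.2 and 93.1 TPM under the label PRC1cKO. WT A_undiff_ had 59.8 and 52.8 TPM, and WT A_diff_ had 77.5 and 53.8 TPM. *Rnf2* was therefore not lower under the label PRC1cKO. Its log2 fold change between the labels was 0.74 at 2 mo (standard error 0.37, limma adjusted p = 0.457) and 0.30 after Win18446 (standard error 0.12, limma adjusted p = 0.107). A TPM per gene does not separate transcripts with the floxed exons from transcripts without them. It therefore does not test the deletion, for which the paper cites an almost total loss of H2AK119ub in germ cells. *Ring1* (ENSMUSG00000024325, chromosome 17 from 34020792 to 34024680) had 8.61 and 10.4 TPM in WT A_undiff_, 14.7 and 19.9 TPM in WT A_diff_, and between 0.03 and 0.25 TPM in the 8 libraries labelled PRC1ctrl or PRC1cKO. Every difference between genotypes is therefore given as a difference between libraries labelled PRC1cKO and libraries labelled PRC1ctrl.

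**Figure D1:**
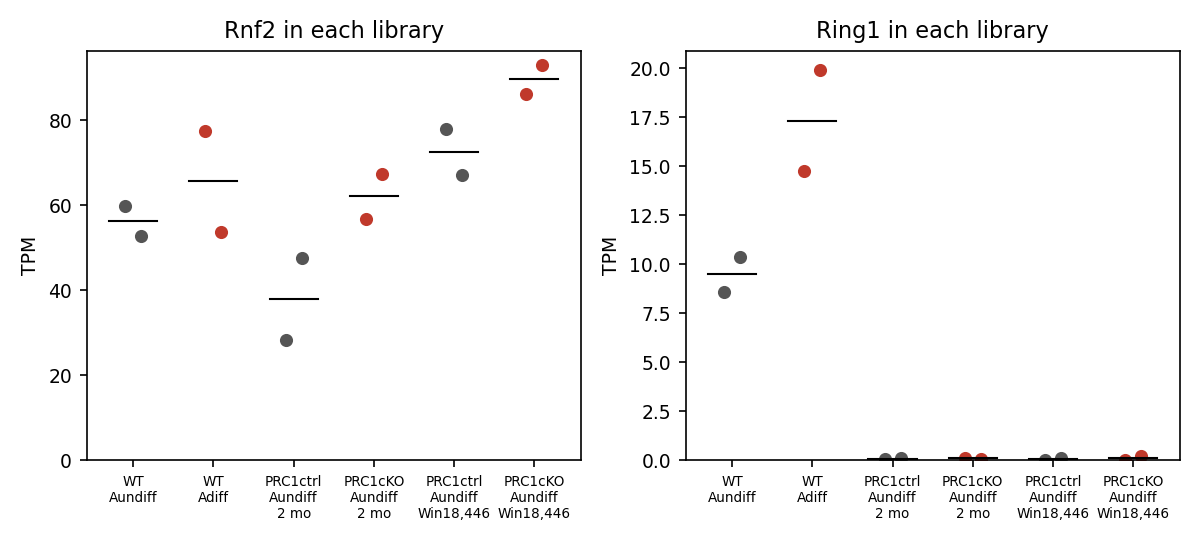
TPM of *Rnf2* and *Ring1* in each library of the 6 groups, with each point a library and each line a group mean. *Rnf2* is not lower in the libraries labelled PRC1cKO than in those labelled PRC1ctrl, and *Ring1* lies at or under 0.25 TPM in all libraries carrying either label.

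At 2 mo there were 2 libraries per label, each made from 7000 cells by Smart-Seq2, a low-input method that the WT libraries did not use. The authors deposited their values as TPM from RSEM, as for the WT libraries. Between 12422 and 13986 genes per library had a TPM of at least 1, the 50 highest genes held 30.4% to 39.2% of the TPM, and mitochondrial genes held 12.5% to 16.7%. The filter, limma fit and thresholds described for the WT libraries left 13953 genes. The median standard error of a log2 fold change was 0.424, against 0.22 in the WT comparison. Log2 values correlated at 0.941 between the libraries labelled PRC1ctrl, at 0.954 between those labelled PRC1cKO and at 0.857 to 0.907 between labels (Pearson, across genes). Same-numbered libraries deviated together more than in WT (correlation across genes 0.381). The median log2 fold change of all tested genes was 0.225, and median-of-ratios scaling moved it to -0.0338.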

To determine the function of PRC1 in A_undiff_, using the FACS method described above, we isolated A_undiff_ from 2-month-old PRC1ctrl and PRC1cKO testes (identical E-Cadherin^+^CD9^high^KIT^–^ population) and performed bulk RNA-seq (Supplementary Figure S4A). We found that, in PRC1cKO, 230 genes were significantly upregulated, and 303 genes were significantly downregulated compared to PRC1ctrls (Figure 4A and Supplementary Data 2). 

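In the libraries labelled PRC1cKO, 31 genes were higher and 270 genes were lower than in those labelled PRC1ctrl (limma, Benjamini-Hochberg adjusted p under 0.05, absolute log2 fold change above 1), of which 14 and 184 are protein-coding. An unadjusted p under 0.05 was reached by 1985 genes. Among the alternatives without GC correction, the replicate block moved these numbers most, to 1074 genes higher and 1098 lower, which include 30 of the 31 and all 270. Without a filter on low values, 32181 genes were tested and none passed the thresholds, while 2683 had an unadjusted p under 0.05. Under median-of-ratios scaling 84 genes were higher and 833 lower. Of the 533 genes listed in Supplementary Data 2 for this comparison, 448 were tested. In the listed direction, 447 of them changed (99.8%), and 45 were called. By log2 fold change, the 3 largest decreases among called genes were in *Prm1* (ENSMUSG00000022501, chromosome 16 from 10796326 to 10805839), *Tnp2* (ENSMUSG00000043050, chromosome 16 from 10787936 to 10788660) and *Ms4a5* (ENSMUSG00000054523, chromosome 19 from 11273238 to 11283873). As a set, 15 spermatid genes were also lower under the label PRC1cKO (median log2 value 0.275 and 0.367, against 2.95 and 5.01 under the label PRC1ctrl). RNA carried along from spermatids may therefore account for part of the decreases. *Prm1* had 482 ± 285 TPM in the libraries labelled PRC1ctrl and 0.6 ± 0.551 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of -8.14 (standard error 0.55, limma adjusted p = 0.0172). *Tnp2* had 402 ± 292 TPM in the former and 0.53 ± 0.0990 TPM in the latter, a log2 fold change of -7.82 (standard error 0.59, limma adjusted p = 0.0172), and *Ms4a5* had 364 ± 79.0 TPM in the former and 0.605 ± 0.148 TPM in the latter, a log2 fold change of -7.82 (standard error 0.36, limma adjusted p = 0.00967). The 3 largest increases were in genes listed at 0 in both libraries labelled PRC1ctrl. Since TPM divides by length, few reads, of unknown number, can give a high TPM in genes as short as *Gm25190* and *Gm16550*. *Gm25190* (ENSMUSG00000093404, chromosome 10 from 116531646 to 116531740) had 54.1 ± 44.2 TPM under the label PRC1cKO (limma adjusted p = 0.0343), *Gm16550* (ENSMUSG00000089967, chromosome 1 from 165148824 to 165148949) had 35.1 ± 14.2 TPM (limma adjusted p = 0.0216), and *H2ac14* (ENSMUSG00000080076, chromosome 13 from 21721457 to 21721808) had 38.2 ± 33.2 TPM (limma adjusted p = 0.0421).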

Notably, upregulated genes included those known to be related to spermatogonial differentiation (*Kit, Esx1* and *Crabp1*) as well as meiotic processes (*Prdm9, M1ap* and *Meioc*), whereas genes required for A_undiff_ maintenance (*Sall4, Lin28a, Nanos3* and *Sall1*) were downregulated (Figure 4A). 

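*Kit* had 2.47 ± 1.17 TPM in the libraries labelled PRC1ctrl and 12.8 ± 2.96 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of 2.02 (standard error 0.46, limma adjusted p = 0.113). With the replicate block its limma adjusted p was 0.00045, and with median-of-ratios scaling it was 0.0328. *Esx1* had 14.5 ± 8.54 TPM in the libraries labelled PRC1ctrl and 56.2 ± 22.0 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of 1.95 (standard error 0.54, limma adjusted p = 0.168), and *Crabp1* had 49.5 ± 19.2 TPM in the former and 132 ± 30.8 TPM in the latter, a log2 fold change of 1.43 (standard error 0.38, limma adjusted p = 0.153). With the block, their limma adjusted p-values were 3.98e-05 and 0.000176. Of the meiotic genes, *Prdm9* (ENSMUSG00000051977, chromosome 17 from 15543079 to 15564354) had 0.645 ± 0.0354 TPM in the libraries labelled PRC1ctrl and 5.77 ± 1.27 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of 2.03 (standard error 0.40, limma adjusted p = 0.0802), *M1ap* (ENSMUSG00000030041, chromosome 6 from 82946902 to 83030309) had 12.8 ± 11.1 TPM in the former and 58.4 ± 51.6 TPM in the latter, a log2 fold change of 2.05 (standard error 0.90, limma adjusted p = 0.392), and *Meioc* (ENSMUSG00000051455, chromosome 11 from 102663716 to 102682237) had 6.58 ± 2.95 TPM in the former and 19.2 ± 3.27 TPM in the latter, a log2 fold change of 1.46 (standard error 0.45, limma adjusted p = 0.223). With the block, the limma adjusted p-values of *Prdm9*, *M1ap* and *Meioc* were 0.00116, 2.75e-05 and 0.00261. Median-of-ratios scaling brought the value of *Prdm9* to 0.0245. None of these 6 genes passed the adjusted threshold in the fit without the block on TPM as deposited. *Nanos3* had 318 ± 44.3 TPM in the libraries labelled PRC1ctrl and 86.5 ± 8.37 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of -1.86 (standard error 0.25, limma adjusted p = 0.0383), the only one of these 10 genes called in that fit. The block brought its limma adjusted p to 4.19e-06. *Sall4* (ENSMUSG00000027547, chromosome 2 from 168748332 to 168767943) had 611 ± 132 TPM in the former and 290 ± 33.9 TPM in the latter, a log2 fold change of -1.06 (standard error 0.25, limma adjusted p = 0.118), and was called with the block (adjusted p = 0.000385). *Lin28a* had 81.4 ± 2.45 TPM in the libraries labelled PRC1ctrl and 43.7 ± 13.4 TPM in those labelled PRC1cKO, a log2 fold change of -0.91 (standard error 0.33, limma adjusted p = 0.299), and *Sall1* (ENSMUSG00000031665, chromosome 8 from 89027235 to 89044162) had 1.21 ± 0.290 TPM in the former and 0.435 ± 0.0778 TPM in the latter, a log2 fold change of -0.61 (standard error 0.30, limma adjusted p = 0.455). With the block, *Lin28a* had a limma adjusted p of 0.0119 at an absolute log2 fold change under 1, and *Sall1* had 0.168.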

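PRC1ctrl and PRC1cKO mice received about 30 daily injections of Win18446 (40 μg/μl, 50 μl). Sequenced A_undiff_ from these mice gave 2 libraries per label, each from 100000 to 150000 cells, with the TruSeq kit of the WT libraries and not with Smart-Seq2, so that treatment and library preparation cannot be told apart among the 8 libraries of the PRC1 mice. The authors deposited TPM from RSEM for these libraries too, and the same filter left 16521 genes. Between 15098 and 16599 genes per library had a TPM of at least 1, the 50 highest genes held 23.6% to 28.7% of the TPM, and mitochondrial genes held 5.13% to 6.69%. Log2 values correlated at 0.977 within PRC1ctrl, at 0.983 within PRC1cKO and at 0.941 to 0.95 between labels (Pearson, across genes). The median standard error was 0.166. Deviations of same-numbered libraries correlated at 0.122 across genes, and the replicate block was fitted here as well. The median log2 fold change of all tested genes was -0.188, and median-of-ratios scaling moved it to 0.0283.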

We further performed an RNA-seq analysis of A_undiff_ after treatment with Win18,446, to minimize cell-extrinsic effects (Figure 4B; Supplementary Figure S4B). Under this condition, more genes were misregulated in PRC1cKO compared to PRC1ctrl (570 genes upregulated and 836 genes downregulated), and, of note, spermatogonial differentiation genes (e.g. *Kit, Dmrt1, Dmrtb1, Esx1* and *Tcea3*) were still significantly upregulated after the treatment (Figure 4B, Supplementary Data 2).

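After Win18446, 210 genes were higher and 1807 genes were lower in the libraries labelled PRC1cKO than in those labelled PRC1ctrl (limma, Benjamini-Hochberg adjusted p under 0.05, absolute log2 fold change above 1), of which 174 and 1082 are protein-coding. With the replicate block there were 223 and 1854, of which 208 and 1800 were also called without it. Scaling moved the split between directions. Downregulated genes made up 89.6% of the calls on TPM as deposited and 77% with median-of-ratios scaling, where 374 genes were higher and 1249 lower. Quantile normalization gave 513 higher and 996 lower. Of the 1406 genes listed in Supplementary Data 2 for this condition, 1378 were tested, 1358 changed in the listed direction (98.5%) and 796 were called in it. *Kit* had 7.32 ± 1.18 TPM in the libraries labelled PRC1ctrl and 21.2 ± 1.14 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of 1.42 (standard error 0.16, limma adjusted p = 0.00263), and *Esx1* had 22.5 ± 4.18 TPM in the former and 59.8 ± 2.16 TPM in the latter, a log2 fold change of 1.38 (standard error 0.15, limma adjusted p = 0.00263). *Dmrtb1* (ENSMUSG00000028610, chromosome 4 from 107676290 to 107684230) had 2.33 ± 0.488 TPM in the former and 9.7 ± 2.90 TPM in the latter, a log2 fold change of 1.66 (standard error 0.23, limma adjusted p = 0.0041). These 3 genes were called with the block too. For *Kit* and *Esx1*, the change between the labels did not differ between 2 mo and Win18446 at the threshold (limma interaction adjusted p = 0.447 and adjusted p = 0.61). *Dmrt1* (ENSMUSG00000024837, chromosome 19 from 25505618 to 25604329) had 374 ± 35.0 TPM in the libraries labelled PRC1ctrl and 432 ± 12.3 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of 0.21 (standard error 0.11, limma adjusted p = 0.199), and did not pass the threshold. Under median-of-ratios scaling its log2 fold change was 0.45 (limma adjusted p = 0.0215). *Tcea3* had 1.59 ± 0.905 TPM in the former and 3.98 ± 0.573 TPM in the latter, a log2 fold change of 0.99 (standard error 0.27, limma adjusted p = 0.0339), just under the fold-change threshold, which it passed under median-of-ratios scaling (1.16, limma adjusted p = 0.0242). The largest changes among called genes were in 3 microRNA genes listed at 0 under the label PRC1ctrl and 3 genes near or at 0 under the label PRC1cKO. The microRNA genes among them are little longer than a read. TPM divides by length, so few reads, of unknown number, can give such values. *Gm47308* (ENSMUSG00000104953, chromosome 9 from 64726624 to 64726730), which lies wholly over exons of another gene on the same strand, had 111 ± 44.9 TPM under the label PRC1cKO, *Mir719* had 42.7 ± 5.66 TPM, and *Gm27903* (ENSMUSG00000093223, chromosome 15 from 79594668 to 79594793) had 16 ± 10.9 TPM (limma adjusted p = 0.000478, 0.000111 and 0.0066). *Gm23681* (ENSMUSG00000096061, chromosome 11 from 20937576 to 20937701), *Mir703* (ENSMUSG00000105814, chromosome 5 from 98475556 to 98475664) and *Prm2* (ENSMUSG00000038015, chromosome 16 from 10791380 to 10796134) had 72.8 ± 11.8, 38.5 ± 5.57 and 32.6 ± 3.87 TPM under the label PRC1ctrl (limma adjusted p = 0.000111 for each). The difference between the labels was itself compared between the 2 mo and Win18446 libraries with an interaction term in limma over the 8 libraries. Of 18354 genes, 1433 had an adjusted p under 0.05 for the interaction and 4541 an unadjusted p under 0.05. With the block the former number was 1596. Across the 12334 genes tested in both conditions, the log2 fold changes correlated at 0.269 (Spearman, across genes). In both conditions, 3 genes were called higher and 58 lower.

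**Figure D2:**
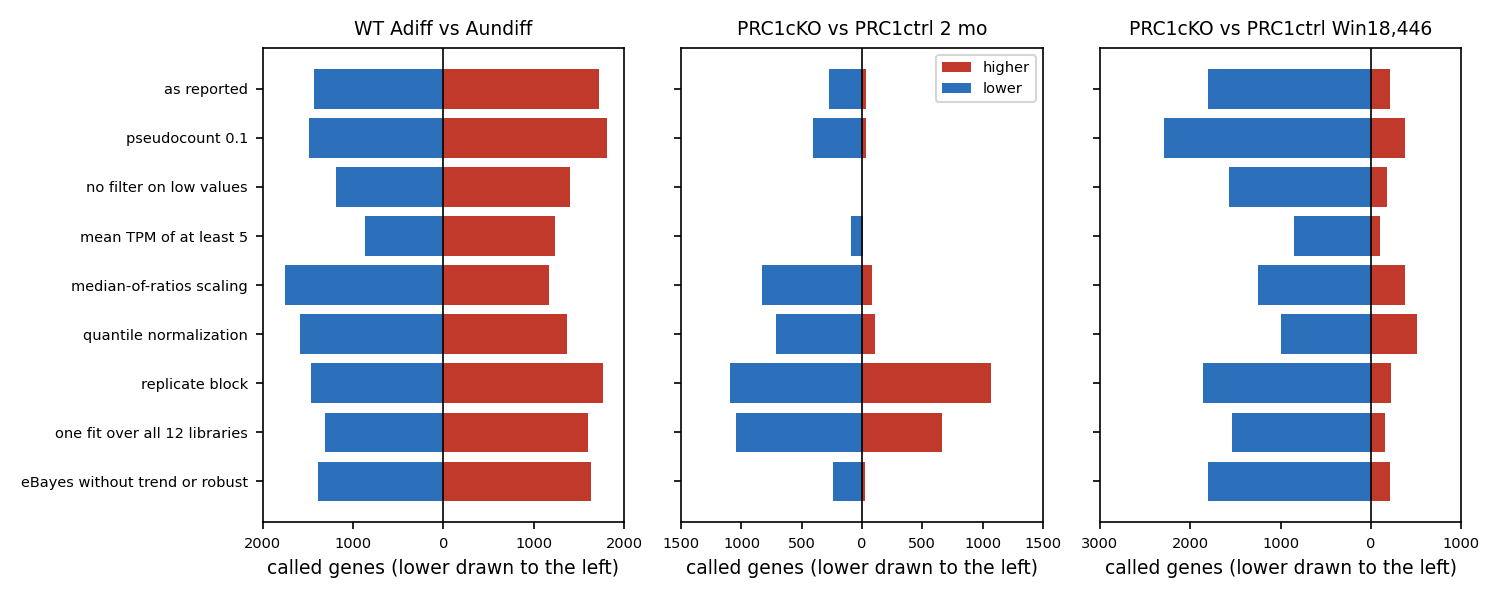
Number of genes called higher (bars to the right) and lower (bars to the left) in each of the 3 comparisons, for the analysis as reported and for each alternative without GC or length correction. At 2 mo the numbers drawn range from 0 to 1074 higher and from 0 to 1098 lower.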

**Figure 4.**
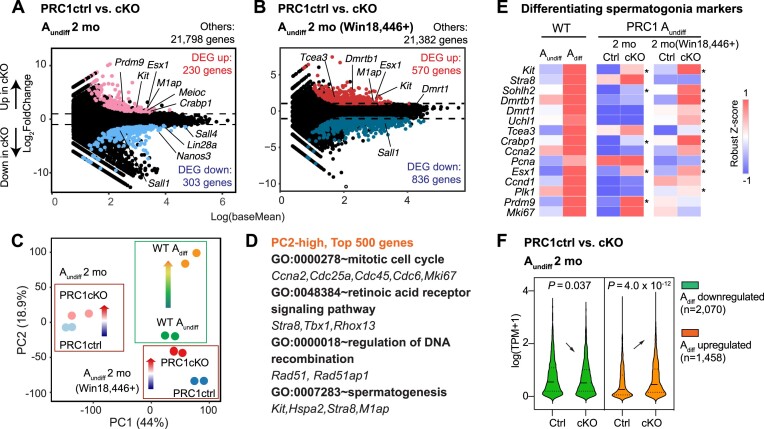
PRC1 deficiency in A_undiff_ leads to precocious activation of the spermatogonial differentiation program. (**A** and **B**) Comparison of PRC1ctrl and PRC1cKO A_undiff_ transcriptomes at 2 mo (A) or after Win18,446 treatment (B). Two independent biological replicates were examined for RNA-seq. All genes with false discovery rate (FDR) values are plotted. Differentially expressed genes (DEGs: Log_2_FoldChange > 1, FDR < 0.05, TPM > 1) are colored (red: upregulated in PRC1cKO A_undiff_; blue: downregulated in PRC1cKO A_undiff_), and numbers are shown. (**C**) PCA plot showing transcriptome relationships between A_undiff_ and A_diff_ in WT, and A_undiff_ between PRC1ctrl and PRC1cKO at 2 mo with or without Win18,446. Arrows indicate increased PC2 loading. (**D**) GO enrichments and representative genes contributing to high PC2 loading (top 500 genes) in PCA (C) are listed. (**E**) Heatmap showing gene expression of representative differentiating spermatogonia markers in PRC1ctrl and PRC1cKO A_undiff_ at 2 mo with or without Win18,446 treatment, as well as in A_undiff_ and A_diff_ of WT. *, FDR < 0.05. (**F**) Violin plots showing the expression levels of WT spermatogonia DEG groups detected in Figure 1C in PRC1ctrl and PRC1cKO A_undiff_ at 2 mo. Two-tailed unpaired *t*-tests.

It is worth noting that the *Cdkn2a* gene, which encodes two major cell cycle inhibitors (p16 (INK4A) and p14 (ARF)) and is a major Polycomb target for suppression through which Polycomb promotes proliferation in many other tissue stem cells and somatic cells, was not upregulated in the PRC1cKO A_undiff_ (Supplementary Figure S4C), consistent with previous studies using Polycomb mutants in spermatogenesis (30,31). Therefore, *Cdkn2a* is not involved in the PRC1-mediated regulation of cell cycle in spermatogonia. 

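*Cdkn2a* (ENSMUSG00000044303, chromosome 4 from 89274471 to 89294653) had 2.21 ± 0.771 TPM in the libraries labelled PRC1ctrl and 5.93 ± 4.19 TPM in those labelled PRC1cKO (SD, n = 2 each) at 2 mo, a log2 fold change of 0.98 (standard error 0.58, limma adjusted p = 0.523). After Win18446 it had 138 ± 37.8 TPM in the former and 149 ± 12.1 TPM in the latter, a log2 fold change of 0.14 (standard error 0.19, limma adjusted p = 0.634). With the replicate block, the limma adjusted p-values were 0.0871 and 0.428. Its neighbour *Cdkn2b* (ENSMUSG00000073802, chromosome 4 from 89306299 to 89311039), also plotted in Supplementary Figure S4C, had 1.99 ± 1.13 TPM in the former and 2.1 ± 2.15 TPM in the latter at 2 mo, a log2 fold change of -0.093 (standard error 0.64, limma adjusted p = 0.958), and a log2 fold change of -0.32 after Win18446 (limma adjusted p = 0.201). On simulated values with the spread of the 2 mo libraries, 46.5% of planted changes of 2 on the log2 scale were recovered with moderated spread and 0% with each gene's own. A further simulation gave same-numbered libraries a shared effect, drawn at 2 times each gene's spread and added to it. Such values varied more than the libraries, so these recoveries need not hold for the data. With moderated spread the recovery was then 0% without the block and 68.5% with it. It was 0% either way with each gene's own spread. Changes were planted only in genes with a higher mean than *Cdkn2a* at 2 mo, and none was as small as its change.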

GO analysis revealed that upregulated genes in both PRC1cKO A_undiff_ samples were enriched for cell-cell adhesion and cell fate commitment, processes associated with development/morphogenesis (Supplementary Figure S4D, E). In turn, downregulated genes were over-represented with diverse molecular functions, including stem cell population maintenance, spermatogenesis and chromatin organization implying compromised spermatogenic programs in PRC1cKO A_undiff_ (Supplementary Figure S4D, E).

To clarify the role of PRC1 in spermatogonial differentiation, we compared all RNA-seq data in this study by Principal-component analysis (PCA) to capture overall transcriptomic changes among all pairs of samples (Figure 4C). 

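Principal components were computed over the 12 libraries from log2(TPM + 1) of 19210 genes, each scaled to unit variance. PC1 held 51.8% and PC2 14.3% of the variance. The sign of PC2 was set so that *Kit* has a positive loading. WT A_undiff_ replicates 1 and 2 had PC2 scores of 3.29 and 3.79, and WT A_diff_ replicates 1 and 2 had scores of 97.8 and 94.2, a mean shift of 92.4. The pooled standard deviation of PC2 within groups was 1.97.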

A transcriptome change during spermatogonial differentiation in WT (from WT A_undiff_ to WT A_diff_) was accompanied by increased PC2 loading. Similar directional changes (PC2 increase) were observed in PRC1ctrl A_undiff_ and PRC1cKO A_undiff_ both in non-treated and Win18,446-treated conditions. 

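On PC2, the libraries labelled PRC1ctrl at 2 mo scored -19.4 and -16.7 and those labelled PRC1cKO 10.9 and 15.1, a mean shift of 31. After Win18446 the scores were -70.3 and -67.7 under the label PRC1ctrl and -24.9 and -26.1 under the label PRC1cKO, a mean shift of 43.5. Both shifts were positive under each alternative treatment of the values. Without scaling the genes, which also changes the units of PC2, the shift at 2 mo was 2.99, against 74.25 between the WT populations. With 2 libraries against 2, an exact permutation test cannot go below a two-sided p of 0.33, so no p-value is attached to these shifts. PC1 separated the 2 mo libraries made with Smart-Seq2 (94 to 165) from the TruSeq libraries (-87.9 to -46.7).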

Notably, the genes contributing to the positive PC2 values were enriched with those upregulated during spermatogonial differentiation, involved in mitotic cell cycle, retinoic acid receptor signaling pathway, and spermatogenesis. 

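Of the 500 genes with the largest positive PC2 loadings, 498 were tested between WT A_undiff_ and A_diff_. Of these, 250 (50.2%) were called higher in A_diff_, against 11.1% of all tested genes, and 0 were called lower. The WT libraries take part in both measures, which are therefore not independent. By PC2 loading, *Hspa2* ranked 6, *Tcea3* 27, *Stra8* 151, *Rad51ap1* 203, *Kit* 230, *Mki67* 283, *M1ap* 411, *Cdc45* 425 and *Ccna2* 449 of the 19210 genes, while *Tbx1* and *Rhox13*, also labelled in Figure 4D, ranked 722 and 992. *Mki67* (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361) had 6.88 ± 0.205 TPM in A_undiff_ and 34.3 ± 6.84 TPM in A_diff_ (SD, n = 2 each) in WT, a log2 fold change of 2.15 (standard error 0.20, limma adjusted p = 0.0014). Under the label PRC1cKO its log2 fold change was 1.40 at 2 mo (limma adjusted p = 0.228) and -0.45 after Win18446 (limma adjusted p = 0.407). *Ccna2* changed by 0.52 (limma adjusted p = 0.547) and 0.53 (limma adjusted p = 0.012) on the log2 scale in the same comparisons. *Tbx1* (ENSMUSG00000009097, chromosome 16 from 18580979 to 18590671) rose from 2.12 ± 0.849 to 16.0 ± 0.693 TPM after Win18446, a log2 fold change of 2.48 (standard error 0.22, limma adjusted p = 0.00178).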

Examples include *Ccna2, Mki67, Stra8* and *Kit*(Figure 4D).

To validate this observation, we next examined the expression level of previously identified genes that are upregulated during spermatogonial differentiation (75). These differentiating spermatogonia marker genes tended to show increased expression levels in the A_undiff_ of PRC1cKO males both in non-treated and Win18,446-treated conditions compared to PRC1ctrls (Figure 4E). 

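The 15 markers of Figure 4E had a median log2 fold change of 1.22 in the libraries labelled PRC1cKO at 2 mo (limma camera, p = 3.6e-05, and p = 5.6e-06 with the replicate block), against 0.217 for the random sets of matched expression in a gene permutation. With a library left out, that median ran from 0.708 to 1.18. The paper shows these genes as representative markers in these same libraries and does not state how they were picked. The p-values of the set, here and after Win18446, may therefore not be those of an independently chosen list. All 15 had log2 fold changes above 0 (from 0.086 to 2.03), and 14 did under median-of-ratios scaling, which put the median at 0.901. None was called singly. An unadjusted p under 0.05 was reached by 7 markers, and 5 had an adjusted p under 0.05 when the adjustment covered the 15 markers alone. With the block, 8 were called. After Win18446 the median was 0.333 (limma camera, p = 2.3e-06, and p = 4.4e-06 with the block), against -0.0939 in the gene permutation. Of the 15 markers, 11 lay above 0 (12 under median-of-ratios scaling, median 0.577), 3 were called higher, and 8 had an adjusted p under 0.05 over all genes and 10 over the list. *Sohlh2* (ENSMUSG00000027794, chromosome 3 from 55182028 to 55209957) had 17.2 ± 12.4 TPM in the libraries labelled PRC1ctrl and 62.5 ± 44.3 TPM in those labelled PRC1cKO (SD, n = 2 each) at 2 mo, a log2 fold change of 1.80 (standard error 0.73, limma adjusted p = 0.356), and 81.9 ± 1.51 TPM in the former and 120 ± 1.81 TPM in the latter after Win18446, a log2 fold change of 0.55 (standard error 0.10, limma adjusted p = 0.00967). Of those 8, *Stra8* was lower and 7 were higher. Also below 0 after Win18446 was *Ccnd1*, with 49.7 ± 1.85 TPM in the libraries labelled PRC1ctrl and 44.5 ± 0.997 TPM in those labelled PRC1cKO (log2 fold change -0.15, limma adjusted p = 0.338, and 0.086 under median-of-ratios scaling). Between the conditions, the interaction of the set had a limma camera adjusted p = 0.66 over the 12 sets tested.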

We also tested how the DEGs detected in WT spermatogonial differentiation (shown in Figure 1C) are regulated by PRC1. Genes upregulated in WT A_diff_ showed significantly higher expression in the A_undiff_ of PRC1cKO than PRC1ctrl (Figure 4F), suggesting they were precociously activated in mutant A_undiff_. By contrast, genes active in WT A_undiff_ showed decreased expression in PRC1cKO A_undiff_ compared to PRC1ctrls.

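Of the 1724 genes called higher in WT A_diff_, 1168 were tested at 2 mo. Their median log2 fold change in the libraries labelled PRC1cKO was 0.686, against 0.245 for random sets of matched expression, and lay above all 10000 sets of this gene permutation (limma camera, p = 1.7e-15, and p = 2.2e-14 with the replicate block). Of these genes, 89.7% had a log2 fold change above 0, against 65.1% of all tested genes, and 7 were called higher and 0 lower singly. Relative to the median of all tested genes, the set was higher by 0.462, and by 0.465 under median-of-ratios scaling, under which its own median was 0.431. After Win18446, 1602 of the genes were tested. Their median log2 fold change was 0.00741, against -0.207 in the gene permutation (limma camera, p = 9e-06, and p = 1.3e-05 with the block). It lay 0.195 above the median of all genes, or 0.188 under median-of-ratios scaling, where the set's median was 0.216. With a filter for a mean TPM of at least 5 the median was -0.0293. Above 0 lay 50.4% of the set, against 34.2% of all genes, and 66 of its genes were called higher and 116 lower. With an assumed inter-gene correlation of 0.05 in place of 0.01, limma camera gave p = 0.00022 for the set at 2 mo and p = 0.041 after Win18446.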

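Of the 1430 genes called lower in WT A_diff_, 1108 were tested at 2 mo. In the libraries labelled PRC1cKO their median log2 fold change was -0.186, or -0.411 relative to all tested genes, and the gene permutation gave 0.238 (limma camera, p = 5.9e-09, and p = 3.7e-09 with the replicate block). Median-of-ratios scaling put the median at -0.452. Log2 fold changes above 0 were found in 36.8% of the set, and 1 gene was called higher and 17 lower. After Win18446, 1368 genes of the set were tested. Their median was -0.258, against -0.19 in the gene permutation, and lay below all 10000 of its sets, while limma camera gave p = 0.19 (p = 0.2 with the block). Relative to all genes the set lay at -0.0706. Of its genes, 16 were called higher and 114 lower. With the inter-gene correlation of 0.05, limma camera gave p = 0.0069 for the set at 2 mo and p = 0.54 after Win18446.

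**Figure D3:**
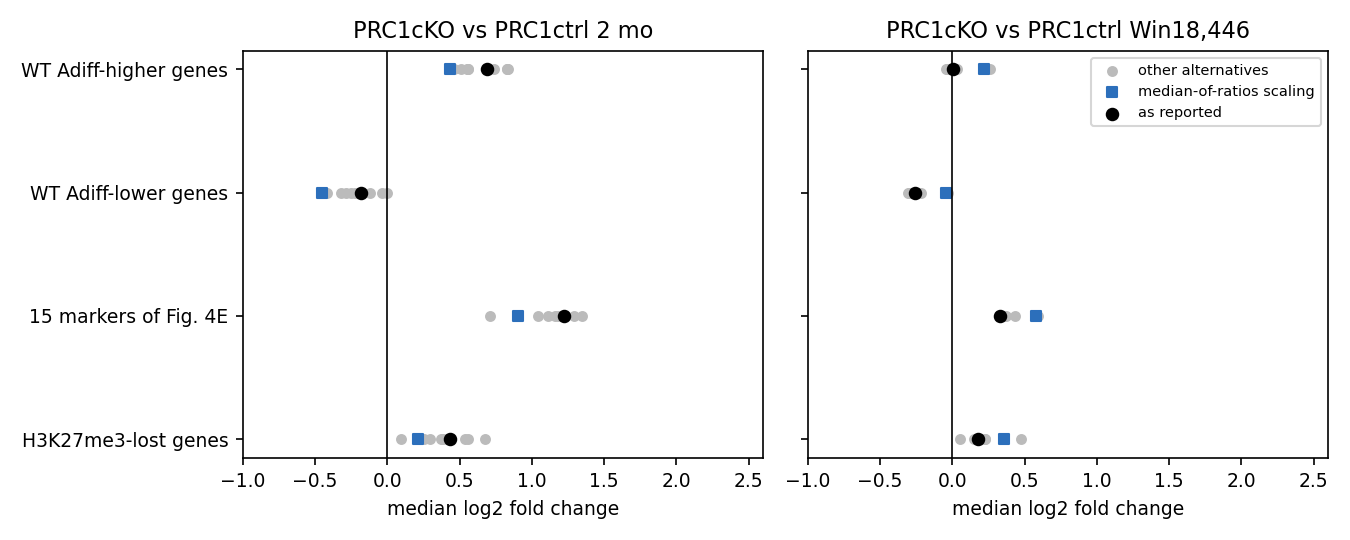
Median log2 fold change of 4 gene sets in the libraries labelled PRC1cKO against those labelled PRC1ctrl, at 2 mo and after Win18446, for the analysis as reported (black), median-of-ratios scaling (blue squares) and the other alternatives (grey). At 2 mo the genes higher in WT A_diff_ lie above 0 throughout and those lower in WT A_diff_ lie under 0 except for 0.000485 with a library left out. After Win18446 the genes higher in WT A_diff_ lie near 0 on TPM as deposited and at 0.216 under median-of-ratios scaling.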

Collectively, genes linked to spermatogonial differentiation were precociously activated in PRC1cKO A_undiff_ whereas those linked to A_undiff_ identity were present at decreased levels. Therefore, we conclude that PRC1 shields the undifferentiated state of adult A_undiff_ by suppressing the spermatogonial differentiation program.

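Between 2 mo and Win18446, the interaction coefficient of the genes higher in WT A_diff_ had a median of -0.623, against -0.412 for all genes (limma camera adjusted p = 0.0041 over 12 sets), and that of the genes lower in WT A_diff_ had a median of -0.0997 (adjusted p = 0.00024). The difference between the sets was therefore smaller after Win18446 than at 2 mo, among libraries whose preparation differed along with the treatment. A list of 17 marker genes of undifferentiated spermatogonia had a median log2 fold change of -0.25 in the libraries labelled PRC1cKO at 2 mo (percentile 0.705 in the gene permutation, limma camera p = 0.0054, and p = 0.003 with the replicate block) and of -0.199 after Win18446 (percentile 21, limma camera p = 0.4, and p = 0.32 with the block). From the shift along PC2, the higher expression of differentiation genes and the lower expression of genes active in WT A_undiff_, the paper concludes that PRC1 keeps adult A_undiff_ undifferentiated by holding down the differentiation program.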

### Removal of PRC1 impairs the global deposition of H3K27me3 in A_undiff_

To determine the mechanism by which PRC1 regulates spermatogonial differentiation at the chromatin level, we applied quantitative CUT&RUN to profile the genomic distributions of H3K27me3 and H3K4me3 in FACS-purified A_undiff_ from PRC1ctrl and PRC1cKO at 2 months of age (Figure 5A and Supplementary Figure S5A). Since our data show that H3K27me3 levels are a major difference between A_undiff_ and A_diff_ in WT (Figure 2), we sought to determine how PRC1 regulates PRC2-mediated H3K27me3. Remarkably, the H3K27me3 landscape was greatly impaired in PRC1cKO A_undiff_ with a dramatic reduction of both peak numbers and intensity (Supplementary Figure S5B, C, D). H3K27me3 peak distribution changed in various genomic regions, including gene bodies and intergenic regions (Supplementary Figure S5C), and a global loss of H3K27me3 at gene promoters was observed in PRC1cKO A_undiff_ (Figure 5A). The active mark, H3K4me3, was instead slightly increased at gene promoters (Figure 5A). These features are exemplified by track views of the *Kit, Stra8* and *Tcea3* loci (Figure 5B), where H3K27me3 nearly completely disappeared at promoters, consistent with transcriptional de-repression. These results suggest that PRC1 regulates the distribution of H3K27me3 and counteracts H3K4me3 in A_undiff_. 

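In the libraries labelled PRC1cKO at 2 mo, leaving out each library in turn kept the log2 fold change of *Kit* between 1.67 and 2.37. *Stra8* had 137 ± 51.8 TPM in the libraries labelled PRC1ctrl and 313 ± 71.4 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of 1.22 (standard error 0.35, limma adjusted p = 0.187), and was called with the replicate block (adjusted p = 0.000261). *Tcea3* had 4.82 ± 1.00 TPM in the former and 6.42 ± 0.297 TPM in the latter, a log2 fold change of 0.36 (standard error 0.41, limma adjusted p = 0.725). After Win18446, *Stra8* was lower under the label PRC1cKO, with 11.6 ± 1.20 TPM in the libraries labelled PRC1ctrl and 7.91 ± 0.00707 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of -0.50 (standard error 0.15, limma adjusted p = 0.046). Under median-of-ratios scaling that log2 fold change was -0.27 (limma adjusted p = 0.172). The interaction between label and condition had a limma adjusted p = 0.0639.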

After treatment with Win18,446, genome-wide H3K27me3 deposition was still largely impaired in PRC1cKO A_undiff_ (Supplementary Figure S5B–D), and there was a prominent loss of H3K27me3 at gene promoters (Figure 5A), indicating that the PRC1 regulation of H3K27me3 is a cell-intrinsic feature of A_undiff_. By contrast, after treatment with Win18,446, H3K4me3 slightly decreased at promoters of PRC1cKO A_undiff_, as opposed to the slight increase in non-treated PRC1cKO A_undiff_, suggesting that H3K4me3 changes were secondary consequences of PRC1 deletion.

**Figure 5.**
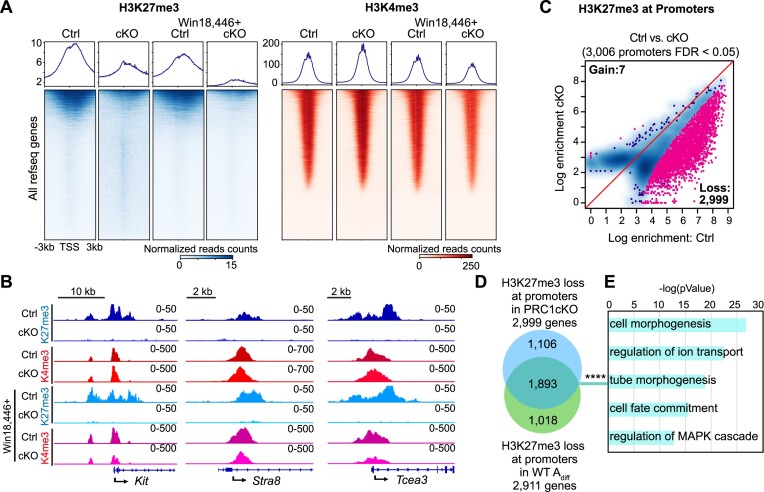
Removal of PRC1 impairs the global deposition of H3K27me3 in A_undiff_ genomes. (**A**) Heatmaps and average tag density plots showing H3K27me3 and H3K4me3 enrichment at promoter regions (TSS ± 3 kb) in PRC1ctrl and PRC1cKO A_undiff_ at 2 mo with or without Win18,446 treatment. The bars below the heatmaps represent signal intensity, and the numbers represent spike-in normalized reads counts. (**B**) Track views of the *Kit*, *Stra8* and *Tcea3* gene loci showing H3K27me3 and H3K4me3 CUT&RUN peaks in A_undiff_ of indicated genotypes. Data ranges are shown in the upper right. (**C**) Scatter plot showing comparison of H3K27me3 enrichment at promoters (TSS ± 2 kb) between PRC1ctrl and PRC1cKO A_undiff_ at 2 mo. Red dots represent genes with differential H3K27me3 enrichment (FDR < 0.05). (**D**) Overlap between H3K27me3-lost promoters in PRC1cKO A_undiff_ and H3K27me3-lost promoters in WT A_diff_. ****P = 2.8 × 10^−1207^, two-sided hypergeometric test. (**E**) Key GO enrichments in the overlapping genes detected in (D).

We further identified 3006 promoters with significant changes in H3K27me3 occupancy in PRC1cKO A_undiff_, and 2999 of them lost H3K27me3 (Figure 5C), resembling changes that occur during WT spermatogonial differentiation. Remarkably, genes showing H3K27me3 loss at promoters in PRC1cKO A_undiff_ significantly overlapped with genes that lost H3K27me3 in WT A_diff_ (Figure 5D); 1893 overlapping genes included those involved in cell/tube morphogenesis, cell fate commitment and MAPK signaling (Figure 5E, Supplementary Data 3). A similar overlap was observed in PRC1cKO after treatment with Win18,446 (Supplementary Figure S6A–C, Supplementary Data 3). These results suggest that the overall chromatin state of PRC1cKO A_undiff_ resembles that of WT A_diff_, raising the possibility that PRC1 regulates PRC2-mediated H3K27me3 to shield the chromatin state in A_undiff_ and prevent precocious differentiation.

### PRC1 suppresses precocious spermatogonial differentiation and ectopic somatic program in A_undiff_

Because PcG proteins regulate a broad range of developmental genes that are critical for pattern formation and cell fate specification in development, we next sought to determine how PRC1 regulates developmental genes in A_undiff_. To this end, we used a list of canonical PcG target genes that are known to be suppressed to maintain developmental potential in ESCs (93). We reasoned that PRC1 shields the undifferentiated state by defining an A_undiff_-specific gene expression program. Indeed, canonical PcG target genes largely overlapped with genes that lose H3K27me3 at promoters in WT spermatogonial differentiation and genes that carry PRC1-dependent H3K27me3 at promoters (Supplementary Figure S6D, E).

We first categorized the canonical PcG target genes into three major groups based on their expression dynamics during spermatogonial differentiation from A_undiff_ to A_diff_ in WT: (i) 608 upregulated PcG target genes (PcG up); (ii) 618 downregulated PcG target genes (PcG down); (iii) 2373 PcG targets that did not show significant changes (PcG stable: Figure 6A). A notable feature was decreased H3K27me3 at entire regions of ‘PcG up’ genes (TSSs, gene bodies, TESs (transcription end sites)) during WT spermatogonial differentiation (Figure 6B). On these ‘PcG up’ genes, H3K27me3 was largely PRC1-dependent as shown in PRC1cKO A_undiff_ with or without Win18,446 (Figure 6C), indicating that the loss of PRC1-dependent H3K27me3 occurred upon spermatogonial differentiation. Quantification of H3K27me3 at promoters further confirmed this conclusion (Figure 6D). These ‘PcG up’ genes were upregulated in PRC1cKO A_undiff_(Figure 6E). Therefore, in A_undiff_, PRC1 prevents precocious activation of developmental genes linked to spermatogonial differentiation.

**Figure 6.**
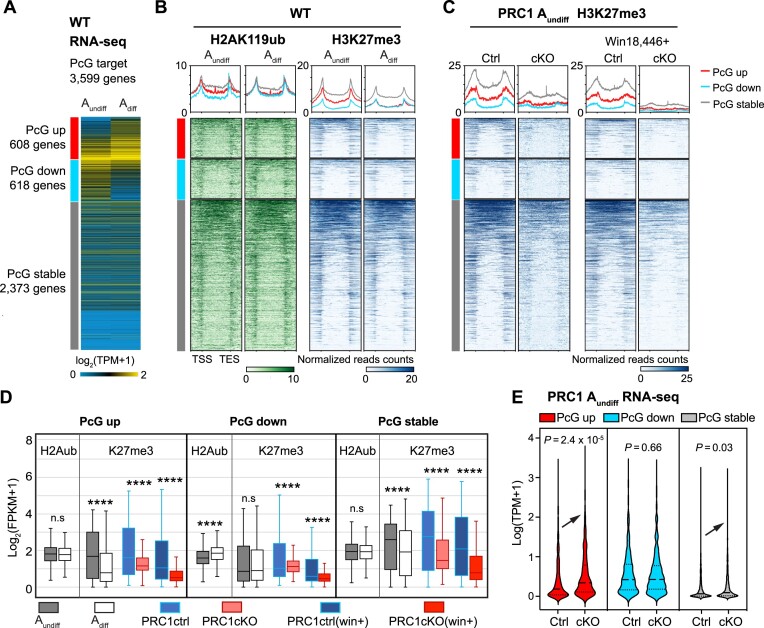
Polycomb shields the A_undiff_-specific developmental program in adult spermatogonia. (**A**) Heatmap showing RNA-seq expression (log_2_-transformed TPM) of corresponding Polycomb-targets groups. (**B** and **C**) Heatmaps and average tag density plots of H2AK119ub, H3K27me3 and H3K4me3 enrichment at gene regions (TSS-TES ± 2 kb) of different Polycomb-target groups in WT A_undiff_ and A_diff_ (B) or PRC1 A_undiff_ of indicated genotypes (C). The bars below the heatmaps represent signal intensity, the numbers represent spike-in normalized reads counts. (**D**) Box-and-whisker plots showing H2AK119ub and H3K27me3 enrichment at promoters (TSS ± 2 kb, log_2_-transformed FPKM) in the corresponding gene groups shown in (B) and (C). Central bars represent medians, the boxes encompass 50% of the data points, and the whiskers indicate 90% of the data points. n.s, not significant, **** *P* < 4.1 × 10^−6^; two-tailed unpaired *t*-tests. (**E**) Violin plots showing the expression level of different Polycomb-targets groups in 2 mo A_undiff_ of PRC1ctrl and PRC1cKO.

These results also suggest that PRC1 plays a major role in restricting transcription of a large number of PcG targets through the regulation of PRC2 during spermatogonial differentiation. In addition, decreased H3K27me3 was also observed on ‘PcG stable’ genes during spermatogonial differentiation (Figure 6B), and, in A_undiff_, this is largely PRC1-dependent (Figure 6C, D). The ‘PcG stable’ genes were ectopically upregulated in PRC1cKO A_undiff_(Figure 6E). Therefore, in A_undiff_, PRC1 suppresses ectopic activation of developmental genes that are required for somatic development. Furthermore, increased H2AK119ub was observed on PcG down genes (Figure 6D), suggesting that PRC1 directly represses developmental genes during spermatogonial differentiation. Although this PRC1-dependent regulation of H3K27me3 was consistent regardless of Win18,446 treatment, H3K4me3 showed distinct changes in the presence or absence of Win18,446 (Supplementary Figure S6F, G), further demonstrating an indirect role for PRC1 in H3K4me3 regulation.

Misregulated gene expression at the *Hoxa* cluster, which includes classic Polycomb-targeted developmental genes, exemplifies the changes observed in PRC1cKO A_undiff_ (Supplementary Figure S7). These *Hoxa* genes were regulated differently during WT spermatogonial differentiation, e.g. the *Hoxa1, Hoxa2* and *Hoxa3* gene loci substantially lost H3K27me3, resulting in transcriptional upregulation; however, the *Hoxa9, Hoxa10* and *Hoxa11* genes gained H2AK119ub and were downregulated. 

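Of the 11 *Hoxa* genes, 4 passed the filter on TPM in the WT comparison, and none of them was called, with or without the replicate block; 0 had an unadjusted p under 0.05. *Hoxa3* (ENSMUSG00000079560, chromosome 6 from 52169062 to 52213336) had 1.4 ± 0.806 TPM in A_undiff_ and 1.75 ± 1.20 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of 0.17 (standard error 0.41, limma adjusted p = 0.776). *Hoxa3* shares 27.1% of its exonic bases with genes on either strand. *Hoxa9* (ENSMUSG00000038227, chromosome 6 from 52223100 to 52231089) had 0.75 ± 0.905 TPM in A_undiff_ and 0.025 ± 0.0354 TPM in A_diff_ (SD, n = 2 each), *Hoxa10* (ENSMUSG00000000938, chromosome 6 from 52231197 to 52240854) had 1.22 ± 0.672 TPM in A_undiff_ and 0.09 ± 0.127 TPM in A_diff_, and *Hoxa11* (ENSMUSG00000038210, chromosome 6 from 52242106 to 52245810) had 0.17 ± 0.0141 TPM in A_undiff_ and was listed at 0 in A_diff_. These 3 genes were not tested, since none reached a TPM of 1 in 2 of the libraries.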

In PRC1cKO A_undiff_, H3K27me3 was depleted across the entire *Hoxa* cluster, leading to ectopic de-repression of *Hoxa* genes. These results demonstrate that PRC1 has two major functions in A_undiff_: preventing precocious activation of developmental genes that are activated later during spermatogonial differentiation and suppressing ectopic expression of the somatic program. 

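At 2 mo, 4 *Hoxa* genes passed the filter, and all 4 had log2 fold changes above 0 in the libraries labelled PRC1cKO, from 0.84 to 1.40, also under median-of-ratios scaling. None was called over all genes, while 4 had an unadjusted p under 0.05, 4 an adjusted p under 0.05 within the group and 3 were called with the replicate block. *Hoxa9* had 1.15 ± 0.735 TPM in the libraries labelled PRC1ctrl and 4.67 ± 2.03 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of 1.40 (standard error 0.49, limma adjusted p = 0.286), and *Hoxa10* had 2.75 ± 0.516 TPM in the former and 7.93 ± 3.39 TPM in the latter, a log2 fold change of 1.21 (standard error 0.47, limma adjusted p = 0.332). *Hoxa7* (ENSMUSG00000038236, chromosome 6 from 52214491 to 52221854) had 5.28 ± 0.601 TPM in the former and 14.4 ± 5.72 TPM in the latter, a log2 fold change of 1.24 (standard error 0.45, limma adjusted p = 0.299), and *Hoxa13* (ENSMUSG00000038203, chromosome 6 from 52257694 to 52260880) had 0.43 ± 0.141 TPM in the former and 1.55 ± 0.205 TPM in the latter, a log2 fold change of 0.84 (standard error 0.31, limma adjusted p = 0.313). After Win18446, 7 *Hoxa* genes passed the filter and all 7 lay above 0, also under median-of-ratios scaling. *Hoxa9*, with 0.425 ± 0.00707 TPM in the libraries labelled PRC1ctrl and 2.73 ± 0.559 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of 1.38 (standard error 0.19, limma adjusted p = 0.00377), and *Hoxa10*, with 0.945 ± 0.446 TPM in the former and 3.95 ± 0.156 TPM in the latter, a log2 fold change of 1.37 (standard error 0.22, limma adjusted p = 0.00544), were called. Their limma interaction with the condition had adjusted p = 0.987 and adjusted p = 0.85.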

Together these functions shield the undifferentiated state by defining an A_undiff_-specific gene expression program.

### PRC1 is a negative regulator of the cell cycle in A_undiff_

Because we found increased proliferation of the PRC1cKO A_undiff_ that leads to A_undiff_ exhaustion, we next examined the PRC1-dependent regulation of cell cycle-related genes. We found that H2AK119ub accumulated on genes that positively regulate the cell cycle, e.g. cyclins, including *Ccna1, Ccnd1, Ccne1* and *Ccne2*; the cyclin-dependent kinases, *Cdk2* and *Cdk5*; cell division regulators, *Cdc6* and *Cdc25a*; as well as the cell cycle inhibitor, *Cdkn1b*; suggesting direct regulation of these genes by PRC1 (Figure 7A, Supplementary Figure S8A, B). Consistent with the over-proliferation phenotype of PRC1cKO A_undiff_, increased expression of these pro-cell cycle regulators and decreased *Cdkn1b* expression in PRC1cKO A_undiff_ were observed (Supplementary Figure S8A, B). 

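The 8 cell cycle regulators of Supplementary Figure S8A (*Ccna1*, *Ccnd1*, *Ccne1*, *Ccne2*, *Cdc25a*, *Cdc6*, *Cdk2* and *Cdk5*) had log2 fold changes between 0.90 and 1.66 in the libraries labelled PRC1cKO at 2 mo, and all 8 lay above 0 under median-of-ratios scaling too. None was called; 1 had an unadjusted p under 0.05, and 6 were called with the replicate block. *Ccne2* had 45.9 ± 8.99 TPM in the libraries labelled PRC1ctrl and 123 ± 36.8 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of 1.38 (standard error 0.34, limma adjusted p = 0.13), and *Cdc6* (ENSMUSG00000017499, chromosome 11 from 98907801 to 98923940) had 8.80 ± 5.37 TPM in the former and 20.2 ± 12.9 TPM in the latter, a log2 fold change of 1.08 (standard error 0.65, limma adjusted p = 0.53). After Win18446, 4 of the 8 lay above 0 and 4 below, while all 8 lay above 0 under median-of-ratios scaling. That flip of 4 directions follows from the scaling, which moved the median of all genes from -0.188 to 0.0283. None was called; 2 had an adjusted p under 0.05, *Ccne2* with a log2 fold change of 0.73 (standard error 0.16, limma adjusted p = 0.0165) and *Ccna1* (ENSMUSG00000027793, chromosome 3 from 55045469 to 55055501) with a log2 fold change of 0.77 (standard error 0.19, limma adjusted p = 0.0225). *Cdkn1b* (ENSMUSG00000003031, chromosome 6 from 134920401 to 134925513) had 7.73 ± 1.02 TPM in the libraries labelled PRC1ctrl and 1.55 ± 0.163 TPM in those labelled PRC1cKO (SD, n = 2 each) at 2 mo, a log2 fold change of -1.77 (standard error 0.40, limma adjusted p = 0.109), and was called with the replicate block (adjusted p = 0.00257) and with median-of-ratios scaling (adjusted p = 0.0232). After Win18446 it had 40.2 ± 6.09 TPM in the former and 27.8 ± 0.587 TPM in the latter, a log2 fold change of -0.51 (standard error 0.14, limma adjusted p = 0.0354), or -0.27 under median-of-ratios scaling (adjusted p = 0.162). Its limma interaction with the condition had adjusted p = 0.067.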

Among these genes, H3K27me3 only accumulated on the *Ccna1* gene, indicating that PRC1 regulates the other genes independent of PRC2 (Figure 7A). Together with the over-proliferation phenotype of PRC1cKO cells, these results demonstrate that PRC1 is a negative regulator of the cell cycle in A_undiff_ that maintains the characteristic slow cycling of A_undiff_. Therefore, the slow cycling of A_undiff_ is part of a PRC1-directed germline program that protects the undifferentiated state of adult A_undiff_ and regulates spermatogonial differentiation.

**Figure 7.**
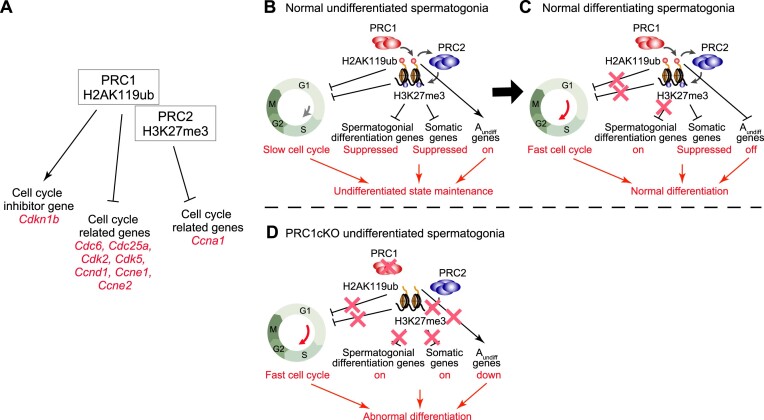
Models of Polycomb functions in adult A_undiff_ and spermatogonial differentiation. (**A**) Summary of cell cycle regulation by PRC1 and PRC2. (**B**–**D**) Models of Polycomb functions that shield the undifferentiated state of A_undiff_ (B), regulate spermatogonial differentiation (C) and defective spermatogonial differentiation in the absence of PRC1 (D).

## Discussion

In this study, we find that PRC1 plays a central role in defining the A_undiff_-specific developmental program and maintaining a long-lasting chromatin state in A_undiff_ during adult steady-state spermatogenesis. PRC1 shields the undifferentiated state of A_undiff_ from spermatogonial differentiation. Furthermore, PRC1 is a negative cell cycle regulator that maintains slow cycling of A_undiff_. In the absence of PRC1, cell proliferation increased in A_undiff_ both cell-intrinsically and cell-extrinsically, and A_undiff_ committed to abnormal differentiation. Our quantitative epigenomic analysis clarified the dynamics of chromatin changes during spermatogonial differentiation, an aspect not quantitatively evaluated in previous studies (37,38,45–47). Importantly, we show that H3K27me3 is a major epigenetic hallmark of A_undiff_ maintenance. Indeed, spermatogonial differentiation is accompanied by a global resolution of bivalent domains through the loss of H3K27me3 on genes required for spermatogonial differentiation. Our data argue that PRC1 directs PRC2-H3K27me3 deposition, thus supporting A_undiff_ maintenance (Figure 7B, C). Overall, we have determined a molecular logic underlying spermatogonial differentiation: the loss of H3K27me3 at promoters activates the differentiation program (Figure 7B, C).

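Supplementary Data 3 lists promoters that lose H3K27me3 both in WT A_diff_ and in PRC1cKO A_undiff_ at 2 mo, and 1753 of their genes were identified among the deposited values. Of these, 688 passed the filter on TPM in the WT comparison. Their median log2 fold change between WT A_undiff_ and A_diff_ was 0.563, against 0.0405 in the gene permutation with sets of matched expression (limma camera, p = 0.00078, and p = 0.0029 with the replicate block). With an assumed inter-gene correlation of 0.05 in place of 0.01, the p was 0.11. Log2 fold changes above 0 were found in 71.1% of the set, against 58.1% of all tested genes, and 208 of its genes were called higher and 49 lower. Without the filter, the median over the genes with any TPM above 0 was 0.102, or 0.0621 above that of all genes.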

In WT spermatogonial differentiation, an extensive loss of H3K27me3 at target promoters does not necessarily lead to massive gene de-repression in normal A_diff_, presumably due to constant genome-wide occupancy of H2AK119ub. Hence, H3K27me3 does not maintain constitutive repression at bivalent promoters alone; instead, H2AK119ub acts as an additional safety lock to ensure developmental gene regulation. Further, spermatogonial differentiation occurs with the suppression of A_undiff_ genes by PRC1 independent of PRC2. 

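Of the 1753 genes whose promoters lose H3K27me3 in both WT A_diff_ and PRC1cKO A_undiff_, 405 passed the filter on TPM at 2 mo. Their median log2 fold change in the libraries labelled PRC1cKO was 0.434, against 0.199 in the gene permutation (limma camera, p = 0.097, and p = 0.3 with the replicate block), and 5 were called higher and 14 lower. With a library left out, the median ran from 0.255 to 0.556. Median-of-ratios scaling gave a median of 0.212, and limma camera a p of 0.011. After Win18446, 839 passed, and their median was 0.179, against -0.228 in the gene permutation (limma camera, p = 4.4e-13, and p = 7.2e-13 with the block). Above 0 lay 62.1% of them, and 58 were called higher and 30 lower. Median-of-ratios scaling gave 0.356. An assumed inter-gene correlation of 0.05 gave a limma camera p of 0.00068 after Win18446. Without a filter on low values the median after Win18446 was 0.0534, or 0.151 above that of all genes. Among genes of testicular somatic cells, tested as sets at 2 mo, 8 Leydig cell genes had a median log2 fold change of 2.42 under the label PRC1cKO (percentile 100 in the gene permutation, limma camera p = 2.6e-07, and p = 9.8e-07 with the block). The median was 2.21 for 8 macrophage genes (percentile 100 in the gene permutation, p = 0.036, and p = 0.00018 with the block) and 0.257 for 11 Sertoli cell genes (percentile 49.1 in the gene permutation, p = 0.97, and p = 0.79 with the block). After Win18446 the medians of these sets were -1.39, -0.0522 and 0.222, at percentiles 0, 82.6 and 99.9 of the gene permutation (limma camera, p = 0.42, p = 0.015 and p = 0.0024, and p = 0.034, p = 0.013 and p = 0.0002 with the block), and -1.24, 0.107 and 0.44 under median-of-ratios scaling. Bulk libraries do not separate activation in spermatogonia from RNA of other cells.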

Without PRC1, both spermatogonial differentiation genes and somatic genes were ectopically activated, leading to abnormal differentiation (Figure 7D).

Our study demonstrates extensive direct regulation of PRC2-H3K27me3 by PRC1-H2AK119ub *in vivo*. Although early studies showed that cPRC1 acts downstream of PRC2-deposited H3K27me3 (94,95), recent studies have instead demonstrated that variant PRC1 (vPRC1) mediates H2AK119ub-dependent PRC2 recruitment (96–98). We reanalyzed recent cPRC1 CUT&RUN data in adult spermatogonia (81) and found that key cPRC1 components, including CBX2, PHC2 and BMI1, bind a small portion of PRC2-H3K27me3 target genes specifically in KIT^+^ differentiating spermatogonia (Supplementary Figure S9A). This analysis supports the hypothesis that vPRC1 plays a major role in regulating PRC2-H3K27me3 in A_undiff_. We also note that cPRC1 and vPRC1 are regulated differently during spermatogonial differentiation. 

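*Pcgf2* (ENSMUSG00000018537, chromosome 11 from 97688823 to 97700497) had 28.4 ± 2.77 TPM in A_undiff_ and 63.0 ± 10.4 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of 1.12 (standard error 0.17, limma adjusted p = 0.00532), which fell just under the fold-change threshold (0.95) under median-of-ratios scaling. *Cbx2* (ENSMUSG00000025577, chromosome 11 from 119022962 to 119031270) had 98.3 ± 15.2 TPM in A_undiff_ and 131 ± 17.2 TPM in A_diff_, a log2 fold change of 0.42 (standard error 0.17, limma adjusted p = 0.0905), and an adjusted p of 0.0147 with the replicate block in limma. *Phc2* (ENSMUSG00000028796, chromosome 4 from 128654702 to 128752881) had 100 ± 12.3 TPM in A_undiff_ and 156 ± 32.1 TPM in A_diff_, a log2 fold change of 0.62 (standard error 0.18, limma adjusted p = 0.0367), below the fold-change threshold, and an adjusted p of 0.103 under median-of-ratios scaling. Over the 26 genes of PRC1, PRC2 and the H3K27 demethylases in Supplementary Figure S9B, 22 lay above 0 (20 under median-of-ratios scaling), 6 were called higher and 2 lower, and 17 had an adjusted p under 0.05.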

Several genes encoding cPRC1 components, such as *Pcgf2*, *Cbx2/4* and *Phc2* genes, show increased expression as spermatogonia move from the A_undiff_ to A_diff_ state (Supplementary Figure S9B). However, the regulation of vPRC1 seems complicated; while the expression of the *Pcgf3/5* genes (encoding the components of vPRC1.3 and 1.5) is increased, the expression of the *Pcgf6* gene (encoding the components of vPRC1.6) is decreased, raising the possibility that vPRC1 subcomplexes are reorganized upon spermatogonial differentiation. 

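*Pcgf3* (ENSMUSG00000033623, chromosome 5 from 108461232 to 108506976) had 28.8 ± 0.346 TPM in A_undiff_ and 45.5 ± 6.32 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of 0.63 (standard error 0.16, limma adjusted p = 0.0244), and *Pcgf5* (ENSMUSG00000024805, chromosome 19 from 36348309 to 36460970) had 118 ± 8.31 TPM in A_undiff_ and 208 ± 9.48 TPM in A_diff_, a log2 fold change of 0.81 (standard error 0.12, limma adjusted p = 0.0051). Both lay under the fold-change threshold, and under median-of-ratios scaling their limma adjusted p-values were 0.0637 and 0.0146. *Pcgf6* (ENSMUSG00000025050, chromosome 19 from 47033617 to 47050906) had 30.2 ± 1.67 TPM in A_undiff_ and 8.55 ± 1.73 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of -1.72 (standard error 0.20, limma adjusted p = 0.00232), and was called lower with the replicate block and with median-of-ratios scaling too.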

Further studies are needed to clarify the regulation of PRC1 subcomplexes in spermatogonial differentiation.

Major questions raised in this study are how H3K27me3 loss occurs at the onset of spermatogonial differentiation and what triggers this process. There are three possible mechanisms that could account for H3K27me3 loss. One is decreased PRC2 activity, the second is H3K27 demethylation, and the third is histone H3 replacement with a testis-specific histone variant, H3T (99). 

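Among PRC2 components in WT, *Rbbp4* (ENSMUSG00000057236, chromosome 4 from 129307100 to 129335370) was called higher in A_diff_, with 134 ± 5.84 TPM in A_undiff_ and 286 ± 20.5 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of 1.09 (standard error 0.12, limma adjusted p = 0.00209), or a log2 fold change of 0.92 under median-of-ratios scaling. *Suz12* (ENSMUSG00000017548, chromosome 11 from 79993106 to 80034123) had a log2 fold change of 0.91 (limma adjusted p = 0.0191), *Ezh2* (ENSMUSG00000029687, chromosome 6 from 47530139 to 47595341) of 0.63 (adjusted p = 0.0297), *Eed* (ENSMUSG00000030619, chromosome 7 from 89954654 to 89980983) of 0.35 (adjusted p = 0.123), *Rbbp7* (ENSMUSG00000031353, chromosome X from 162760402 to 162779092) of 0.49 (adjusted p = 0.0186) and *Ezh1* (ENSMUSG00000006920, chromosome 11 from 101191115 to 101226463) of -0.57 (adjusted p = 0.0258), all under the fold-change threshold. The demethylase gene *Kdm6b* (ENSMUSG00000018476, chromosome 11 from 69398508 to 69413675) had 21.7 ± 4.47 TPM in A_undiff_ and 55.6 ± 9.71 TPM in A_diff_ (SD, n = 2 each), a log2 fold change of 1.32 (standard error 0.21, limma adjusted p = 0.0054), and *Kdm6a* (ENSMUSG00000037369, chromosome X from 18162575 to 18279936) had 6.34 ± 0.283 TPM in A_undiff_ and 7.29 ± 0.276 TPM in A_diff_, a log2 fold change of 0.17 (standard error 0.21, limma adjusted p = 0.537).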

We found that the expression levels of PRC2 components are largely consistent; however, the H3K27 demethylase KDM6B/JMJD3 is significantly upregulated from A_undiff_ to A_diff_ (Supplementary Figure S9B). In line with this observation, a germline-specific deletion of KDM6B leads to increased and prolonged maintenance of undifferentiated spermatogonia (100). Therefore, we speculate the KDM6B actively demethylates H3K27me3 at specific target loci at the onset of spermatogonial differentiation. As for the trigger of H3K27me3 loss, we suspect that RA signaling plays a role. This is because our reanalysis of a previous study (101) suggests that RA receptor (RAR) and STRA8 bind to the promoters of the *Rnf2*, *Eed* (PRC2 component), and *Kdm6b* genes; this RAR binding increases in response to RA (Supplementary Figure S9C). These data suggest that the RA signaling may trigger the expression of the *Kdm6b* gene, leading to H3K27me3 loss as A_undiff_ differentiate. Intriguingly, the RA receptor gene loci (*Rara*, *Rarb and Rarg*) and the *Stra8* gene locus are also targeted by PRC1/PRC2 (Supplementary Figure S9D), suggesting that the Polycomb system and RA-STRA8 signaling may form a regulatory loop to coordinate each other's expression.

We note that H2AK119ub is pervasively enriched at highly active genes (Figure 2F; Clusters 3 and 4) during spermatogonial differentiation, a phenomenon that has been reported in many other contexts, including growing oocytes (102), skin stem cells (103) and leukemic cells (104). Dual roles for PRC1 in gene activation and repression were also reported in juvenile spermatogonia (30). In adult spermatogonia, in a small portion of H2AK119ub/H3K4me3 co-enriched active genes, we found both upregulated and downregulated DEGs in WT A_diff_ or PRC1cKO A_undiff_ (Supplementary Figure S9E), supporting a mechanism where PRC1 fine-tunes gene repression and activation. However, it is unlikely that local H2AK119ub at active gene promoters plays a critical role in gene regulation because these genes are not greatly dysregulated in PRC1cKO A_undiff_.

Notably, these gene regulatory mechanisms are tightly coupled with cell cycle regulation by PRC1. This feature is unique to A_undiff_ because PRC1 positively regulates the cell cycle in somatic cells by suppressing the major cell cycle inhibitor *Cdkn2a* gene, and the loss of PcG-related functions leads to cell cycle inhibition (105,106). In contrast, a *Cdkn2a-*independent function of PRC1 regulates the slow cycling property of A_undiff_ prior to the increased proliferation observed upon spermatogonial differentiation. We found that PRC1 directly suppresses genes that activate the cell cycle and promotes expression of the cell cycle inhibitor *Cdkn1b*, thereby functioning as a negative regulator of the cell cycle in A_undiff_. In PRC1cKO A_undiff,_ increased expression of these pro-cell cycle regulators and decreased *Cdkn1b* expression likely account for their over-proliferation phenotype. 

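*Bok* (ENSMUSG00000026278, chromosome 1 from 93685660 to 93695764) had 0.5 ± 0.438 TPM in the libraries labelled PRC1ctrl and 4.70 ± 4.43 TPM in those labelled PRC1cKO (SD, n = 2 each) at 2 mo, a log2 fold change of 1.70 (standard error 0.67, limma adjusted p = 0.345), and *Casp8* (ENSMUSG00000026029, chromosome 1 from 58795374 to 58847503) had 2.08 ± 0.884 TPM in the former and 8.81 ± 0.00707 TPM in the latter, a log2 fold change of 1.70 (standard error 0.43, limma adjusted p = 0.139). Both were called with the replicate block (limma adjusted p = 0.00508 and 0.00316). After Win18446 both were called higher under the label PRC1cKO, although *Bok* was not with a fit over all 12 libraries (limma adjusted p = 0.16). *Bok* had 8.87 ± 0.403 TPM in the libraries labelled PRC1ctrl and 20.3 ± 0.339 TPM in those labelled PRC1cKO (SD, n = 2 each), a log2 fold change of 1.11 (standard error 0.14, limma adjusted p = 0.00291), and *Casp8* had 2.31 ± 0.375 TPM in the former and 6.27 ± 0.127 TPM in the latter, a log2 fold change of 1.14 (standard error 0.18, limma adjusted p = 0.00511). Their limma interaction with the condition had adjusted p = 0.675 and adjusted p = 0.385. *Bax* (ENSMUSG00000003873, chromosome 7 from 45461697 to 45466898), 12.2% of whose exonic bases are shared with another gene on the same strand, had 73.3 ± 32.7 TPM in the libraries labelled PRC1ctrl and 124 ± 61.6 TPM in those labelled PRC1cKO (SD, n = 2 each) at 2 mo, a log2 fold change of 0.73 (standard error 0.49, limma adjusted p = 0.573), and 165 ± 30.9 TPM in the former and 181 ± 11.3 TPM in the latter after Win18446, a log2 fold change of 0.14 (standard error 0.15, limma adjusted p = 0.511). It was called in neither. At 2 mo both same-numbered pairs rose, and with the replicate block the limma adjusted p was 0.0255, at a log2 fold change under 1. After Win18446, leaving out 1 library could turn its log2 fold change to -0.051.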

Alternatively, increased expression of pro-apoptotic genes, e.g. *Bok, Bax* and *Casp8*, resulting from loss of PRC1 activity at these loci could also contribute to the gradual loss of A_undiff_ in PRC1cKO testes (Supplementary Figure S8C).

Our study uncovers PRC1-directed mechanisms for the maintenance and differentiation of undifferentiated spermatogonia in adults. These newly defined Polycomb-regulated mechanisms are likely to be related to the unidirectional differentiation program of spermatogenesis, in which the chromatin states of progenitor cells are predetermined to direct spermatogenic differentiation (47,107). Similarly, PRC2-H3K27me3 functions in human pluripotent cells to shield the potency of stem cells (108,109); thus, a parallel mechanism may underlie stem cell maintenance in general. Given the persistent nature of H3K27me3 in the germline (37,45,47,110), PRC1-directed regulation of PRC2-H3K27me3 could be a pivotal mechanism to sustain germline potential and to recover totipotency and somatic gene regulation after fertilization.

## Supplementary Material

gkad1203_Supplemental_Files

## Data Availability

RNA-seq data and CUT&RUN/Tag datasets were deposited in the Gene Expression Omnibus under accession no. GSE221944.

## References

[1] Griswold M.D. Spermatogenesis: the commitment to meiosis. Physiol. Rev. 2016; 96:1–17.26537427 10.1152/physrev.00013.2015PMC4698398

[2] Nakagawa T., Jorg D.J., Watanabe H., Mizuno S., Han S., Ikeda T., Omatsu Y., Nishimura K., Fujita M., Takahashi S. et al. A multistate stem cell dynamics maintains homeostasis in mouse spermatogenesis. Cell Rep. 2021; 37:109875.34686326 10.1016/j.celrep.2021.109875

[3] Yoshida S. Heterogeneous, dynamic, and stochastic nature of mammalian spermatogenic stem cells. Curr. Top. Dev. Biol. 2019; 135:245–285.31155360 10.1016/bs.ctdb.2019.04.008

[4] Nakagawa T., Nabeshima Y., Yoshida S. Functional identification of the actual and potential stem cell compartments in mouse spermatogenesis. Dev. Cell. 2007; 12:195–206.17276338 10.1016/j.devcel.2007.01.002

[5] Nakagawa T., Sharma M., Nabeshima Y., Braun R.E., Yoshida S. Functional hierarchy and reversibility within the murine spermatogenic stem cell compartment. Science. 2010; 328:62–67.20299552 10.1126/science.1182868PMC2981100

[6] Ikami K., Tokue M., Sugimoto R., Noda C., Kobayashi S., Hara K., Yoshida S. Hierarchical differentiation competence in response to retinoic acid ensures stem cell maintenance during mouse spermatogenesis. Development. 2015; 142:1582–1592.25858458 10.1242/dev.118695PMC4419276

[7] Endo T., Romer K.A., Anderson E.L., Baltus A.E., de Rooij D.G., Page D.C. Periodic retinoic acid-STRA8 signaling intersects with periodic germ-cell competencies to regulate spermatogenesis. Proc. Natl. Acad. Sci. U.S.A. 2015; 112:E2347–E2356.25902548 10.1073/pnas.1505683112PMC4426408

[8] Tokue M., Ikami K., Mizuno S., Takagi C., Miyagi A., Takada R., Noda C., Kitadate Y., Hara K., Mizuguchi H. et al. SHISA6 confers resistance to differentiation-promoting Wnt/β-catenin signaling in mouse spermatogenic stem cells. Stem Cell Rep. 2017; 8:561–575.10.1016/j.stemcr.2017.01.006PMC535556628196692

[9] Law N.C., Oatley J.M. Developmental underpinnings of spermatogonial stem cell establishment. Androl. 2020; 8:852–861.10.1111/andr.12810PMC832403632356598

[10] Song H.W., Wilkinson M.F. Transcriptional control of spermatogonial maintenance and differentiation. Semin. Cell Dev. Biol. 2014; 30:14–26.24560784 10.1016/j.semcdb.2014.02.005PMC4043860

[11] Mäkelä J.A., Hobbs R.M. Molecular regulation of spermatogonial stem cell renewal and differentiation. Reproduction. 2019; 158:R169–r187.31247585 10.1530/REP-18-0476

[12] Meng X., Lindahl M., Hyvonen M.E., Parvinen M., de Rooij D.G., Hess M.W., Raatikainen-Ahokas A., Sainio K., Rauvala H., Lakso M. et al. Regulation of cell fate decision of undifferentiated spermatogonia by GDNF. Science. 2000; 287:1489–1493.10688798 10.1126/science.287.5457.1489

[13] Kubota H., Avarbock M.R., Brinster R.L. Growth factors essential for self-renewal and expansion of mouse spermatogonial stem cells. Proc. Natl. Acad. Sci. U.S.A. 2004; 101:16489–16494.15520394 10.1073/pnas.0407063101PMC534530

[14] Kitadate Y., Jörg D.J., Tokue M., Maruyama A., Ichikawa R., Tsuchiya S., Segi-Nishida E., Nakagawa T., Uchida A., Kimura-Yoshida C. et al. Competition for mitogens regulates spermatogenic stem cell homeostasis in an open niche. Cell Stem Cell. 2019; 24:79–92.30581080 10.1016/j.stem.2018.11.013PMC6327111

[15] Oatley J.M., Avarbock M.R., Brinster R.L. Glial cell line-derived neurotrophic factor regulation of genes essential for self-renewal of mouse spermatogonial stem cells is dependent on Src family kinase signaling. J. Biol. Chem. 2007; 282:25842–25851.17597063 10.1074/jbc.M703474200PMC4083858

[16] Lee J., Kanatsu-Shinohara M., Inoue K., Ogonuki N., Miki H., Toyokuni S., Kimura T., Nakano T., Ogura A., Shinohara T. Akt mediates self-renewal division of mouse spermatogonial stem cells. Development. 2007; 134:1853–1859.17428826 10.1242/dev.003004

[17] He Z., Jiang J., Kokkinaki M., Golestaneh N., Hofmann M.C., Dym M. Gdnf upregulates c-Fos transcription via the Ras/Erk1/2 pathway to promote mouse spermatogonial stem cell proliferation. Stem Cells. 2008; 26:266–278.17962702 10.1634/stemcells.2007-0436PMC2905627

[18] Raverdeau M., Gely-Pernot A., Feret B., Dennefeld C., Benoit G., Davidson I., Chambon P., Mark M., Ghyselinck N.B. Retinoic acid induces Sertoli cell paracrine signals for spermatogonia differentiation but cell autonomously drives spermatocyte meiosis. Proc. Natl. Acad. Sci. U.S.A. 2012; 109:16582–16587.23012458 10.1073/pnas.1214936109PMC3478620

[19] van Pelt A.M., de Rooij D.G. Synchronization of the seminiferous epithelium after vitamin A replacement in vitamin A-deficient mice. Biol. Reprod. 1990; 43:363–367.2271719 10.1095/biolreprod43.3.363

[20] Buaas F.W., Kirsh A.L., Sharma M., McLean D.J., Morris J.L., Griswold M.D., de Rooij D.G., Braun R.E. Plzf is required in adult male germ cells for stem cell self-renewal. Nat. Genet. 2004; 36:647–652.15156142 10.1038/ng1366

[21] Costoya J.A., Hobbs R.M., Barna M., Cattoretti G., Manova K., Sukhwani M., Orwig K.E., Wolgemuth D.J., Pandolfi P.P. Essential role of Plzf in maintenance of spermatogonial stem cells. Nat. Genet. 2004; 36:653–659.15156143 10.1038/ng1367

[22] Hobbs R.M., Seandel M., Falciatori I., Rafii S., Pandolfi P.P. Plzf regulates germline progenitor self-renewal by opposing mTORC1. Cell. 2010; 142:468–479.20691905 10.1016/j.cell.2010.06.041PMC3210556

[23] Hobbs R.M., Fagoonee S., Papa A., Webster K., Altruda F., Nishinakamura R., Chai L., Pandolfi P.P. Functional antagonism between Sall4 and Plzf defines germline progenitors. Cell Stem Cell. 2012; 10:284–298.22385656 10.1016/j.stem.2012.02.004PMC3299297

[24] Chan A.L., La H.M., Legrand J.M.D., Makela J.A., Eichenlaub M., De Seram M., Ramialison M., Hobbs R.M. Germline stem cell activity is sustained by SALL4-dependent silencing of distinct tumor suppressor genes. Stem Cell Rep. 2017; 9:956–971.10.1016/j.stemcr.2017.08.001PMC559926128867346

[25] Chen C., Ouyang W., Grigura V., Zhou Q., Carnes K., Lim H., Zhao G.Q., Arber S., Kurpios N., Murphy T.L. et al. ERM is required for transcriptional control of the spermatogonial stem cell niche. Nature. 2005; 436:1030–1034.16107850 10.1038/nature03894PMC2909764

[26] Zhang T., Oatley J., Bardwell V.J., Zarkower D DMRT1 is required for mouse spermatogonial stem cell maintenance and replenishment. PLoS Genet. 2016; 12:e1006293.27583450 10.1371/journal.pgen.1006293PMC5008761

[27] Wang Z., Jin C., Li P., Li Y., Tang J., Yu Z., Jiao T., Ou J., Wang H., Zou D. et al. Identification of quiescent FOXC2(+) spermatogonial stem cells in adult mammals. eLife. 2023; 12:RP85380.37610429 10.7554/eLife.85380PMC10446825

[28] Sada A., Suzuki A., Suzuki H., Saga Y. The RNA-binding protein NANOS2 is required to maintain murine spermatogonial stem cells. Science. 2009; 325:1394–1398.19745153 10.1126/science.1172645

[29] Yamaji M., Jishage M., Meyer C., Suryawanshi H., Der E., Yamaji M., Garzia A., Morozov P., Manickavel S., McFarland H.L. et al. DND1 maintains germline stem cells via recruitment of the CCR4-NOT complex to target mRNAs. Nature. 2017; 543:568–572.28297718 10.1038/nature21690PMC5488729

[30] Maezawa S., Hasegawa K., Yukawa M., Sakashita A., Alavattam K.G., Andreassen P.R., Vidal M., Koseki H., Barski A., Namekawa S.H. Polycomb directs timely activation of germline genes in spermatogenesis. Genes Dev. 2017; 31:1693–1703.28924034 10.1101/gad.302000.117PMC5647939

[31] Mu W., Starmer J., Fedoriw A.M., Yee D., Magnuson T. Repression of the soma-specific transcriptome by Polycomb-repressive complex 2 promotes male germ cell development. Genes Dev. 2014; 28:2056–2069.25228648 10.1101/gad.246124.114PMC4173155

[32] Mu W., Starmer J., Shibata Y., Yee D., Magnuson T. EZH1 in germ cells safeguards the function of PRC2 during spermatogenesis. Dev. Biol. 2017; 424:198–207.28254491 10.1016/j.ydbio.2017.02.017PMC5389884

[33] Lin H., Cheng K., Kubota H., Lan Y., Riedel S.S., Kakiuchi K., Sasaki K., Bernt K.M., Bartolomei M.S., Luo M. et al. Histone methyltransferase DOT1L is essential for self-renewal of germline stem cells. Genes Dev. 2022; 36:752–763.35738678 10.1101/gad.349550.122PMC9296001

[34] Takubo K., Ohmura M., Azuma M., Nagamatsu G., Yamada W., Arai F., Hirao A., Suda T. Stem cell defects in ATM-deficient undifferentiated spermatogonia through DNA damage-induced cell-cycle arrest. Cell Stem Cell. 2008; 2:170–182.18371438 10.1016/j.stem.2007.10.023

[35] Kato Y., Alavattam K.G., Sin H.S., Meetei A.R., Pang Q., Andreassen P.R., Namekawa S.H. FANCB is essential in the male germline and regulates H3K9 methylation on the sex chromosomes during meiosis. Hum. Mol. Genet. 2015; 24:5234–5249.26123487 10.1093/hmg/ddv244PMC4550819

[36] Hu Y.C., de Rooij D.G., Page D.C. Tumor suppressor gene Rb is required for self-renewal of spermatogonial stem cells in mice. Proc. Natl. Acad. Sci. USA. 2013; 110:12685–12690.23858447 10.1073/pnas.1311548110PMC3732951

[37] Maezawa S., Hasegawa K., Yukawa M., Kubo N., Sakashita A., Alavattam K.G., Sin H.S., Kartashov A.V., Sasaki H., Barski A. et al. Polycomb protein SCML2 facilitates H3K27me3 to establish bivalent domains in the male germline. Proc. Natl. Acad. Sci. U.S.A. 2018; 115:4957–4962.29686098 10.1073/pnas.1804512115PMC5949012

[38] Cheng K., Chen I.C., Cheng C.E., Mutoji K., Hale B.J., Hermann B.P., Geyer C.B., Oatley J.M., McCarrey J.R. Unique epigenetic programming distinguishes regenerative spermatogonial stem cells in the developing mouse testis. iScience. 2020; 23:101596.33083754 10.1016/j.isci.2020.101596PMC7552105

[39] Liu Y., Giannopoulou E.G., Wen D., Falciatori I., Elemento O., Allis C.D., Rafii S., Seandel M. Epigenetic profiles signify cell fate plasticity in unipotent spermatogonial stem and progenitor cells. Nat. Commun. 2016; 7:11275.27117588 10.1038/ncomms11275PMC4853422

[40] Liu R., Peng Y., Du W., Wu Y., Zhang W., Hu C., Liu M., Liu X., Wu J., Sun J. et al. BMI1 fine-tunes gene repression and activation to safeguard undifferentiated spermatogonia fate. Front. Cell Dev. Biol. 2023; 11:1146849.37169021 10.3389/fcell.2023.1146849PMC10164956

[41] Allis C.D., Jenuwein T. The molecular hallmarks of epigenetic control. Nat. Rev. Genet. 2016; 17:487–500.27346641 10.1038/nrg.2016.59

[42] Di Croce L., Helin K. Transcriptional regulation by Polycomb group proteins. Nat. Struct. Mol. Biol. 2013; 20:1147–1155.24096405 10.1038/nsmb.2669

[43] Geisler S.J., Paro R. Trithorax and Polycomb group-dependent regulation: a tale of opposing activities. Development. 2015; 142:2876–2887.26329598 10.1242/dev.120030

[44] Schuettengruber B., Bourbon H.M., Di Croce L., Cavalli G. Genome regulation by Polycomb and Trithorax: 70 years and counting. Cell. 2017; 171:34–57.28938122 10.1016/j.cell.2017.08.002

[45] Hammoud S.S., Low D.H., Yi C., Carrell D.T., Guccione E., Cairns B.R. Chromatin and transcription transitions of mammalian adult germline stem cells and spermatogenesis. Cell Stem Cell. 2014; 15:239–253.24835570 10.1016/j.stem.2014.04.006

[46] Hammoud S.S., Low D.H., Yi C., Lee C.L., Oatley J.M., Payne C.J., Carrell D.T., Guccione E., Cairns B.R. Transcription and imprinting dynamics in developing postnatal male germline stem cells. Genes Dev. 2015; 29:2312–2324.26545815 10.1101/gad.261925.115PMC4647563

[47] Sin H.S., Kartashov A.V., Hasegawa K., Barski A., Namekawa S.H. Poised chromatin and bivalent domains facilitate the mitosis-to-meiosis transition in the male germline. BMC Biol. 2015; 13:53.26198001 10.1186/s12915-015-0159-8PMC4508805

[48] del Mar Lorente M., Marcos-Gutierrez C., Perez C., Schoorlemmer J., Ramirez A., Magin T., Vidal M. Loss- and gain-of-function mutations show a polycomb group function for Ring1A in mice. Development. 2000; 127:5093–5100.11060235 10.1242/dev.127.23.5093

[49] Cales C., Roman-Trufero M., Pavon L., Serrano I., Melgar T., Endoh M., Perez C., Koseki H., Vidal M. Inactivation of the polycomb group protein Ring1B unveils an antiproliferative role in hematopoietic cell expansion and cooperation with tumorigenesis associated with Ink4a deletion. Mol. Cell. Biol. 2008; 28:1018–1028.18039844 10.1128/MCB.01136-07PMC2223390

[50] Gallardo T., Shirley L., John G.B., Castrillon D.H. Generation of a germ cell-specific mouse transgenic Cre line, Vasa-Cre. Genesis. 2007; 45:413–417.17551945 10.1002/dvg.20310PMC2597027

[51] Yeh Y.H., Hu M., Nakagawa T., Sakashita A., Yoshida S., Maezawa S., Namekawa S.H. Isolation of murine spermatogenic cells using a violet-excited cell-permeable DNA binding dye. J. Vis. Exp. 2021; 167:e61666.10.3791/61666PMC826046433522502

[52] Skene P.J., Henikoff J.G., Henikoff S. Targeted in situ genome-wide profiling with high efficiency for low cell numbers. Nat. Protoc. 2018; 13:1006–1019.29651053 10.1038/nprot.2018.015

[53] Kaya-Okur H.S., Wu S.J., Codomo C.A., Pledger E.S., Bryson T.D., Henikoff J.G., Ahmad K., Henikoff S. CUT&Tag for efficient epigenomic profiling of small samples and single cells. Nat. Commun. 2019; 10:1930.31036827 10.1038/s41467-019-09982-5PMC6488672

[54] Kaya-Okur H.S., Janssens D.H., Henikoff J.G., Ahmad K., Henikoff S. Efficient low-cost chromatin profiling with CUT&Tag. Nat. Protoc. 2020; 15:3264–3283.32913232 10.1038/s41596-020-0373-xPMC8318778

[55] Kim D., Paggi J.M., Park C., Bennett C., Salzberg S.L. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol. 2019; 37:907–915.31375807 10.1038/s41587-019-0201-4PMC7605509

[56] Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N., Marth G., Abecasis G., Durbin R.Genome Project Data Processing, S. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009; 25:2078–2079.19505943 10.1093/bioinformatics/btp352PMC2723002

[57] Anders S., Pyl P.T., Huber W. HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015; 31:166–169.25260700 10.1093/bioinformatics/btu638PMC4287950

[58] Love M.I., Huber W., Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014; 15:550.25516281 10.1186/s13059-014-0550-8PMC4302049

[59] Li B., Dewey C.N. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinf. 2011; 12:323.10.1186/1471-2105-12-323PMC316356521816040

[60] Zhou Y., Zhou B., Pache L., Chang M., Khodabakhshi A.H., Tanaseichuk O., Benner C., Chanda S.K. Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat. Commun. 2019; 10:1523.30944313 10.1038/s41467-019-09234-6PMC6447622

[61] Langmead B., Salzberg S.L. Fast gapped-read alignment with Bowtie 2. Nat. Methods. 2012; 9:357–359.22388286 10.1038/nmeth.1923PMC3322381

[62] Ramirez F., Ryan D.P., Gruning B., Bhardwaj V., Kilpert F., Richter A.S., Heyne S., Dundar F., Manke T. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic. Acids. Res. 2016; 44:W160–W165.27079975 10.1093/nar/gkw257PMC4987876

[63] Meers M.P., Tenenbaum D., Henikoff S. Peak calling by Sparse Enrichment Analysis for CUT&RUN chromatin profiling. Epigenetics Chromatin. 2019; 12:42.31300027 10.1186/s13072-019-0287-4PMC6624997

[64] Heinz S., Benner C., Spann N., Bertolino E., Lin Y.C., Laslo P., Cheng J.X., Murre C., Singh H., Glass C.K. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell. 2010; 38:576–589.20513432 10.1016/j.molcel.2010.05.004PMC2898526

[65] Robinson J.T., Thorvaldsdottir H., Winckler W., Guttman M., Lander E.S., Getz G., Mesirov J.P. Integrative genomics viewer. Nat. Biotechnol. 2011; 29:24–26.21221095 10.1038/nbt.1754PMC3346182

[66] Quinlan A.R., Hall I.M. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010; 26:841–842.20110278 10.1093/bioinformatics/btq033PMC2832824

[67] Ye T., Krebs A.R., Choukrallah M.A., Keime C., Plewniak F., Davidson I., Tora L. seqMINER: an integrated ChIP-seq data interpretation platform. Nucleic. Acids. Res. 2011; 39:e35.21177645 10.1093/nar/gkq1287PMC3064796

[68] Ross-Innes C.S., Stark R., Teschendorff A.E., Holmes K.A., Ali H.R., Dunning M.J., Brown G.D., Gojis O., Ellis I.O., Green A.R. et al. Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. Nature. 2012; 481:389–393.22217937 10.1038/nature10730PMC3272464

[69] Pongor L.S., Gross J.M., Vera Alvarez R., Murai J., Jang S.M., Zhang H., Redon C., Fu H., Huang S.Y., Thakur B. et al. BAMscale: quantification of next-generation sequencing peaks and generation of scaled coverage tracks. Epigenetics Chromatin. 2020; 13:21.32321568 10.1186/s13072-020-00343-xPMC7175505

[70] Chen E.Y., Tan C.M., Kou Y., Duan Q., Wang Z., Meirelles G.V., Clark N.R., Ma’ayan A. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinf. 2013; 14:128.10.1186/1471-2105-14-128PMC363706423586463

[71] Kuleshov M.V., Jones M.R., Rouillard A.D., Fernandez N.F., Duan Q., Wang Z., Koplev S., Jenkins S.L., Jagodnik K.M., Lachmann A. et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res. 2016; 44:W90–W97.27141961 10.1093/nar/gkw377PMC4987924

[72] Tokuda M., Kadokawa Y., Kurahashi H., Marunouchi T. CDH1 is a specific marker for undifferentiated spermatogonia in mouse testes. Biol. Reprod. 2007; 76:130–141.17035642 10.1095/biolreprod.106.053181

[73] La H.M., Makela J.A., Chan A.L., Rossello F.J., Nefzger C.M., Legrand J.M.D., De Seram M., Polo J.M., Hobbs R.M. Identification of dynamic undifferentiated cell states within the male germline. Nat. Commun. 2018; 9:2819.30026551 10.1038/s41467-018-04827-zPMC6053434

[74] La H.M., Chan A.L., Legrand J.M.D., Rossello F.J., Gangemi C.G., Papa A., Cheng Q., Morand E.F., Hobbs R.M. GILZ-dependent modulation of mTORC1 regulates spermatogonial maintenance. Development. 2018; 145:dev165324.30126904 10.1242/dev.165324

[75] Green C.D., Ma Q., Manske G.L., Shami A.N., Zheng X., Marini S., Moritz L., Sultan C., Gurczynski S.J., Moore B.B. et al. A comprehensive roadmap of murine spermatogenesis defined by single-cell RNA-Seq. Dev. Cell. 2018; 46:651–667.30146481 10.1016/j.devcel.2018.07.025PMC6713459

[76] Skene P.J., Henikoff S. An efficient targeted nuclease strategy for high-resolution mapping of DNA binding sites. eLife. 2017; 6,:e21856.28079019 10.7554/eLife.21856PMC5310842

[77] Farcas A.M., Blackledge N.P., Sudbery I., Long H.K., McGouran J.F., Rose N.R., Lee S., Sims D., Cerase A., Sheahan T.W. et al. KDM2B links the Polycomb Repressive Complex 1 (PRC1) to recognition of CpG islands. eLife. 2012; 1:e00205.23256043 10.7554/eLife.00205PMC3524939

[78] He J., Shen L., Wan M., Taranova O., Wu H., Zhang Y. Kdm2b maintains murine embryonic stem cell status by recruiting PRC1 complex to CpG islands of developmental genes. Nat. Cell Biol. 2013; 15:373–384.23502314 10.1038/ncb2702PMC4078788

[79] Li H., Liefke R., Jiang J., Kurland J.V., Tian W., Deng P., Zhang W., He Q., Patel D.J., Bulyk M.L. et al. Polycomb-like proteins link the PRC2 complex to CpG islands. Nature. 2017; 549:287–291.28869966 10.1038/nature23881PMC5937281

[80] Wu X., Johansen J.V., Helin K. Fbxl10/Kdm2b recruits polycomb repressive complex 1 to CpG islands and regulates H2A ubiquitylation. Mol. Cell. 2013; 49:1134–1146.23395003 10.1016/j.molcel.2013.01.016

[81] Kim J.J., Steinson E.R., Lau M.S., de Rooij D.G., Page D.C., Kingston R.E. Cell type-specific role of CBX2 and its disordered region in spermatogenesis. Genes Dev. 2023; 37:640–660.37553262 10.1101/gad.350393.122PMC10499018

[82] Lesch B.J., Page D.C. Poised chromatin in the mammalian germ line. Development. 2014; 141:3619–3626.25249456 10.1242/dev.113027PMC4197577

[83] Lesch B.J., Silber S.J., McCarrey J.R., Page D.C. Parallel evolution of male germline epigenetic poising and somatic development in animals. Nat. Genet. 2016; 48:888–894.27294618 10.1038/ng.3591

[84] Hu M., Yeh Y.H., Munakata Y., Abe H., Sakashita A., Maezawa S., Vidal M., Koseki H., Hunter N., Schultz R.M. et al. PRC1-mediated epigenetic programming is required to generate the ovarian reserve. Nat. Commun. 2022; 13:4510.35948547 10.1038/s41467-022-31759-6PMC9365831

[85] Gao Z., Zhang J., Bonasio R., Strino F., Sawai A., Parisi F., Kluger Y., Reinberg D PCGF homologs, CBX proteins, and RYBP define functionally distinct PRC1 family complexes. Mol. Cell. 2012; 45:344–356.22325352 10.1016/j.molcel.2012.01.002PMC3293217

[86] Yokobayashi S., Liang C.Y., Kohler H., Nestorov P., Liu Z., Vidal M., van Lohuizen M., Roloff T.C., Peters A.H. PRC1 coordinates timing of sexual differentiation of female primordial germ cells. Nature. 2013; 495:236–240.23486062 10.1038/nature11918

[87] Kanatsu-Shinohara M., Naoki H., Shinohara T. Nonrandom germline transmission of mouse spermatogonial stem cells. Dev. Cell. 2016; 38:248–261.27505415 10.1016/j.devcel.2016.07.011

[88] Scholzen T., Gerdes J. The Ki-67 protein: from the known and the unknown. J. Cell. Physiol. 2000; 182:311–322.10653597 10.1002/(SICI)1097-4652(200003)182:3<311::AID-JCP1>3.0.CO;2-9

[89] Amory J.K., Muller C.H., Shimshoni J.A., Isoherranen N., Paik J., Moreb J.S., Amory D.W. Sr., Evanoff R., Goldstein A.S., Griswold M.D Suppression of spermatogenesis by bisdichloroacetyldiamines is mediated by inhibition of testicular retinoic acid biosynthesis. J. Androl. 2011; 32:111–119.20705791 10.2164/jandrol.110.010751PMC3370679

[90] Hogarth C.A., Evanoff R., Mitchell D., Kent T., Small C., Amory J.K., Griswold M.D. Turning a spermatogenic wave into a tsunami: synchronizing murine spermatogenesis using WIN 18,446. Biol. Reprod. 2013; 88:40.23284139 10.1095/biolreprod.112.105346PMC3589231

[91] Endo T., Freinkman E., de Rooij D.G., Page D.C. Periodic production of retinoic acid by meiotic and somatic cells coordinates four transitions in mouse spermatogenesis. Proc. Natl. Acad. Sci. U.S.A. 2017; 114:E10132–E10141.29109271 10.1073/pnas.1710837114PMC5703301

[92] Brooks N.L., van der Horst G. Short-term effects of N’N-bis(dichloroacetyl)-1,8-octamethylenediamine (WIN 18446) on the testes, selected sperm parameters and fertility of male CBA mice. Lab. Anim. 2003; 37:363–373.14599310 10.1258/002367703103051921

[93] Zheng H., Huang B., Zhang B., Xiang Y., Du Z., Xu Q., Li Y., Wang Q., Ma J., Peng X. et al. Resetting epigenetic memory by reprogramming of histone modifications in mammals. Mol. Cell. 2016; 63:1066–1079.27635762 10.1016/j.molcel.2016.08.032

[94] Cao R., Wang L., Wang H., Xia L., Erdjument-Bromage H., Tempst P., Jones R.S., Zhang Y. Role of histone H3 lysine 27 methylation in Polycomb-group silencing. Science. 2002; 298:1039–1043.12351676 10.1126/science.1076997

[95] Wang L., Brown J.L., Cao R., Zhang Y., Kassis J.A., Jones R.S. Hierarchical recruitment of polycomb group silencing complexes. Mol. Cell. 2004; 14:637–646.15175158 10.1016/j.molcel.2004.05.009

[96] Blackledge N.P., Rose N.R., Klose R.J. Targeting Polycomb systems to regulate gene expression: modifications to a complex story. Nat. Rev. Mol. Cell Biol. 2015; 16:643–649.26420232 10.1038/nrm4067PMC5469428

[97] Blackledge N.P., Farcas A.M., Kondo T., King H.W., McGouran J.F., Hanssen L.L.P., Ito S., Cooper S., Kondo K., Koseki Y. et al. Variant PRC1 complex-dependent H2A ubiquitylation drives PRC2 recruitment and polycomb domain formation. Cell. 2014; 157:1445–1459.24856970 10.1016/j.cell.2014.05.004PMC4048464

[98] Kalb R., Latwiel S., Baymaz H.I., Jansen P.W., Muller C.W., Vermeulen M., Muller J. Histone H2A monoubiquitination promotes histone H3 methylation in Polycomb repression. Nat. Struct. Mol. Biol. 2014; 21:569–571.24837194 10.1038/nsmb.2833

[99] Ueda J., Harada A., Urahama T., Machida S., Maehara K., Hada M., Makino Y., Nogami J., Horikoshi N., Osakabe A. et al. Testis-specific histone variant H3t gene is essential for entry into spermatogenesis. Cell Rep. 2017; 18:593–600.28099840 10.1016/j.celrep.2016.12.065

[100] Iwamori N., Iwamori T., Matzuk M.M. H3K27 demethylase, JMJD3, regulates fragmentation of spermatogonial cysts. PLoS One. 2013; 8:e72689.23967333 10.1371/journal.pone.0072689PMC3744460

[101] Ishiguro K.I., Matsuura K., Tani N., Takeda N., Usuki S., Yamane M., Sugimoto M., Fujimura S., Hosokawa M., Chuma S. et al. MEIOSIN directs the switch from mitosis to meiosis in mammalian germ cells. Dev. Cell. 2020; 52:429–445.32032549 10.1016/j.devcel.2020.01.010

[102] Mei H., Kozuka C., Hayashi R., Kumon M., Koseki H., Inoue A. H2AK119ub1 guides maternal inheritance and zygotic deposition of H3K27me3 in mouse embryos. Nat. Genet. 2021; 53:539–550.33821003 10.1038/s41588-021-00820-3

[103] Cohen I., Zhao D., Bar C., Valdes V.J., Dauber-Decker K.L., Nguyen M.B., Nakayama M., Rendl M., Bickmore W.A., Koseki H. et al. PRC1 fine-tunes gene repression and activation to safeguard skin development and stem cell specification. Cell Stem Cell. 2018; 22:726–739.29727681 10.1016/j.stem.2018.04.005PMC5944606

[104] van den Boom V., Maat H., Geugien M., Rodriguez Lopez A., Sotoca A.M., Jaques J., Brouwers-Vos A.Z., Fusetti F., Groen R.W., Yuan H. et al. Non-canonical PRC1.1 targets active genes independent of H3K27me3 and is essential for leukemogenesis. Cell Rep. 2016; 14:332–346.26748712 10.1016/j.celrep.2015.12.034

[105] Voncken J.W., Roelen B.A., Roefs M., de Vries S., Verhoeven E., Marino S., Deschamps J., van Lohuizen M. Rnf2 (Ring1b) deficiency causes gastrulation arrest and cell cycle inhibition. Proc. Natl. Acad. Sci. U.S.A. 2003; 100:2468–2473.12589020 10.1073/pnas.0434312100PMC151364

[106] Jacobs J.J., Kieboom K., Marino S., DePinho R.A., van Lohuizen M. The oncogene and Polycomb-group gene bmi-1 regulates cell proliferation and senescence through the ink4a locus. Nature. 1999; 397:164–168.9923679 10.1038/16476

[107] Hasegawa K., Sin H.S., Maezawa S., Broering T.J., Kartashov A.V., Alavattam K.G., Ichijima Y., Zhang F., Bacon W.C., Greis K.D. et al. SCML2 establishes the male germline epigenome through regulation of histone H2A ubiquitination. Dev. Cell. 2015; 32:574–588.25703348 10.1016/j.devcel.2015.01.014PMC4391279

[108] Kumar B., Navarro C., Winblad N., Schell J.P., Zhao C., Weltner J., Baqué-Vidal L., Salazar Mantero A., Petropoulos S., Lanner F. et al. Polycomb repressive complex 2 shields naïve human pluripotent cells from trophectoderm differentiation. Nat. Cell Biol. 2022; 24:845–857.35637409 10.1038/s41556-022-00916-wPMC9203276

[109] Zijlmans D.W., Talon I., Verhelst S., Bendall A., Van Nerum K., Javali A., Malcolm A.A., van Knippenberg S., Biggins L., To S.K. et al. Integrated multi-omics reveal polycomb repressive complex 2 restricts human trophoblast induction. Nat. Cell Biol. 2022; 24:858–871.35697783 10.1038/s41556-022-00932-wPMC9203278

[110] Lesch B.J., Dokshin G.A., Young R.A., McCarrey J.R., Page D.C. A set of genes critical to development is epigenetically poised in mouse germ cells from fetal stages through completion of meiosis. Proc. Natl. Acad. Sci. U.S.A. 2013; 110:16061–16066.24043772 10.1073/pnas.1315204110PMC3791702

# Supplementary material for: PRC1 directs PRC2-H3K27me3 deposition to shield adult spermatogonial stem cells from differentiation
**Source:** Nucleic Acids Res. 2023 Dec 24;52(5):2306–22. doi: 10.1093/nar/gkad1203
**Supplement:** gkad1203_Supplemental_Files

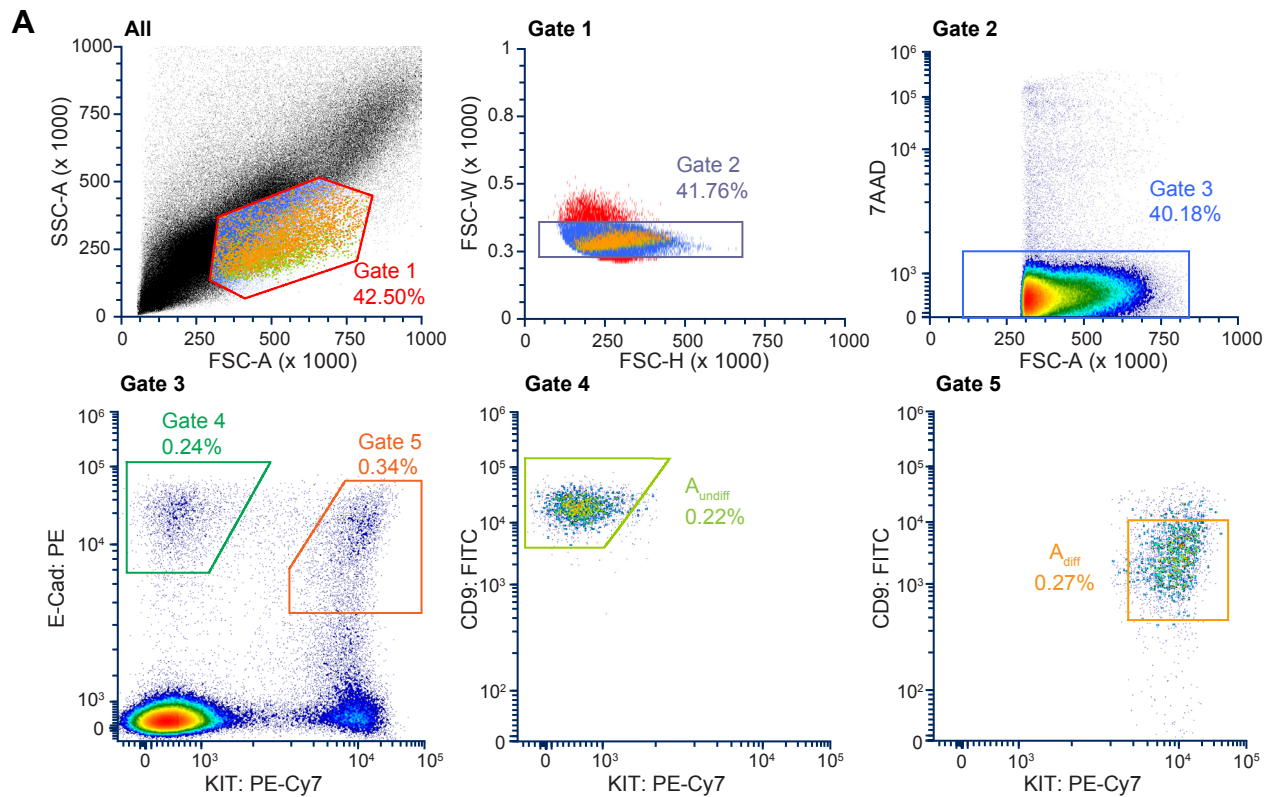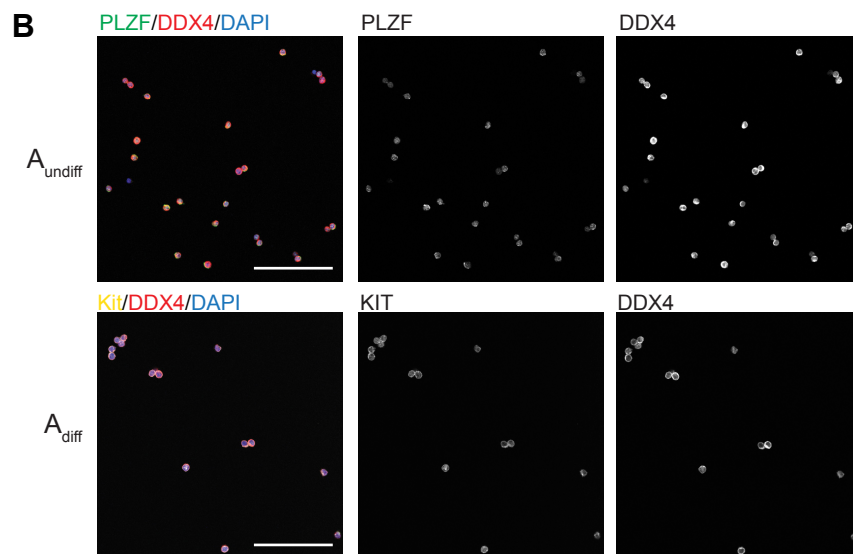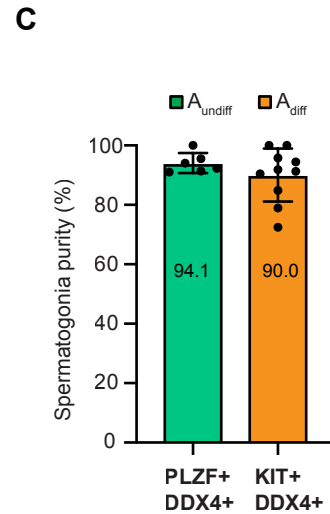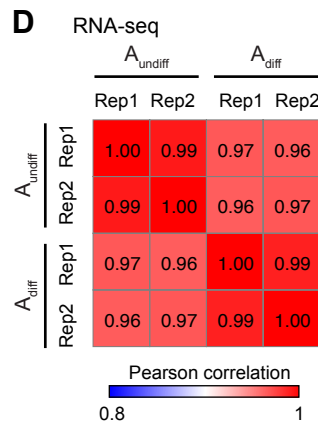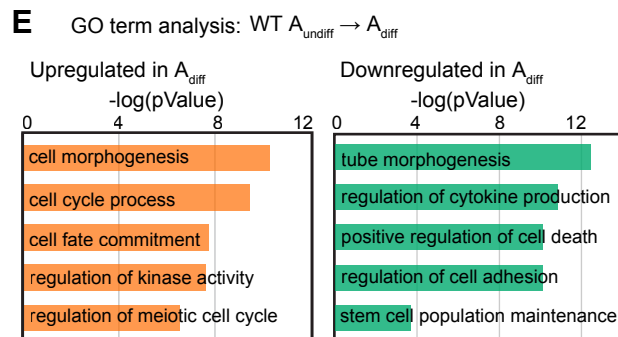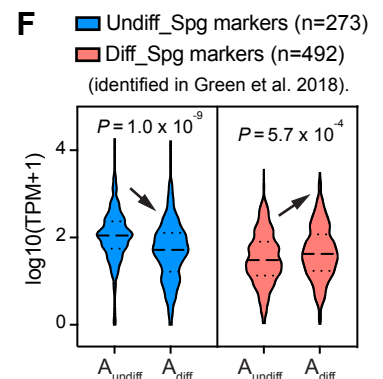

**Figure S1 Isolation of adult  $A_{undiff}$  and  $A_{diff}$  using FACS.**

- (A) FACS strategy for spermatogonia isolation from adult mouse testes. E-Cadherin<sup>+</sup>KIT<sup>+</sup>CD9<sup>high</sup> and E-Cadherin<sup>+</sup>KIT<sup>+</sup>CD9<sup>medium</sup> subfractions were isolated as  $A_{undiff}$  and  $A_{diff}$  for downstream analyses. Average percentages of each gated fraction out of the total cells are shown. At least three independent experiments were analyzed for each genotype, and representative plots are shown.
- (B) Immunostaining of cell markers in isolated spermatogonia. PLZF (green) is an undifferentiated spermatogonia marker, KIT (yellow) is a differentiating spermatogonia marker, and DDX4 (red) is a germ cell marker. Bars: 100  $\mu$ m. At least three independent replicates were analyzed for each genotype, and representative images are shown.
- (C) Quantifications of purities of isolated spermatogonia. Data are presented as mean values  $\pm$  SD.
- (D) Heatmap showing Pearson correlation values among each biological replicate in the WT spermatogonia RNA-seq dataset.
- (E) Gene ontology analyses of the DEGs. Key GO terms of the DEGs are shown. *P* values were generated by Metascape using the two-sided hypergeometric test.
- (F) Violin plots showing the expression level of previously defined marker genes for undifferentiated and differentiating spermatogonia (Green et al. 2018) in our WT  $A_{undiff}$  and  $A_{diff}$  bulk RNA-seq dataset. Two-tailed unpaired *t*-tests.

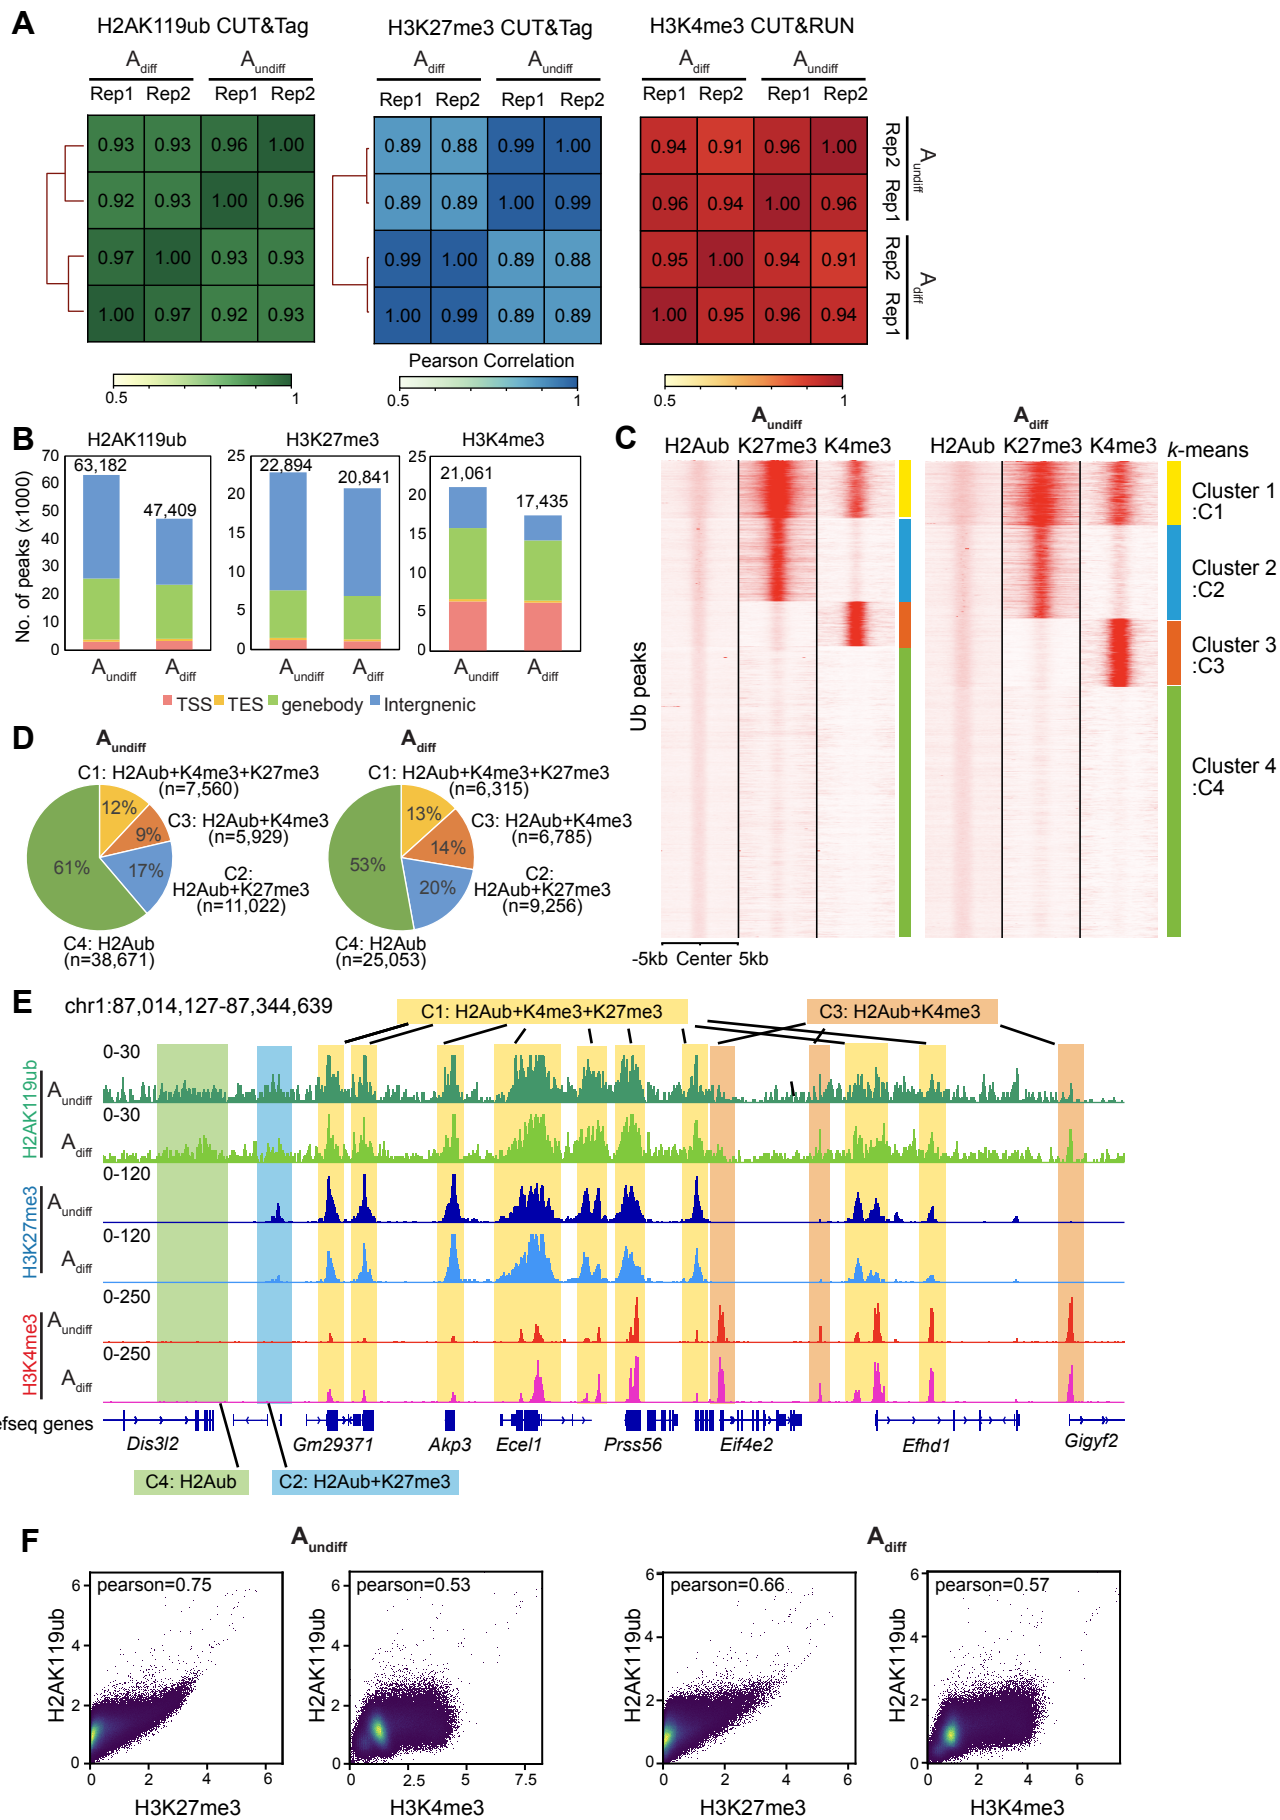

**Figure S2 Distributions of H2AK119ub, H3K27me3, and H3K4me3 in adult  $A_{undiff}$  and  $A_{diff}$**

(A) Heatmaps showing the Pearson correlation values among each biological replicate in CUT&RUN/Tag data.

(B) Bar charts showing the number of H2AK119ub, H3K27me3, and H3K4me3 peaks and their genomic location in TSS, TES, gene body, and intergenic regions in  $A_{undiff}$  and  $A_{diff}$ .

(C) Heatmaps showing H2AK119ub, H3K27me3, and H3K4me3 enrichment at all H2AK119ub peaks detected in each spermatogonial cell type with k-means clustering. Cluster 1 represents H2AK119ub (H2Aub)-covered regions that overlap both H3K27me3 (K27me3) and H3K4me3 (K4me3), Cluster 2 represents H2Aub-covered regions that overlap K27me3 only, Cluster 3 represents H2Aub-covered regions that overlap K4me3 only, Cluster 4 represents only H2Aub-covered regions.

(D) Pie charts showing the percentage of H2Aub-covered regions that overlap K27me3 or/and K4me3 detected in c in  $A_{undiff}$  and  $A_{diff}$ .

(E) Representative track views showing different clusters of H2Aub-covered regions as indicated in C and D.

(F) Scatter plots showing the intensity (log (spike-in normalized reads counts+1)) relationship between H2AK119ub and H3K27me3/H3K4me3 over 10-kb genomic bins in both  $A_{undiff}$  and  $A_{diff}$ . Pearson correlation values are shown.

**A**

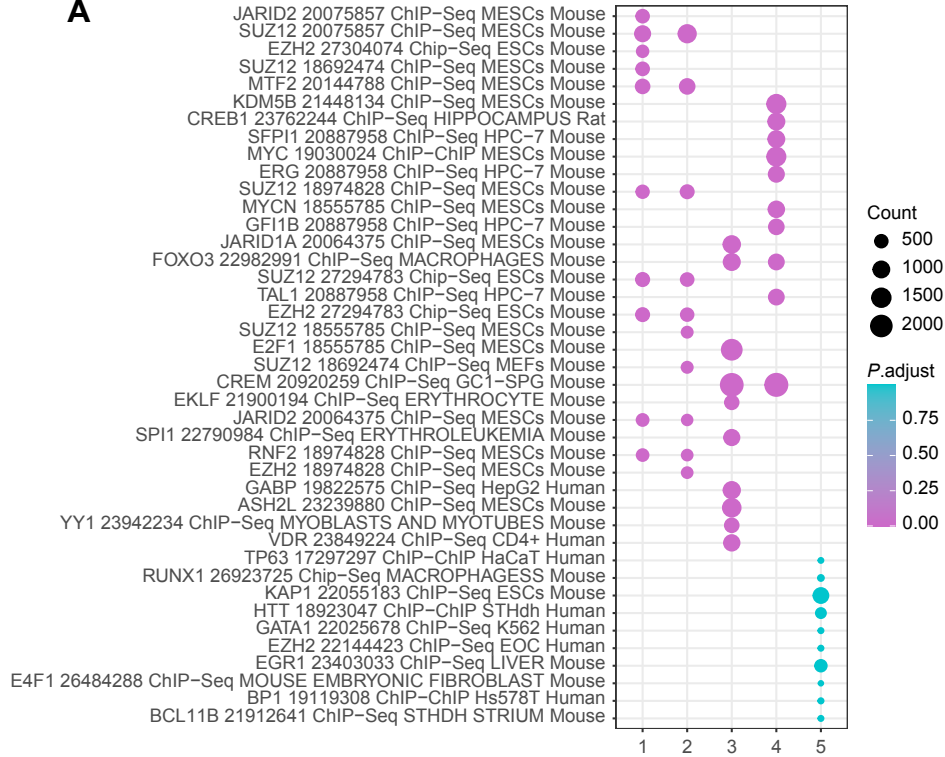

**B**

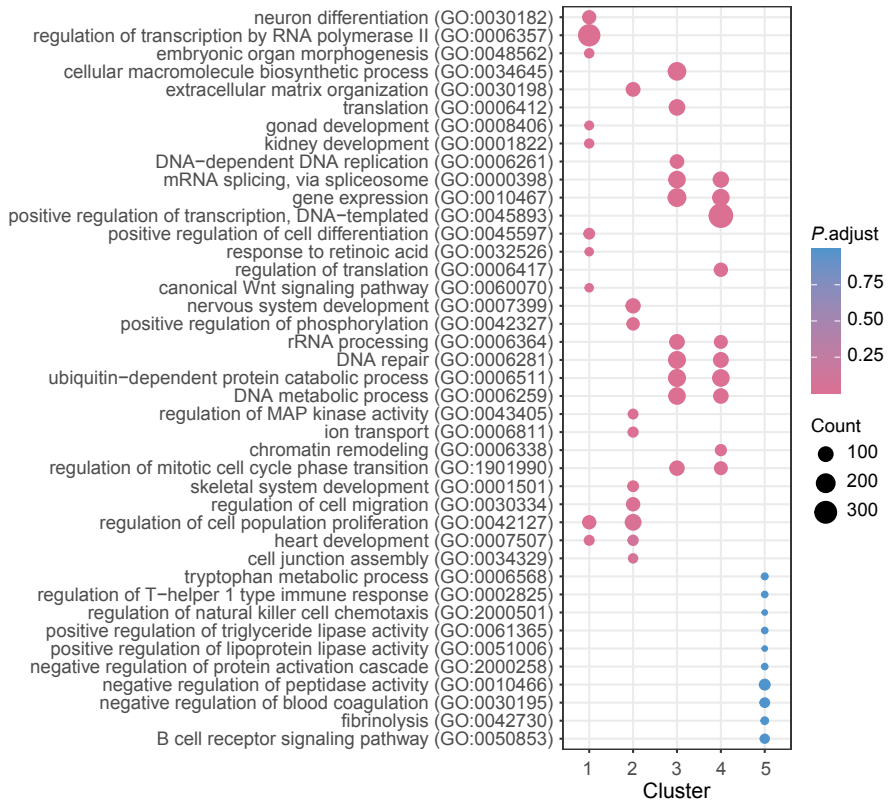

**Figure S3 H2AK119ub, H3K27me3, and H3K4me3 target genes in adult spermatogonia.**

(A and B) Dot plots of ChIP-x Enrichment Analysis (ChEA) (A) and Gene Ontology Biological Process (GO-BP) term enrichment (B). The Top 10 enriched GO-BP terms and predicted transcription factors in the gene set of each *k*-means cluster (identified in Figure 2F). ChEA enrichment shows the transcription factors and the cell and animal types used in the profiling experiments. Colors indicate the adjusted *p*-value using the Benjamini-Hochberg method for correction for multiple hypotheses testing, and dots size is proportional to gene count, the number of genes enriched in the gene set library.

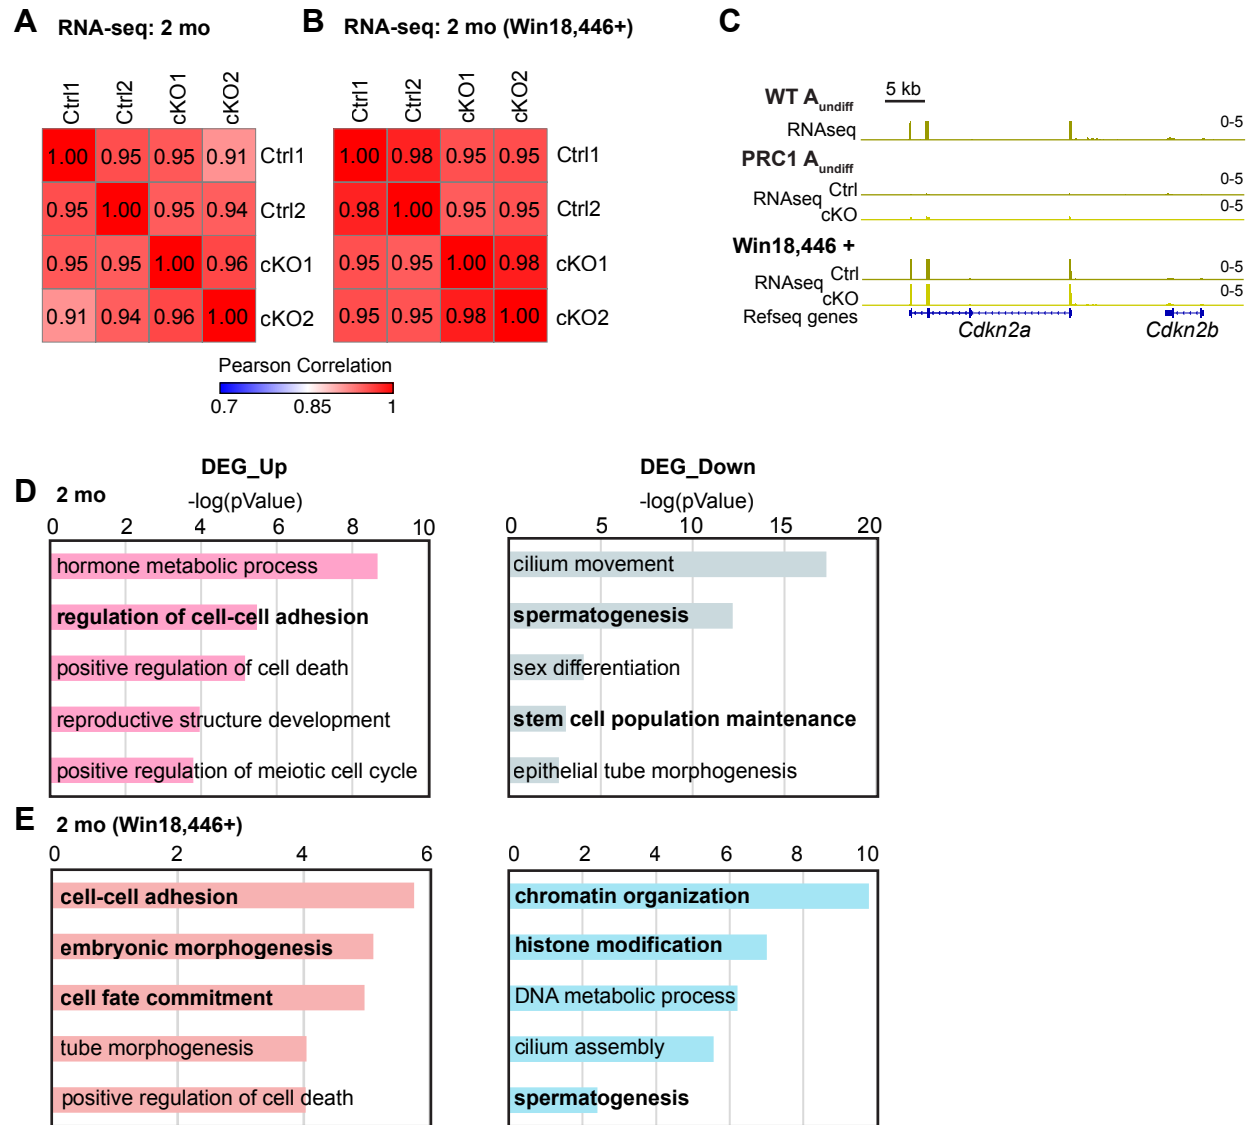

**Figure S4 Genes expression in PRC1ctrl and PRC1cKO  $A_{undiff}$**

(A and B) Heatmaps showing the Pearson correlation values among biological replicates in PRC1ctrl and PRC1cKO  $A_{undiff}$  RNA-seq dataset.

(C) Track views of the *Cdkn2a/b* loci showing the RNA-seq reads density in  $A_{undiff}$  of indicated genotypes. TPM ranges are shown in the upper right.

(D and E) Gene ontology analyses of the DEGs. Key GO terms of the DEGs are shown. *P* values were generated by Metascape using the two-sided hypergeometric test.

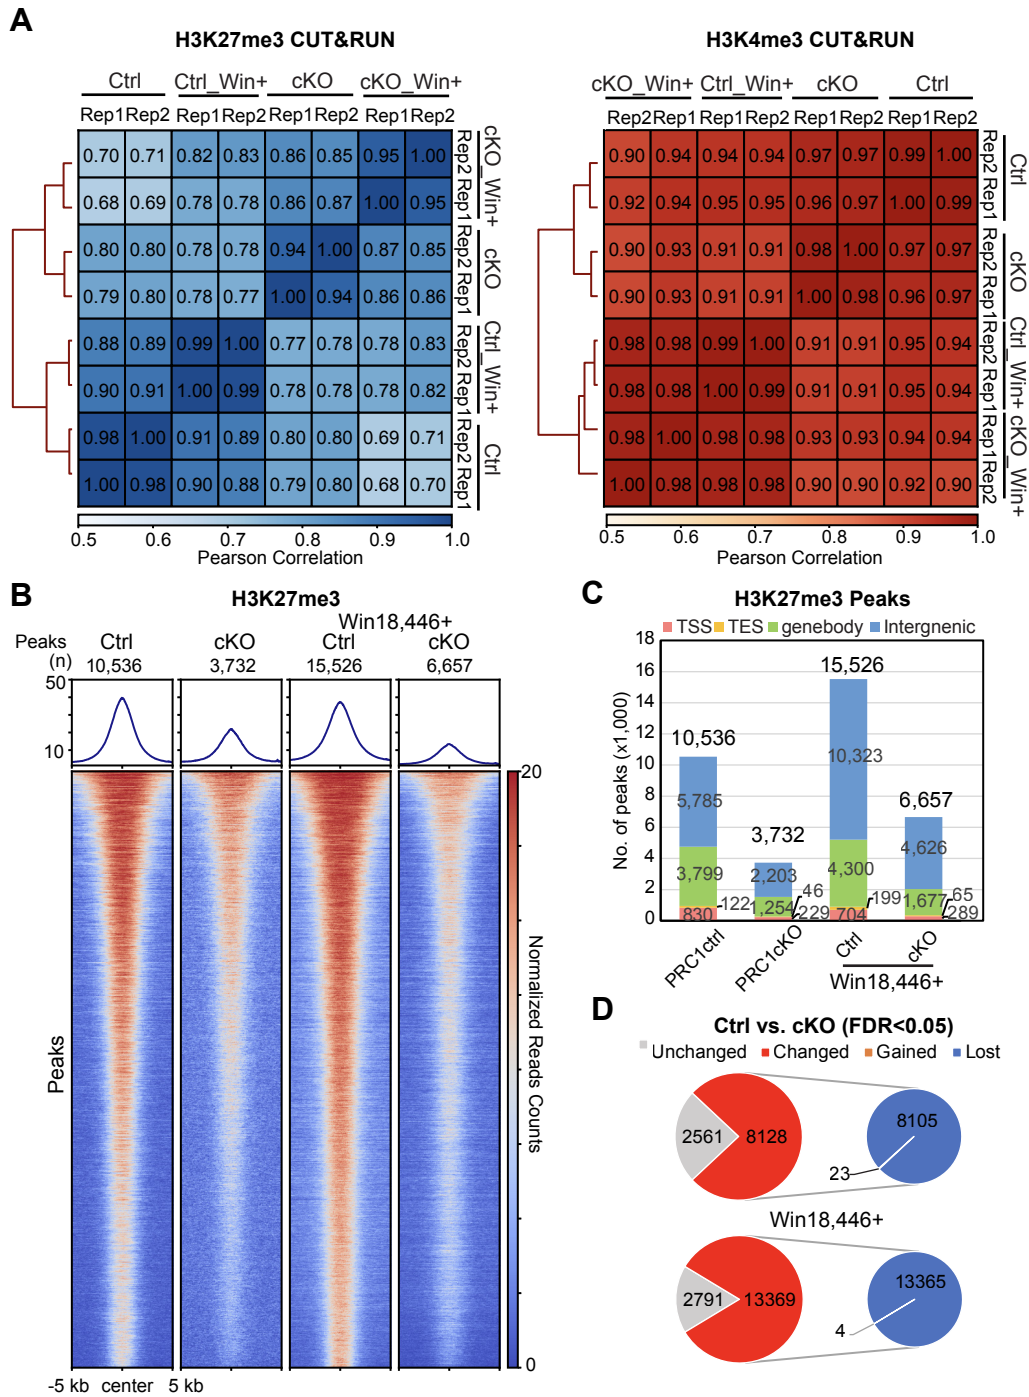

**Figure S5 PRC1-dependent regulation of PRC2-mediated H3K27me3 in  $A_{undiff}$**

- (A) Heatmaps with hierarchical clustering showing the Pearson correlation values among each biological replicate in PRC1ctrl and PRC1cKO  $A_{undiff}$  CUT&RUN data.
- (B) Heatmaps and average tag density plots showing H3K27me3 peaks in PRC1ctrl and PRC1cKO  $A_{undiff}$  at 2 mo with or without Win18,446 treatment.
- (C) Bar charts showing H3K27me3 peak number and genomic distribution in  $A_{undiff}$  of indicated genotypes.
- (D) Pie charts showing H3K27me3 peaks change upon PRC1 inactivation in  $A_{undiff}$  at 2 mo with or without Win18,446 treatment.

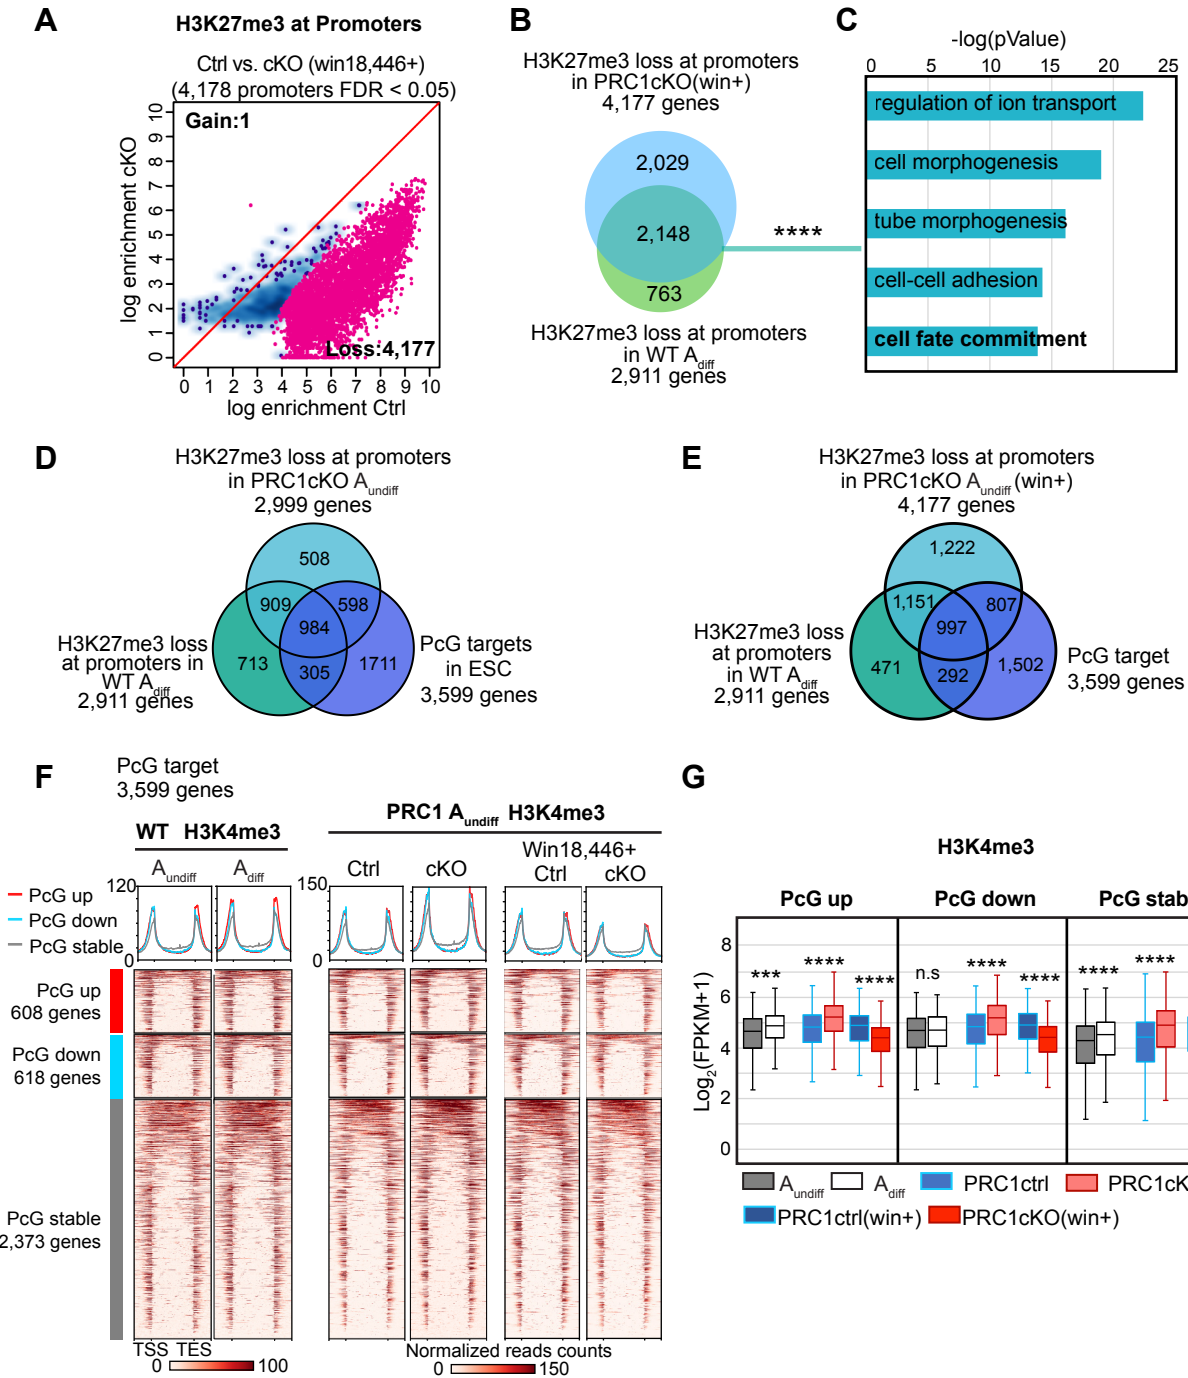

**Figure S6 Polycomb shields the lineage-specific developmental program in adult spermatogonia.**

(A) Scatter plot comparing H3K27me3 enrichment at promoters (TSS  $\pm$  2 kb) in PRC1ctrl and PRC1cKO A<sub>undiff</sub> at 2 mo after win18,446 treatment. Red dots represent genes with differential H3K27me3 enrichment at promoters (FDR < 0.05).

(B) Overlap between H3K27me3-lost promoters in PRC1cKO A<sub>undiff</sub> after win18,446 treatment and H3K27me3-lost promoters in WT A<sub>diff</sub>. \*\*\*\* $P = 5.85 \times 10^{-1165}$ , two-sided hypergeometric test.

(C) Key GO enrichments in the overlap detected in B.

(D and E) Venn diagrams showing overlaps among H3K27me3-lost promoters in PRC1cKO A<sub>undiff</sub> with or without Win18,446 treatment, H3K27me3-lost promoters in WT A<sub>diff</sub> and classic Polycomb targets in ESCs.

(F) Heatmaps and average tag density plots of H3K4me3 enrichment at genic regions (TSS-TES  $\pm$  2 kb) on different Polycomb-targets groups in WT A<sub>undiff</sub> and A<sub>diff</sub> or PRC1 A<sub>undiff</sub> of indicated genotypes. The bars below the heatmaps represent signal intensity, and the numbers represent spike-in normalized reads counts.

(G) Box-and-whisker plots showing H3K4me3 enrichment at promoters (TSS  $\pm$  2 kb, log<sub>2</sub>-transformed FPKM) in the corresponding gene groups shown in F. Central bars represent medians, the boxes encompass 50% of the data points, and the whiskers indicate 90% of the data points. n.s., not significant, \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 2.2 \times 10^{-6}$ ; two-tailed unpaired  $t$ -tests.

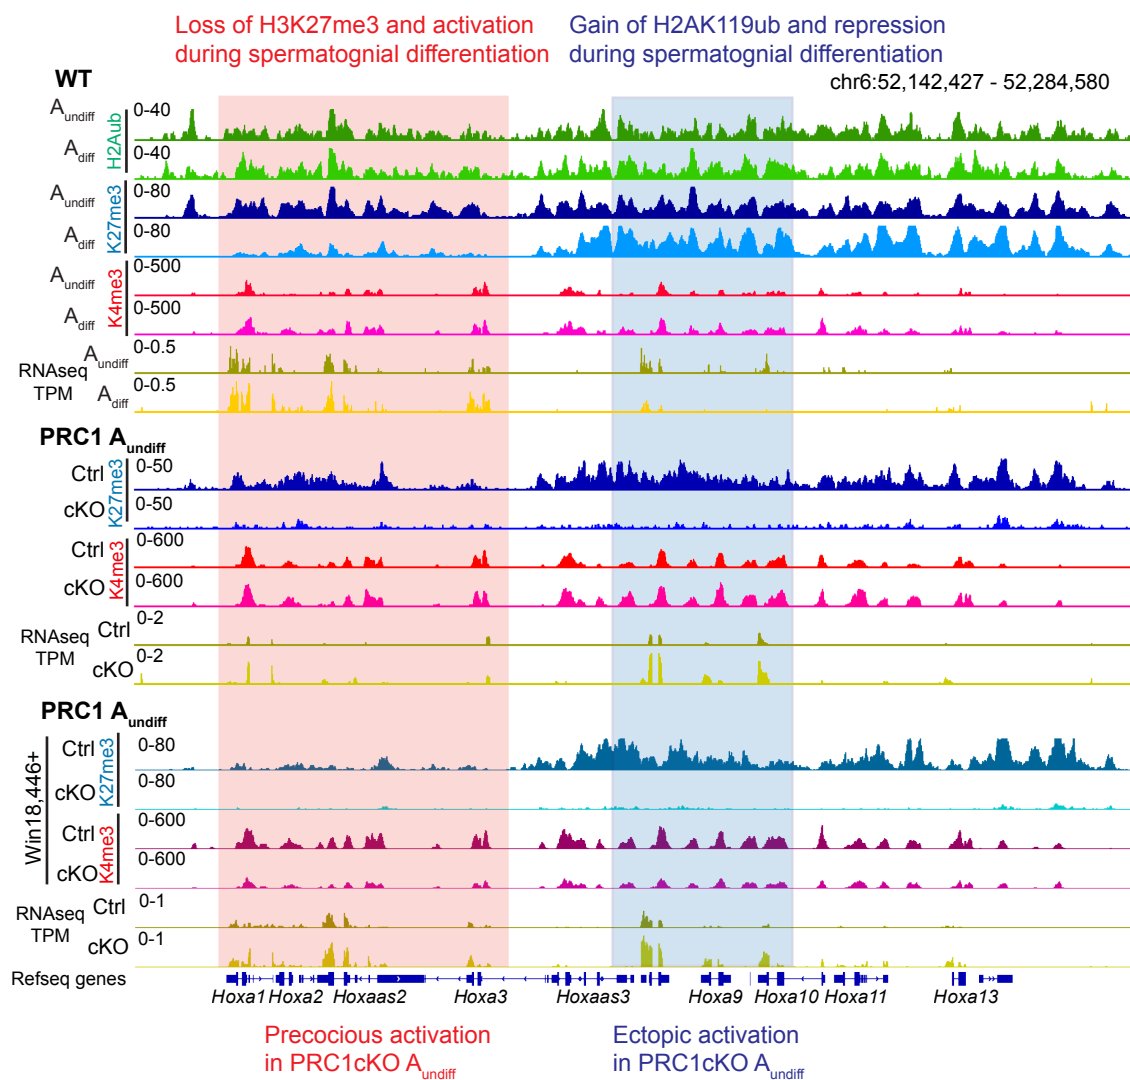

**Figure S7 Track views of the *Hoxa* cluster.**

Track views of the *Hoxa* cluster showing H2AK119ub, H3K27me3, and H3K4me3 enrichment and RNA-seq reads in WT  $A_{undiff}$  and  $A_{diff}$  or PRC1  $A_{undiff}$  of indicated genotypes. Data ranges are shown in the upper left.

## A Cell cycle related genes:

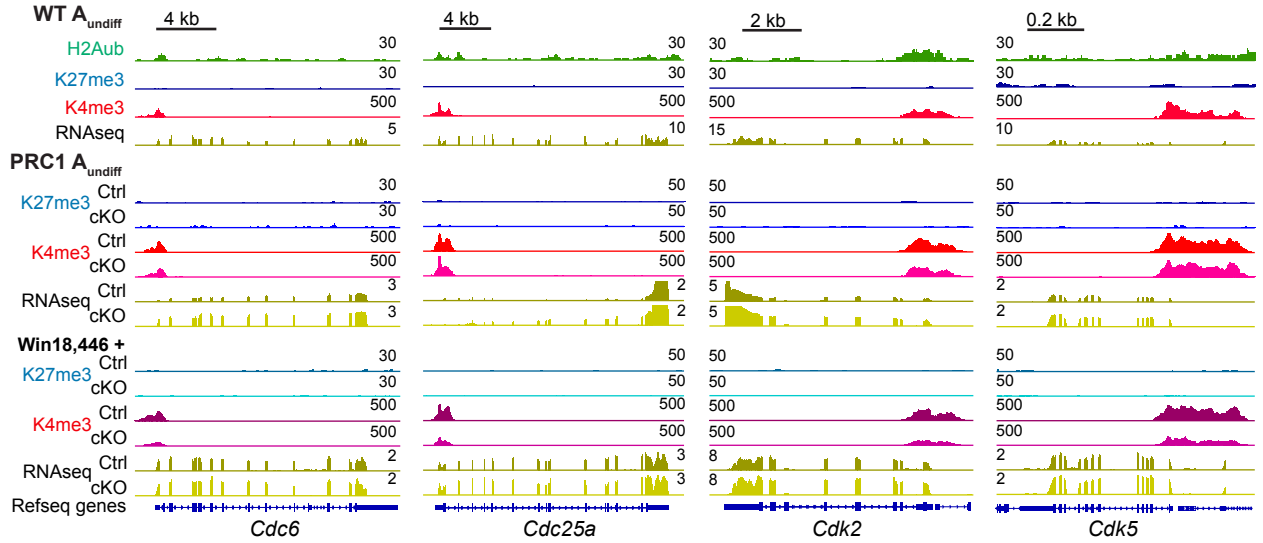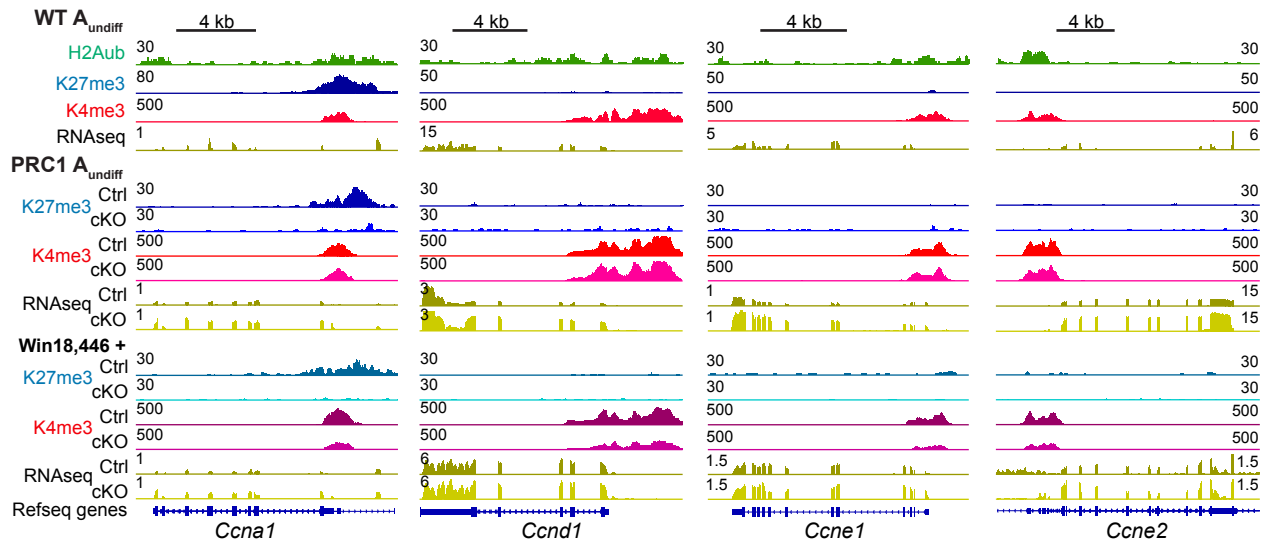

## B Cell cycle inhibitor:

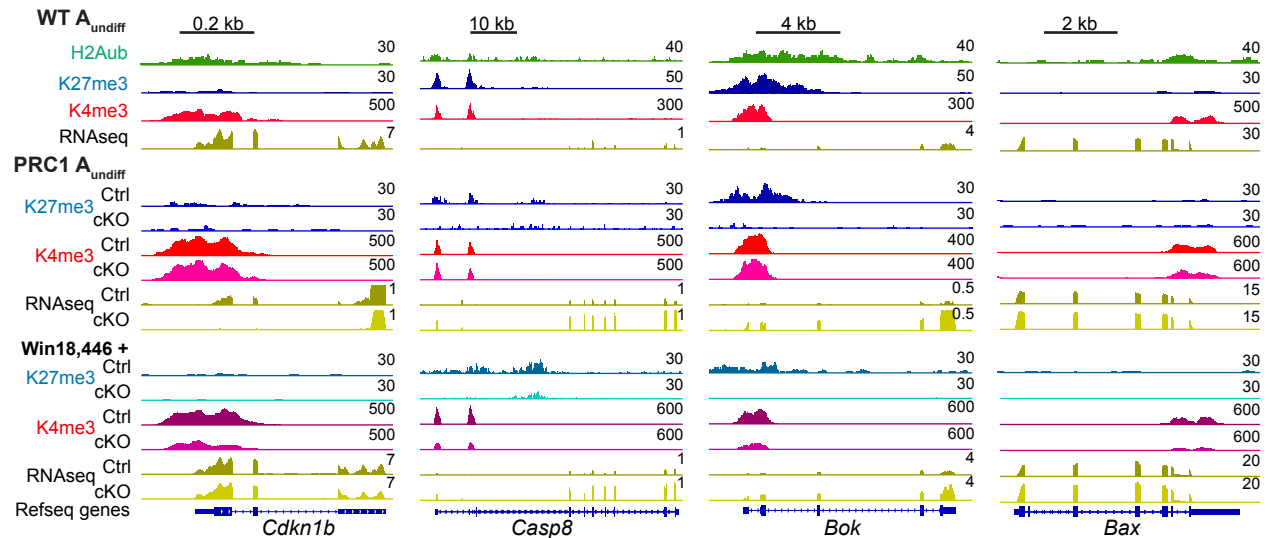

## C Cell death related genes:

**Figure S8 PRC1 deficiency activates cell cycle- and cell death-related genes.**

(A, B, and C) Track views of cell cycle-related gene loci (A, B) and cell death-related gene loci (C) showing H2AK119ub, H3K27me3, and H3K4me3 enrichment and RNA-seq reads in  $A_{undiff}$  of indicated genotypes. Data ranges (maximum numbers only) are shown in tracks.

**A** cPRC1 CUT&RUN (Kim et al. 2023)

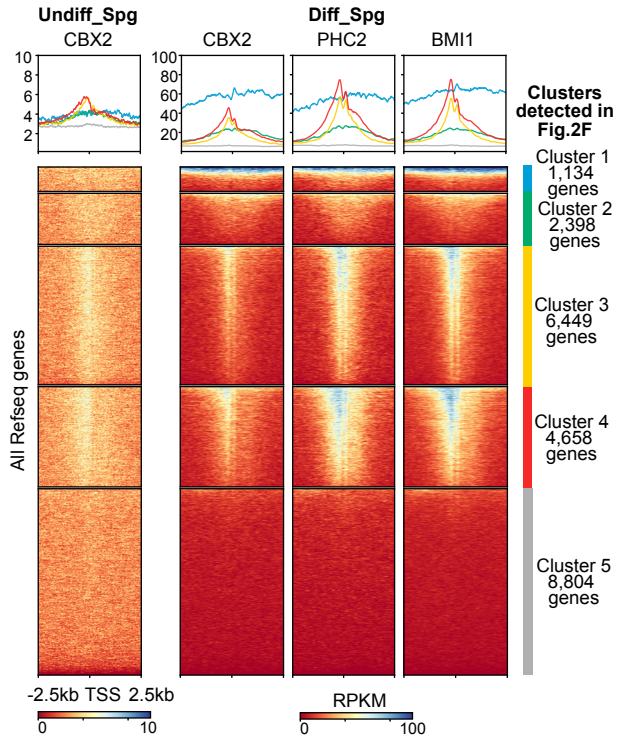

**B** WT RNA-seq

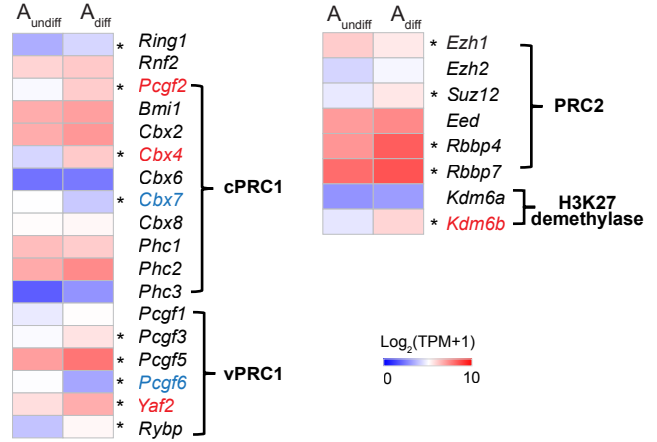

**E H2AK119ub/H3K4me3 co-enriched active genes  
(Cluster 3-4: n=11,107)**

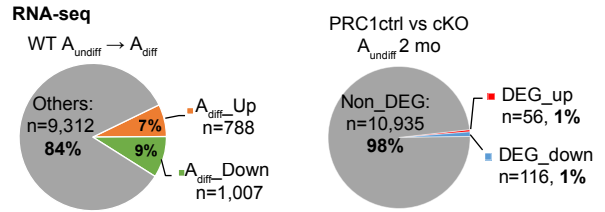

### C ChIP-seq (Ishiguro et al. 2020)

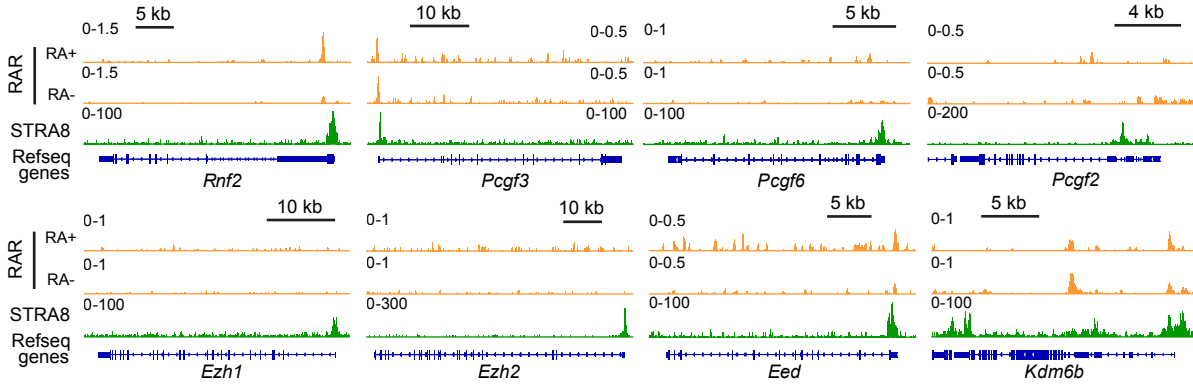

## D

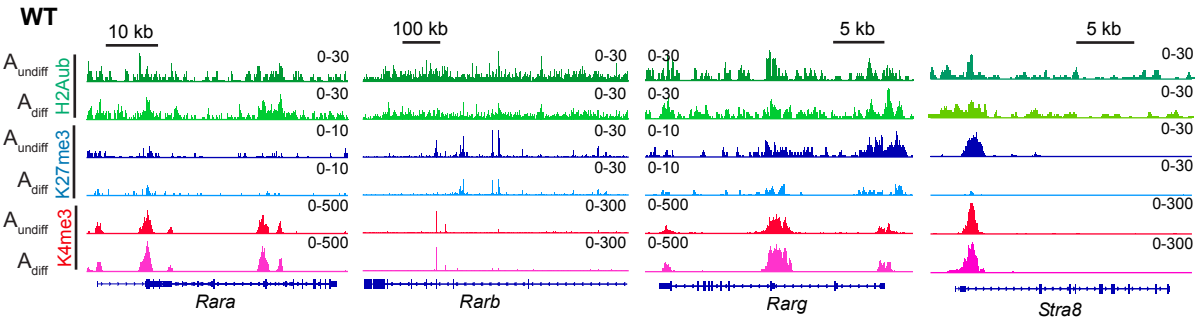

**Figure S9 Data analysis related to Discussion.**

- (A) Heatmaps and average tag density plots of k-means clusters (defined in Fig.2F) showing components of cPRC1:CBX2, PHC2, and BMI1 enrichment (Kim et al. 2023) at promoter regions (TSS  $\pm$  2.5 kb) in WT undifferentiated spermatogonia (Undiff\_Spg: THY1<sup>+</sup> & ITGa6<sup>+</sup>) and differentiating spermatogonia (Diff\_Spg: KIT<sup>+</sup>). The color keys represent signal intensity and the numbers represent RPKM values.
- (B) Heatmap showing gene expression of representative Polycomb components and H3K27 demethylases in WT A<sub>undiff</sub> and A<sub>diff</sub> populations. \*, FDR < 0.05. Gene names are color-coded to indicate DEG status (Log<sub>2</sub>FoldChange >1, FDR < 0.05); Blue: downregulated DEGs; Red: upregulated DEGs.
- (C) Track views of gene loci representing Polycomb components and H3K27 demethylase *Kdm6b* gene loci showing RA receptor (pan-RAR) occupancy in GS cells with or without RA treatment and STRA8 binding in testes (Ishiguro et al. 2020). RAR ChIP-seq data ranges represent fold enrichment calculated using local lambda values (downloaded from GSE116798). STRA8 ChIP-seq data ranges represent RPKM values.
- (D) Track views of *RARs* and *Stra8* loci showing H2AK119ub, H3K27me3, and H3K4me3 enrichment in WT A<sub>undiff</sub> and A<sub>diff</sub>. Data ranges are shown in the tracks. Notably, RAR-STRA8 and Polycomb can be direct targets of each other, suggesting the Polycomb system and RA-STRA8 signaling may form a regulatory loop that coordinates functions of each other.
- (E) Pie charts showing DEG distributions in H2AK119ub/H3K4me3 co-enriched genes (Cluster 3-4, identified in Fig. 2F) in WT spermatogonia and PRC1 A<sub>undiff</sub> RNA-seq, respectively. The percentages and number (n) of up-and down-regulated DEGs and non-DEGs are indicated.

How the deposited data were processed for this re-analysis (not part of the article)

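RNA-seq was examined for 12 libraries in 6 groups of 2: WT A_undiff_ and WT A_diff_, A_undiff_ of PRC1ctrl and PRC1cKO mice at 2 mo, and A_undiff_ of PRC1ctrl and PRC1cKO mice treated with Win18446. The authors deposited a single table of TPM, computed with RSEM for 55385 genes, and each of its columns could be assigned to a library by its label. The paper states that its own differential expression was computed from read counts. Counts were not used here.

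In the deposited table, 55144 gene identifiers were found in gencode vM21, and 54814 had the same chromosome, start and end as there, so coordinates are given on GRCm38. No identifier was duplicated, 108 gene names belonged to more than 1 identifier, and 27 names that a spreadsheet had turned into dates were read through their identifiers. TPM is a share of each library, so a rise in some genes lowers the TPM of all others, and the number of reads behind a value, and with it the counting error, cannot be recovered. The precision of a group mean was taken from its 2 libraries alone.

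Values were transformed to log2(TPM + 1) and tested with limma 3.58.1 in R 4.3.3 (linear model per gene, moderated variances with trend and robust options, two-sided), on genes with a TPM of at least 1 in at least 2 of the 4 libraries compared. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, and genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 1. A term for the interaction of label and treatment was fitted over the 8 libraries of the PRC1 mice. Gene sets were tested with camera in limma at an inter-gene correlation of 0.01. In a gene permutation, each set's median log2 fold change was also placed among those of 10000 random sets matched on mean expression in 20 bins, with seed 1. These set tests treat genes as the sampling unit and do not replace replicate mice. Principal components were computed from genes scaled to unit variance. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, exon overlaps with bedtools 2.31.1 and figures with matplotlib 3.10.9.

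Replicates were matched across groups only by the replicate number in their labels, and nothing states that same-numbered libraries were prepared together. Because their deviations from the group means correlated in each comparison, a fit with the replicate number as a block is given beside the fit without it. The genotypes are called by the labels of the libraries, since *Rnf2* TPM was not lower under the label PRC1cKO.

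The procedure was tested on simulated data with 200 changed genes per comparison, using either each gene's own spread or the moderated spread. Changes were planted only among the more highly expressed genes. The effect shared by same-numbered libraries was drawn at 2 times each gene's spread and added to it. Values with it therefore varied more than the real libraries, and their recoveries need not hold for the data. With the moderated spread and no effect shared by same-numbered libraries, unchanged genes made up 8.84% to 10.6% of the calls in the 3 comparisons without the block, up to 24.5% with it and 13.8% in the interaction fit, above the nominal 5%. With each gene's own spread, or with a shared effect and no block, they made up at most 4.23%. With the moderated spread, a shared effect and the block, they made up from 11.9% (after Win18446) to 18.5% (at 2 mo). Counts of called genes may therefore include more false calls than the adjusted p states. At 2 mo, without the block or a shared effect, 46.5% of planted log2 fold changes of 2 and 98% of those of 4 were recovered with the moderated spread, and 0% and 68% with each gene's own. With the block these were 74% and 99.5%, and 0% and 0%. Where same-numbered libraries shared an effect, the moderated spread gave 0% and 42.5% without the block and 68.5% and 97.5% with it, and each gene's own spread gave 0% throughout. Without the block or a shared effect, 99.5% (moderated) and 85.5% (own) of the planted changes of 2 were recovered after Win18446, 96% and 68% in WT, and 12.5% and 0% by the interaction fit.

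The genes named are those that the paper names for a comparison in its text or labels in Figures 1C, 4A, 4B, 4D, 4E, S4C, S7, S8 and S9B, the deleted genes *Ring1* and *Rnf2*, and, for each comparison, the 3 largest positive and 3 largest negative log2 fold changes among called genes whose groups did not overlap. Genes labelled only in a figure are in part reported through counts over their group. A few genes that this rule covers are not reported here. Markers of cell types were reported as sets. The genes that lose H3K27me3 were taken from Supplementary Data 3 and the lists of differentially expressed genes from Supplementary Data 1 and 2; the list of downregulated genes in Supplementary Data 1 was read in part only.

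Alternatives were a pseudocount of 0.1, no filter on low values, a filter for a mean TPM of at least 5, median-of-ratios scaling, quantile normalization, the replicate block, a fit over all 12 libraries, moderation without trend or robust options, an inter-gene correlation of 0.05, other gene lists, and leaving out each library in turn. The comparisons, thresholds, gene lists and these alternatives were set before the data were examined. Corrections for GC content and gene length (a loess trend with span 0.3 taken out of each library) were added after the values were seen. Chromatin data, immunostaining and single-cell data were not analysed here, and neither were gene ontology terms or the paper's list of Polycomb targets.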

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

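The tests of GC content, of gene length and of RNA from other cells in this part were chosen only after the result was seen.

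The change between libraries labelled PRC1cKO and PRC1ctrl differed between 2 mo and Win18446 for 1433 of 18354 genes (limma interaction, adjusted p under 0.05, 1596 with the replicate block), and 509 of them were more positive and 924 more negative after Win18446. The 2 mo libraries were made with Smart-Seq2 and the Win18446 libraries with TruSeq, so that the 1433 genes cannot be told apart from an effect of library preparation. The interaction coefficient correlated across genes with GC content at a Spearman rho of 0.0257 and with gene length at -0.261, so neither accounts for most of the differences between genes. That the inhibitor changes the effect of the genotype is a hypothesis that these libraries cannot separate from library preparation.

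Among 12 gene sets, 7 differed between the conditions, against a median interaction coefficient of -0.412 over all genes. Genes higher in WT A_diff_ had a median of -0.623, those lower in WT A_diff_ -0.0997, those losing H3K27me3 -0.109, spermatid genes 1.97, pachytene spermatocyte genes 0.805, Leydig cell genes -3.14 and marker genes of undifferentiated spermatogonia -0.0905. Their adjusted p-values (limma camera with Benjamini-Hochberg adjustment over 12 sets) lay between 2.4e-08 and 0.026. Under median-of-ratios scaling the genes losing H3K27me3 no longer differed (unadjusted p of 0.15), and the other 6 did. Library preparation, with its 1433 genes, cannot be told apart from treatment here either.

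Single genes named in the text whose change differed between the conditions were *Gm23681* (interaction coefficient -10.02), *Gm25190* (-5.504), *Gm47308* (9.097), *H2ac14* (-4.973), *Meioc* (-2.552), *Mir703* (-5.702), *Ms4a5* (6.562), *Nanos3* (1.649), *Prdm9* (-2.212), *Prm1* (3.141), *Tbx1* (2.116) and *Tnp2* (3.659), with limma adjusted p-values between 0.00192 and 0.0413. *Gm23681*, *Gm25190*, *Gm47308* and *Mir703* are annotated as microRNA genes, so short that few reads can give a high TPM. Since those coefficients are part of the same 1433, none can be told apart from library preparation.

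The paper reports ectopic activation of genes for somatic development in PRC1cKO, but does not report on marker genes of Leydig cells and macrophages. Here, 8 Leydig cell genes had a median log2 fold change of 2.42 and 8 macrophage genes of 2.21 in the libraries labelled PRC1cKO at 2 mo, relative to 0.225 for all genes. RNA from somatic cells of a testis that has lost germ cells is a candidate explanation. Sertoli cell genes, which such RNA would also raise, had a median of 0.257 over 11 genes, near that of all genes. Their median log2 value per library, however, was 2.7 and 3.4 under the label PRC1ctrl and 3.72 and 4.06 under the label PRC1cKO. These measures differ and do not decide on a general admixture of somatic cells. Medians of 0.0237 for peritubular myoid cell genes and 0.861 for endothelial cell genes rest on 3 genes each and leave it open too. An admixture of Leydig cells and macrophages alone, or activation of these genes in A_undiff_, cannot be separated by bulk TPM.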

How the results depend on the processing

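The GC and gene length corrections in this part were chosen only after the result was seen.

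The number of reads is unknown for TPM, so that the effect of depth on any count could not be measured. In WT, the numbers of genes higher and lower stayed within 1.5 times 1724 and 1430 under the alternatives, except 869 genes lower with a filter for a mean TPM of at least 5.

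At 2 mo the numbers depended on nearly every choice. Against 31 genes higher there were 6 with a mean TPM of at least 5, 84 with median-of-ratios scaling, 111 with quantile normalization, 1074 with the replicate block, 662 with a fit over all 12 libraries, 101 with GC correction and 441 with the block and GC correction. Against 270 genes lower there were, in the same order, 90, 833, 712, 1098, 1049, 892 and 1191, and 406 with a pseudocount of 0.1. Without a filter on low values both numbers were 0, with 2683 genes at an unadjusted p under 0.05. All 270 genes lower were also called with median-of-ratios scaling, with quantile normalization, with the block and with GC correction. The cause was not tested.

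After Win18446, against 210 genes higher there were 381 with a pseudocount of 0.1, 104 with a mean TPM of at least 5, 374 with median-of-ratios scaling, 513 with quantile normalization, 398 with length correction and 418 with the block and length correction. Against 1807 genes lower there were 851 with a mean TPM of at least 5, 996 with quantile normalization, 1020 with length correction and 1051 with the block and length correction. The genes whose change differed between the conditions numbered 1433, and 470 with a pseudocount of 0.1, 931 without a filter and 176 with a mean TPM of at least 5. The cause was not tested.

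The median log2 fold change of genes higher in WT A_diff_ was positive at 2 mo under each alternative. After Win18446 it was near 0 (0.00741) and reversed to -0.0293 with a mean TPM of at least 5, and ran from -0.042 to 0.0349 across the fits that each left out 1 library. It was 0.216 with median-of-ratios scaling, 0.262 with quantile normalization and 0.225 with length correction, while staying above the median of all genes under each scaling and filter. Genes lower in WT A_diff_ ran from -0.433 to 0.000485 at 2 mo across such fits, and after Win18446 passed the threshold with a mean TPM of at least 5 (-0.271, camera p of 0.044). Genes losing H3K27me3 did not pass in WT with an inter-gene correlation of 0.05 (0.563, p of 0.11), and at 2 mo did pass without a filter (0.0945, p of 0.0039), with median-of-ratios scaling (0.212, p of 0.011) and with quantile normalization (0.388, p of 0.018). The cause was not tested.

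The PC2 shifts kept their sign under each alternative run. Their sizes cannot be compared between settings, since the units of PC2 change with the genes used and their scaling. The SD within groups on PC2 was 1.35 without scaling of genes and 5.31 without a filter. The shift in WT (92.42) was 97.31 with a pseudocount of 0.1, 74.25 without scaling of genes, 97.67 on TPM without logarithm, 66.49 without a filter and 103.4 with quantile normalization, and from 70.46 to 107.9 with a library left out. In the same order, the shift at 2 mo (30.97) was 33.46, 2.985, 26.19, 27.23 and 53.54, and from 22.69 to 46.64, and that after Win18446 (43.53) was 34.62, 27.78, 55.51, 121.2 and 37.57, and from 28.23 to 63.45. The cause was not tested.

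Over the named genes, 580 of 649 results under an alternative kept their direction and side of the threshold, 11 no longer passed it, 45 newly passed it, and 12 moved by more than the spread between replicates when a library was left out. *Bax* after Win18446 reversed, to -0.0507 with a library left out, and the cause was not tested. *Hoxa10* in WT was not tested, since it did not pass the filter, and 9 of 72 named results gave no value with a mean TPM of at least 5.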

Differences from the paper's values

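The GC and gene length corrections in this part were chosen only after the result was seen.

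At 2 mo, 31 genes were higher in the libraries labelled PRC1cKO against the paper's 230, and none of the alternatives set before the data were examined closed the gap (84 with median-of-ratios scaling, 111 with quantile normalization, 662 with a fit over all 12 libraries, 1074 with the replicate block). After Win18446, 210 genes were higher against the paper's 570. A pseudocount of 0.1 (381) and quantile normalization (513) came within 1.5 times of it, and the other alternatives set before the data were examined did not. Length correction, chosen after seeing the values, gave 398, and with the block 418. For genes lower after Win18446 the values were 1807 and the paper's 836. A mean TPM of at least 5 (851), median-of-ratios scaling (1249) and quantile normalization (996) came within 1.5 times, and so did length correction without and with the block (1020 and 1051), which were chosen after seeing the values.

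Replicates correlated at 0.976 in WT A_undiff_ against the paper's about 0.99 in Fig. S1D, read by eye, and TPM without logarithm gave 0.987. In WT A_diff_ the values were 0.97 and the paper's about 0.99 in Fig. S1D, which no alternative reached. In PRC1ctrl at 2 mo they were 0.941 and the paper's about 0.95 in Fig. S4A, and the alternatives stayed under it or passed it (0.959 without a filter, 0.992 on TPM without logarithm), and in PRC1cKO at 2 mo 0.954 and the paper's about 0.96 in Fig. S4A, which quantile normalization reached (0.957).

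Of 41 log2 fold changes set beside those of the paper's supplement, 25 differed by more than the SD between replicates, 0 had the opposite sign, and 23 were smaller in size here. That SD rests on 2 libraries per group and can be small. For *Kit* in WT it was 0.0549, under the standard error of its log2 fold change, so a gap can lie within error. In WT, with the paper's value second, no alternative closed the gap for *Kit* (5.01, 5.107), *Id4* (-2.65, -3.714), *Gfra1* (-3.87, -4.277), *Nanos3* (-4.06, -4.404) and *Ccne1* (1.23, 1.638). A pseudocount of 0.1 closed it for *Tspan8* (-3.83, -5.458) and *Tcea3* (3.01, 3.492), median-of-ratios scaling and quantile normalization for *Crabp1* (2.3, 2.109) and *Ccna2* (1.24, 1.111), a pseudocount of 0.1 and median-of-ratios scaling for *Neurog3* (-2.37, -2.616), and all 3 for *Zbtb16* (-2.02, -2.256) and *Pcgf6* (-1.72, -1.915).

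At 2 mo, again with the paper's value second, no alternative closed the gap for *Sall1* (-0.615, -1.796) and *Cdkn1b* (-1.77, -2.461). A pseudocount of 0.1 closed it for *Prdm9* (2.03, 2.846) and *Bok* (1.7, 3.243), and median-of-ratios scaling and quantile normalization for *Nanos3* (-1.86, -2.085). After Win18446, no alternative closed it for *Kit* (1.42, 2.023), *Dmrtb1* (1.66, 2.709), *Bok* (1.11, 1.525), *Casp8* (1.14, 1.604) and *Hoxa10* (1.37, 2.43). Median-of-ratios scaling and quantile normalization closed it for *Esx1* (1.38, 1.691), a pseudocount of 0.1 and quantile normalization for *Tcea3* (0.985, 1.653), and a pseudocount of 0.1 for *Hoxa9* (1.38, 2.295).

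The paper states that *Kit*, *Esx1*, *Crabp1*, *Prdm9*, *M1ap* and *Meioc* were upregulated and *Sall4*, *Lin28a*, *Nanos3* and *Sall1* downregulated at 2 mo. Here only *Nanos3* passed the threshold (limma adjusted p = 0.0383), and it did not with moderation without trend or robust options (adjusted p from 4.2e-06 to 0.078 over the alternatives in limma). The adjusted p-values of the others lay between 0.0802 and 0.455. With the replicate block the first 6 genes, *Sall4* and *Nanos3* were called, and with a fit over all 12 libraries *Kit*, *Esx1*, *Crabp1*, *Prdm9*, *Meioc* and *Sall4*. Median-of-ratios scaling called *Kit* and *Prdm9*, quantile normalization *Kit*, *Prdm9* and *Sall4*, and GC correction, chosen after seeing the values, *Kit*, *Esx1*, *Prdm9* and *Sall4*. The block with GC correction, also chosen after seeing the values, called these genes, *Crabp1*, *M1ap*, *Meioc* and *Lin28a* (-1.14). *Nanos3* stayed called with the fit over all 12 libraries, median-of-ratios scaling, quantile normalization, and GC correction with or without the block. *Sall1* was called under none.

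After Win18446, the paper states that *Dmrt1* and *Tcea3* were upregulated. Here *Dmrt1* had a log2 fold change of 0.21 (limma adjusted p = 0.199) and was called under no alternative. *Tcea3* had 0.985 (limma adjusted p = 0.0339), and it passed with a pseudocount of 0.1, median-of-ratios scaling and quantile normalization, and with length correction with or without the block, which were chosen after seeing the values.

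The paper states that cell cycle genes in Figure S8A were upregulated and *Cdkn1b* downregulated. Here none of the 8 genes was called in either condition (1 and 2 of them had an unadjusted p under 0.05), and with the block 6 were called at 2 mo. *Cdkn1b* had a limma adjusted p of 0.109 at 2 mo, and it was called with the block, median-of-ratios scaling and a fit over all 12 libraries, and with GC correction with or without the block, chosen after seeing the values. The paper states that *Bok*, *Bax* and *Casp8* were increased. Here *Bok* (limma adjusted p of 0.345) and *Casp8* (0.139) were not called at 2 mo but were called with the block and with a fit over all 12 libraries, and *Casp8* also with the block and GC correction, chosen after seeing the values. *Bax* (0.573 and 0.511) was called in neither condition, and at 2 mo its log2 fold change of 0.73 had an adjusted p of 0.026 with the block (from 0.026 to 0.79 over the alternatives in limma).

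In WT, the paper states that *Cbx2* and *Hoxa3* rise in A_diff_. Here the log2 fold change of *Cbx2* was 0.42 (limma adjusted p = 0.0905), with adjusted p-values from 0.015 with the replicate block to 0.33 with quantile normalization in limma, and that of *Hoxa3* was 0.17 (limma adjusted p = 0.776). *Rnf2*, deleted according to the paper, was not lower in the libraries labelled PRC1cKO (0.74 at 2 mo and 0.30 after Win18446). The paper's text gives no RNA level of *Rnf2* and cites an almost total loss of H2AK119ub in germ cells of these mice. A TPM per gene does not test the deletion of the floxed exons, so these values do not contradict it.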

Other observations

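The tests of exchanged columns, of RNA from spermatids, of library preparation on PC1, and of scaling, length and GC content for the genes lower after Win18446 were chosen only after the result was seen.

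*Rnf2* TPM was not lower in the libraries labelled PRC1cKO than in those labelled PRC1ctrl. Exchanged columns were tested against the authors' own lists. In the listed direction, 99.8% of 448 listed genes changed at 2 mo and 98.5% of 1378 after Win18446. Columns exchanged relative to the authors' comparison therefore do not account for it. An exchange of libraries before that comparison would give the same percentages, so this test cannot exclude it. Scaling did not account for the *Rnf2* values, with log2 fold changes of 0.429 and 0.544 under median-of-ratios scaling. Whether transcripts without the floxed exons make up the TPM was not tested, since values per exon are not in the table used here.

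Spermatid genes, a list of 15, were lower in the libraries labelled PRC1cKO. Their median log2 value was 2.95 and 5.01 in the libraries labelled PRC1ctrl at 2 mo and 0.275 and 0.367 in those labelled PRC1cKO, and 2.69 and 2.64 against 0.189 and 0.251 after Win18446. Scaling does not account for it (median log2 fold changes of -4.05 and -2.05 under median-of-ratios scaling). RNA from spermatids carried along with the sorted cells is a candidate explanation, because these genes were also lower, by a median log2 difference of -2.32, in PRC1ctrl libraries after Win18446 than in WT A_undiff_ libraries made with the same kit, although the mice of these libraries differ in *Ring1* genotype and strain background as well. The paper describes the testes of both genotypes after Win18446 as without differentiated germ cells, which speaks against spermatids as the source there. At 2 mo such RNA may account for part of the genes called lower, and the loss of expression in A_undiff_ themselves was not tested apart from it.

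Same-numbered libraries at 2 mo deviated together (0.381). Taking out a trend on GC content left 0.332 and on gene length 0.366, so neither explains most of it, and no biological explanation was tested.

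After Win18446, 89.6% of the called genes were lower. The share was 77% with median-of-ratios scaling, 66% with quantile normalization, 71.9% with a length trend removed and 74.7% with a GC trend removed. It was 86.4% with 90 mitochondrial and highest genes left out. Each moved the share and none brought it to an even split. Of 2 sets of genes of other germ cells, the spermatid genes fell by a median of 2.18, at percentile 0 of random sets, with 8 of 11 called lower, which is the pattern described above and no separate test. Pachytene spermatocyte genes had a median of -0.425, which lay at percentile 11.1 of random sets (gene permutation) and did not pass.

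PC1 separated the 2 mo PRC1 libraries from the others. WT A_undiff_ lay 30.9 from PRC1ctrl after Win18446, which shares its kit, and 202 from PRC1ctrl at 2 mo, and PC1 loadings correlated with GC content at a Spearman rho of -0.475 across genes. Age and strain background do not follow PC1, since the libraries of PRC1 mice after Win18446 share both with the 2 mo libraries and lay from -87.94 to -60.84, beside WT (-66.67 to -46.72) and apart from 94.01 to 165.4. Library preparation, which includes the number of cells per library, is therefore a candidate explanation of PC1.

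One hypothesis tested was that, among genes higher in WT A_diff_, those losing promoter H3K27me3 rise more in the libraries labelled PRC1cKO. The paper's list holds only promoters that lose it both in WT A_diff_ and in PRC1cKO A_undiff_, and genes off the list may lose it in either alone. At 2 mo the 81 listed genes had a median log2 fold change of 1.03 and the 1087 others 0.666. The listed genes lay at percentile 100 of random draws matched on expression. After Win18446 the medians were 0.441 for 185 genes and -0.0415 for 1417, again at percentile 100. The difference between them was 0.33 at 2 mo and 0.57 after Win18446 once a length trend was removed, so that length does not account for it. Being on that list may therefore go along with a larger rise of these genes, while genes without any loss were not compared. This hypothesis rests on the paper's list of promoters and on 2 libraries per label.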
